# The pivotal ripening gene *SlDML2* participates in regulating disease resistance in tomato

**DOI:** 10.1111/pbi.14130

**Published:** 2023-07-19

**Authors:** Leilei Zhou, Guangtong Gao, Xiaojing Li, Weihao Wang, Shiping Tian, Guozheng Qin

**Keywords:** DNA methylation, SlDML2, defence response, transcriptome reprogramming, *Botrytis cinerea*, tomato

## Abstract

Fruit ripening and disease resistance are two essential biological processes for quality formation and maintenance. DNA methylation, in the form of 5‐methylcytosine (5mC), has been elucidated to modulate fruit ripening, but its role in regulating fruit disease resistance remains poorly understood. In this study, we show that mutation of *SlDML2*, the DNA demethylase gene essential for fruit ripening, affects multiple developmental processes of tomato besides fruit ripening, including seed germination, leaf length and width and flower branching. Intriguingly, loss of SlDML2 function decreased the resistance of tomato fruits against the necrotrophic fungal pathogen *Botrytis cinerea.* Comparative transcriptomic analysis revealed an obvious transcriptome reprogramming caused by *SlDML2* mutation during *B. cinerea* invasion. Among the thousands of differentially expressed genes, *SlβCA3* encoding a β‐carbonic anhydrase and *SlFAD3* encoding a ω‐3 fatty acid desaturase were demonstrated to be transcriptionally activated by SlDML2‐mediated DNA demethylation and positively regulate tomato resistance to *B. cinerea* probably in the same genetic pathway with *SlDML2*. We further show that the pericarp tissue surrounding *B. cinerea* infection exhibited a delay in ripening with singnificant decrease in expression of ripening genes that are targeted by SlDML2 and increase in expression of *SlβCA3* and *SlFAD3*. Taken together, our results uncover an essential layer of gene regulation mediated by DNA methylation upon *B. cinerea* infection and raise the possible that the DNA demethylase gene *SlDML2*, as a multifunctional gene, participates in modulating the trade‐off between fruit ripening and disease resistance.

## Introduction

*Botrytis cinerea*, the pathogenic agent of grey mould, annually causes dramatical agriculture losses due to its widespread and necrotrophic infection characteristics (Williamson *et al*., 2007; Zhang *et al*., 2021). More than 200 economically important crop species are susceptible to *B. cinerea* worldwide (Elad *et al*., 2007; Liu *et al*., 2021). *B. cinerea* generally secretes diverse toxic substances to kill the host cells for acquiring adequate nutrition during the pathogenic process (Cheung *et al*., 2020). Utilization of chemical fungicides represents an efficient strategy at present for controlling fungal diseases, but their overuse harbours potential threats to human health (Jankowska *et al*., 2016). Therefore, it is currently imperative to explore more secure alternatives to effectively control grey mould, and the information concerning the molecular mechanisms of plant disease resistance to *B. cinerea* will provide us new perspectives.

Tomato, one of the most important horticultural crops, is easily accessible for *B. cinerea* invasion, especially the fruits at the postharvest stage that undergo continuous ripening process (Cantu *et al*., 2008, 2009; Prusky *et al*., 2013). The interaction between tomato fruits and *B. cinerea* is generally utilized as a model pathosystem for dissecting the defence mechanisms employed by host cells (Min *et al*., 2020; Silva *et al*., 2023; Wang *et al*., 2017b). Accumulating evidences suggest that tomato cuticles and cell walls are the important physical barriers, and phytoalexins, such as phenolics and flavonoids, act as antimicrobial chemical components to defence *B. cinerea* infection (Xu *et al*., 2022). Phytohormones jasmonic acid (JA) and methyl jasmonate (MJ), the endogenous signal molecules, also play a critical role in regulating tomato resistance to *B. cinerea* disease, partially by inducing the biosynthesis of phytoalexins or activating the transcription of downstream defence genes (Huang *et al*., 2022; Reyes‐Diaz *et al*., 2016; Shu *et al*., 2021). In addition, the resistance of tomato fruits towards *B. cinerea* is dramatically influenced by fruit maturity, and one direct evidence is that ripe red fruits are more susceptible to *B. cinerea* than unripe green fruits (Cantu *et al*., 2009; Prusky *et al*., 2013; Silva *et al*., 2023). This diverse susceptibility is generally thought to be self‐interested, since the fruits need to defence external invasions for surviving until seed maturation, and then spread mature seeds with the aid of enhanced fungal infection (Cantu *et al*., 2009). Thus, fruit ripening and disease resistance are two tightly interconnected biological processes, although the mechanisms underlying their interplays remain elusive. Understanding in the molecular link between fruit ripening and disease resistance has great potential for controlling fungal invasion and maintaining fruit quality.

DNA methylation, in the form of 5‐methylcytosine (5mC), is a broad‐spectrum epigenetic modification, mainly occurring in sequences of gene promoters, gene bodies and transposable elements (Bartels *et al*., 2018). DNA methylation modification generally facilitates transcriptional inactivation through remodelling chromatin structure or regulating the accessibility of transcriptional regulators to associated gene sequences (Zhang *et al*., 2018). DNA methylation is subjected to the synergistic action of DNA methyltransferases and demethylases, thereby exhibits a dynamic status *in vivo* and participates in the regulation of many important biological processes, including plant stress resistance, genome management, and developmental process (Bartels *et al*., 2018; Chen *et al*., 2020; Tang *et al*., 2020). More recently, DNA methylation was also demonstrated to regulate plant–pathogen interactions in agricultural and horticultural crops, including *Magnaporthe oryzae*‐infected rice, *Fusarium graminearum*‐infected maize, *Xanthomonas phaseoli*‐infected cassava and *Fusarium. oxysporum*‐infected banana (Deng *et al*., 2017; Luo *et al*., 2016; Tirnaz and Batley, 2019; Veley *et al*., 2023; Wang *et al*., 2017a). In addition, DNA methylation functionally modulates the disease resistance of woody plant mulberry towards *B. cinerea*, and the DNA methyltransferase gene *MnMET1* plays a negative regulatory role in *B. cinerea* invasion through impeding the transcription of defence genes by DNA hypermethylation (Xin *et al*., 2021). However, whether DNA methylation participates in regulating the disease resistance of horticultural crops including tomato to *B. cinerea* has not been defined. Moreover, the trade‐off between DNA methylation‐mediated disease resistance and fruit ripening remains to be determined.

In tomato, there are four DEMETER‐like (DML) DNA demethylase genes, i.e. *SlDML1‐SlDML4* (Liu *et al*., 2015). *SlDML2*, the homologue of Arabidopsis *Repressor of Silencing 1* (*AtROS1*) encoding a 5mC DNA glycosylase, has been well defined as a pivotal ripening gene for its significant functions in facilitating the expression of ripening‐related genes through active DNA demethylation (Gao *et al*., 2022; Lang *et al*., 2017; Li *et al*., 2020; Zhou *et al*., 2019). In the present study, we investigated the functional role of *SlDML2* in the pathogenic process of *B. cinerea* and found that fruits and leaves of the *sldml2* mutants generated by CRISPR/Cas9 gene editing system exhibited increased susceptibility to *B. cinerea* compared with those of the wild‐type. The comparative transcriptomic analysis between wild‐type and *sldml2* mutant fruits after *B. cinerea* inoculation revealed that *SlDML2* is required for the expression of plenty of defence‐related genes, including the CO_2_‐binding protein gene *SlβCA3* encoding a β‐carbonic anhydrase and the JA biosynthetic gene *SlFAD3* encoding a ω‐3 fatty acid desaturase (Domínguez *et al*., 2010; Hu *et al*., 2021; Yu *et al*., 2009). We provided evidences that both *SlβCA3* and *SlFAD3* undergo SlDML2‐mediated transcriptional activation and play a positive role against *B. cinerea* invasion probably in the same genetic pathway with *SlDML2*. Furthermore, we found that *B. cinerea* infection causes a delay in fruit ripening in the pericarp tissue surrounding disease regions, accompanied by the decreased expression of ripening genes targeted by SlDML2 and the increased expression of *SlβCA3 and SlFAD3*. Our findings uncover the dual roles of SlDML2 in regulating fruit ripening and defence response to fungal pathogen and highlight the possible function of SlDML2 as a molecular link between ripening and disease resistance in fruit.

## Results

### SlDML2 modulates multiple developmental processes besides fruit ripening

Tomato DNA demethylase SlDML2 has been considered primarily to modulate fruit ripening through activating 5mC demethylation in numerous ripening genes (Lang *et al*., 2017; Liu *et al*., 2015). Recently, emerging evidences from DNA methylomes indicate that SlDML2 potentially targets thousands of genes relevant to distinct biological processes, rather than merely those of fruit ripening (Gao *et al*., 2022; Lang *et al*., 2017). To further explore the physiological roles of SlDML2, we first generated its loss‐of‐function mutant by CRISPR/Cas9‐mediated gene editing. Three single guide RNAs (sgRNAs) with different target sequences (i.e., T1, T2 and T3) were designed to specifically target the first exon of *SlDML2* (Figure 1a). The sgRNAs were introduced into the binary vector pYLCRISPR/Cas9Pubi‐H that contains a Cas9 expression cassette, and then transformed into leaf explants of wild‐type tomato (*Solanum lycopersicum* cv. Ailsa Craig) by using *Agrobacterium* infection (Fillatti *et al*., 1987). Following the standard tissue culture, a total of six transgenic lines were obtained. Among them, three homozygous mutant lines that carry 2‐bp or 5‐bp deletion were identified through genotyping mediated by direct sequencing of PCR products (Figure 1a). Both the 2‐bp and 5‐bp deletion mutations, which were predicted to cause premature stop codons in the first exon of *SlDML2*, occurred in the DNA sequence targeted by the first sgRNA. The three homozygous mutants, namely *sldml2‐3*, *sldml2‐4* and *sldml2‐5*, were predicted to produce short peptides with a length of 30–40 amino acids, respectively (Figure S1).

**Figure 1:**
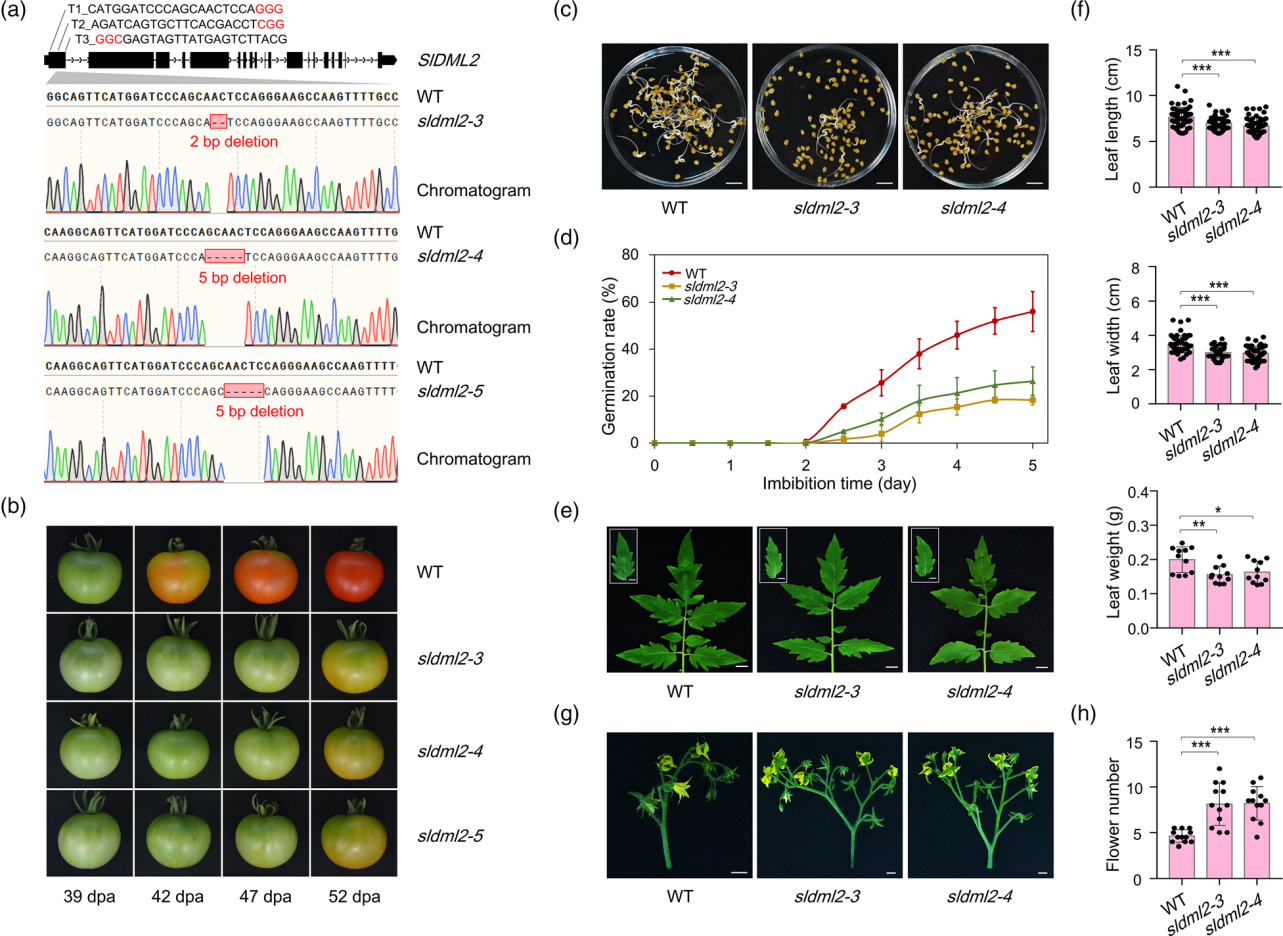
SlDML2 participates in modulating multiple developmental processes. (a) Genotyping of *sldml2‐3*, *sldml2‐4*, and *sldml2‐5* mutants generated by CRISPR/Cas9‐mediated gene editing. Three single guide RNAs (sgRNAs) containing different target sequences (T1, T2, and T3) were designed to specifically target the first exon of *SlDML2*. The red letters indicate the protospacer adjacent motif (PAM). The *sldml2‐3* mutant contains a homozygous 2‐bp deletion, and the *sldml2‐4* and *sldml2‐5* mutants contain a homozygous 5‐bp deletion caused by target T1. (b) Phenotypes of fruit ripening in *sldml2* mutants. Representative photographs of the wild‐type (WT), *sldml2‐3*, *sldml2‐4*, and *sldml2‐5* fruits at 39, 42, 47, and 52 dpa are shown. dpa, days post‐anthesis. (c) Representative photographs and (d) germination rates of the WT, *sldml2‐3*, and *sldml2‐4* seeds. For each germination experiment, one‐hundred mature seeds were cultured with deionized water under long‐day conditions (16 h light/8 h dark, 25 °C). The gemmiparous seeds were photographed at the fourth day after imbibition. Data are presented as mean ± standard deviation (*n* = 3). (e) Representative photographs and (f) length, width, and weight of the WT, *sldml2‐3*, and *sldml2‐4* leaves. Six‐week‐old leaves were collected, photographed, and measured. (g) Representative photographs and (h) flower number of the WT, *sldml2‐3*, and *sldml2‐4* inflorescences. The first inflorescences were collected and photographed, and the flower number in each inflorescence was measured. In (c), (e), and (g), scale bar = 1 cm. In (f and h), asterisks indicate significant differences (*P < 0.05, **P < 0.01, ***P < 0.001; Student's *t* test).

To determine the ripening phenotype, fruits of the wild‐type and *sldml2* mutants (*sldml2‐3*, *sldml2‐4* and *sldml2‐5*) at the second generation were harvested at 39, 42, 47 and 52 days post‐anthesis (dpa), when the wild‐type fruits reach to mature green (MG), breaker (Br), orange ripe (OR) and red ripe (RR) stages, respectively. Compared to the wild‐type, the *sldml2* mutants showed a similar and obvious delay in ripening, especially at 52 dpa, when fruits of the wild‐type exhibited a homogenous red surface, whereas those of the *sldml2* mutants were only just starting to change colour (Figure 1b). This ripening phenotype is consistent with that of previously reported *sldml2* mutants in Micro‐Tom background (Lang *et al*., 2017), both indicating that SlDML2 is necessary for normal fruit ripening. Fruits of the *sldml2* mutants displayed a homogenous red colour at approximately 90 dpa, similar to those of the wild‐type (Figure S2), suggesting that fruits of the *sldml2* mutants harbour the capacity to reach red ripe.

We next sought to determine whether SlDML2 functions in other developmental processes besides fruit ripening. As expected, tomato seeds, leaves and flowers exhibited abnormal developmental phenotypes under the disruption of *SlDML2* gene. The germination rate of seeds from the *sldml2* mutants decreased obviously under long‐day conditions (16 h light/8 h dark, 25 °C) compared to those from the wild‐type (Figure 1c,d), although no significant difference was detected in seed length, width and weight (Figure S3a,b). The leaves of *sldml2* mutants were smaller than those of the wild‐type with shorter length and width, and lighter weight (Figure 1e,f). The flower branching of *sldml2* mutants had more floral organs than those of the wild‐type (Figure 1g,h), indicating a floriferous phenomenon caused by *SlDML2* mutation. Quantitative RT‐PCR analysis showed that *SlDML2* gene was highly expressed in tomato seeds, leaves and flowers besides the fruits (Figure S4). These results revealed the functional diversity of SlDML2 in modulating multiple developmental processes in tomato.

### SlDML2 positively regulates resistance of tomato fruits to fungal pathogens *B. cinerea*

Having observed the developmental phenotypes, we next investigated whether SlDML2 participates in modulating tomato resistance to *B. cinerea* invasion, which is generally known to cause serious yield and quality declines in horticultural crops including tomato (Blanco‐Ulate *et al*., 2013; Tian *et al*., 2016). Fruits of the wild‐type and *sldml2* mutants harvested at 39 and 90 dpa were inoculated with *B. cinerea* stain B05.10, and the lesion diameters were measured at the second to third day post‐inoculation (dpi) when obvious soft rot symptoms appeared. It was shown that green and red fruits of the *sldml2* mutants (at 39 and 90 dpa, respectively) exhibited significantly larger lesion diameters than the wild‐type (Figure 2a–d). We concurrently detected the leaf susceptibility to *B. cinerea* infection and found that leaves of the *sldml2* mutants also displayed larger lesion diameters by comparison with the wild‐type (Figure 2e,f). These results indicate that the disease resistance was impaired in the *sldml2* mutants, suggesting that SlDML2 positively regulates the resistance response of tomato to *B. cinerea*.

**Figure 2:**
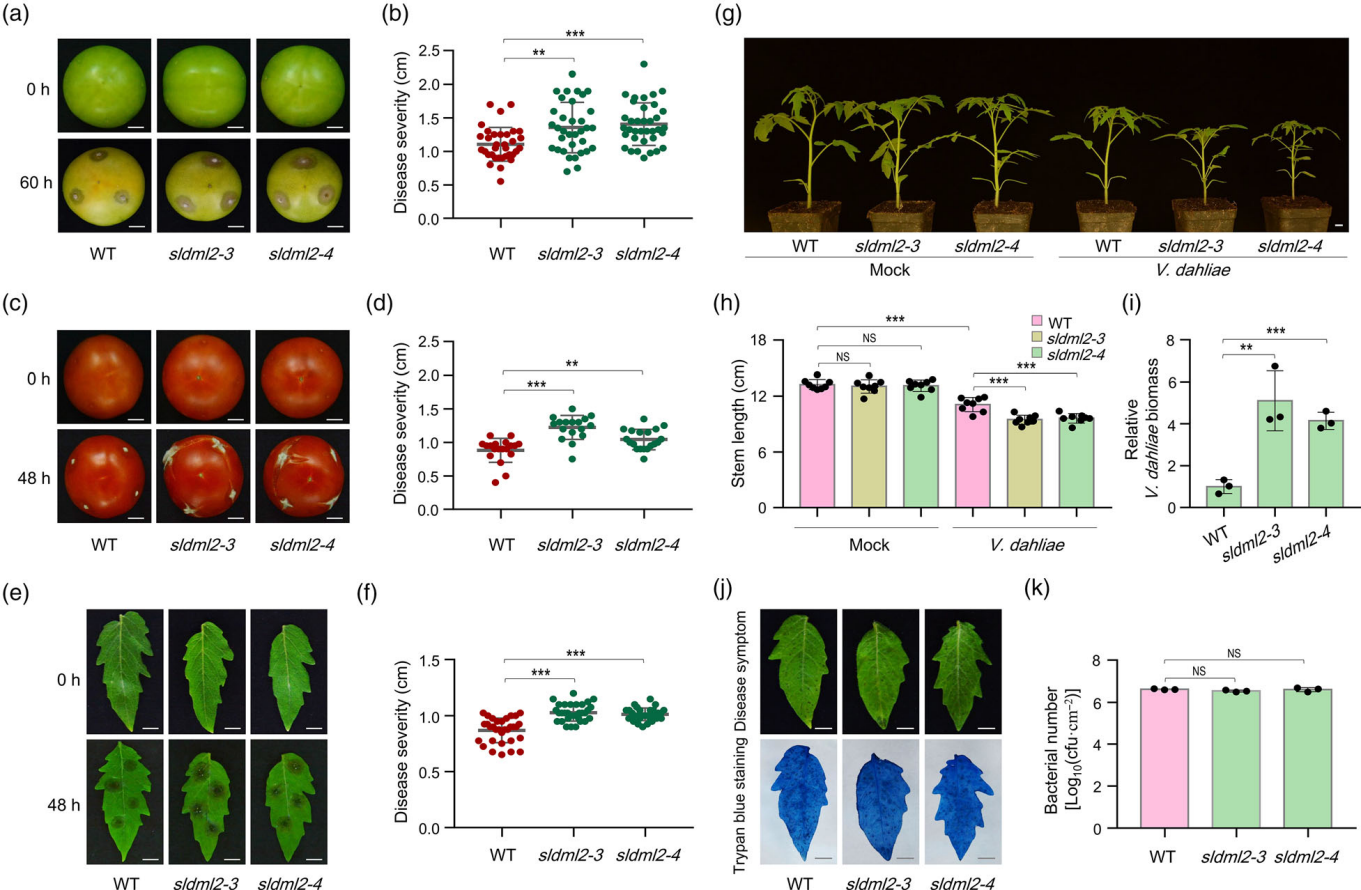
The *sldml2* mutants exhibited decreased resistance to fungal pathogens *B. cinerea* and *V. dahliae*. (a) Disease symptoms and (b) lesion diameters on the detached wild‐type (WT), *sldml2‐3*, and *sldml2‐4* fruits inoculated with *B. cinerea* at 39 days post‐anthesis (dpa). The disease symptom was observed after 60 h. (c) Disease symptoms and (d) lesion diameters on the detached WT, *sldml2‐3*, and *sldml2‐4* fruits inoculated with *B. cinerea* at 90 dpa. The disease symptom was observed after 48 h. (e) Disease symptoms and (f) lesion diameters on 4‐week‐old detached leaves of WT, *sldml2‐3*, and *sldml2‐4* inoculated with *B. cinerea*. The disease symptom was observed after 48 h. (g) Representative photographs and (h) stem lengths of the WT, *sldml2‐3*, and *sldml2‐4* seedlings that were either inoculated with *V. dahliae* or mock‐inoculated for 18 days. (i) Relative *V. dahliae* biomass in stems of the WT, *sldml2‐3*, and *sldml2‐4* seedlings that were inoculated with *V. dahliae* for 18 days. The amounts of *V. dahliae GADPH* gene were determined by quantitative RT‐PCR analysis, and the tomato *RuBisCo* gene was used as an internal control. (j) Disease symptoms and trypan blue staining and (k) bacterial biomass in WT, *sldml2‐3*, and *sldml2‐4* leaves that were inoculated with *Pst* DC3000 for 3 days. In (a), (c), (e), (g), and (j), scale bar = 1 cm. In (b, d, f, h, i and k), asterisks indicate significant differences (**P < 0.01, ***P < 0.001; Student's *t* test). NS, no significance.

We next asked, besides the necrotrophic pathogen *B. cinerea*, whether SlDML2 regulates tomato resistance to biotrophic pathogens, such as *Verticillium dahliae* and *Pseudomonas syringae* pv. *tomato* (*Pst*) DC3000. *V. dahliae* is a soil‐borne fungal pathogen responsible for severe losses of biomass, yield and quality in plenty of economically important crops including tomato and cotton (Zhang *et al*., 2023), while *P. syringae* represents a model biotrophic bacterial pathogen that has been extensively investigated in tomato and Arabidopsis (Xin and He, 2013). Three‐week‐old tomato seedlings of wild‐type and *sldml2* mutants that display non‐differential stem lengths were inoculated with *V. dahliae* and the disease response was observed at 18 days post‐inoculation (dpi) (Figure S5a,b). Compared to the mock group, the *V. dahliae*‐infected tomato seedlings exhibited a dwarf phenotype in both wild‐type and *sldml2* mutants, implying an obvious growth inhibition caused by *V. dahliae* invasion (Figure 2g,h). Importantly, the seedlings of *V. dahliae*‐infected *sldml2* mutants displayed significantly shorter stem length compared to the *V. dahliae*‐infected wild‐type, indicating a more serious growth inhibition after *V. dahliae* invasion (Figure 2g,h). Detection of *V. dahliae* biomass by relative quantification of *V. dahliae GADPH* gene in tomato stems revealed an obvious increase in *GADPH* expression (~4–6‐fold) in the *sldml2* mutants compared to the wild‐type (Figure 2i). These results support that SlDML2 also positively regulates tomato resistance to the biotrophic pathogen *V. dahliae*.

To explore whether SlDML2 regulates the resistance of tomato to *Pst* DC3000, 4‐week‐old leaves of the wild‐type and *sldml2* mutants were inoculated with *Pst* DC3000, and the disease response was measured at 3 dpi. Similar disease symptom and cell death were observed in the wild‐type and *sldml2* mutant leaves (Figure 2j). Bacterial growth assay demonstrated no significant difference in bacterial number between leaves of the wild‐type and *sldml2* mutants (Figure 2k), suggesting that SlDML2 is dispensable for tomato resistance to the biotrophic bacterial pathogen *Pst* DC3000. Together, these data suggest that SlDML2 confers resistance of tomato to the necrotrophic fungal pathogen *B. cinerea* and biotrophic fungal pathogen *V. dahliae*, but not to the biotrophic bacterial pathogen *Pst* DC3000.

### *SlDML2* mutation causes transcriptome reprogramming in tomato fruits during *B. cinerea* infection

To decipher the molecular basis underlying SlDML2‐mediated defence response of tomato fruits to *B. cinerea*, a comparative transcriptomic analysis was performed using *B. cinerea*‐infected tomato fruits of the *sldml2‐3* mutant and wild‐type at 39 dpa. 

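Fruits of the wild-type (WT) and of the *sldml2-3* mutant, a gene-edited line that lacks functional SlDML2, were inoculated with *B. cinerea* at 39 dpa, and RNA was extracted 48 h later from a 5 mm wide ring of pericarp around the disease regions. Each genotype had 3 biological replicates, so 6 libraries were compared, and all 6 came from inoculated fruits. The paper reports larger lesions on mutant fruits inoculated at 39 dpa (Figure 2a,b), seen at a later time than 48 h. Differences between the genotypes therefore cannot be told apart here from differences in the severity of infection. The libraries of the WT held 66404695, 70357799 and 61051044 counts in replicates 1, 2 and 3 (median 66404695). Those of the *sldml2-3* mutant held 65136857, 63866983 and 68159806 counts (median 65136857). The authors trimmed the reads with Cutadapt, aligned them to tomato build SL3.0 with HISAT2 and assembled uniquely mapped reads with StringTie. They deposited for each of 23098 genes an FPKM value from StringTie and ballgown and a whole-number count, for which the counting step is not stated. Whether these counts are numbers of reads or a multiple of them is therefore not known, and the totals given are those of the deposited values. From the counts, 16951 genes with a mean FPKM of at least 0.5 over the 6 libraries were compared between the genotypes by edgeR's quasi-likelihood test after TMM normalization. A gene was called higher or lower in the mutant at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. Levels are given as normalized CPM, the mean ± SD over 3 replicates. Gene lists were taken from the GO and KEGG annotation deposited with the counts. Called members of a list were compared with the other tested genes that carry the same kind of annotation by a two-sided Fisher's exact test. Its p was adjusted over 74 tests, those of 37 lists in each direction. The paper tested the differentially expressed genes of both directions together, so tests of a single direction do not repeat its test. Gene names are the deposited descriptions, which are partly matches to other species, or the names the paper pairs with an identifier. No pairing of *SlDML2* with an identifier was found in the deposited tables or in the parts of the paper's text and tables used here, so its own counts were not used to check the genotype of a library.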

High Pearson correlation coefficients were observed between biological replicates, representing the excellent repeatability (Figure S6). 

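Replicates of one genotype had nearly the same profile, and the genotypes differed by more than the replicates did. Across the 23098 genes, Pearson's r on FPKM was 0.9996 to 0.9999 between replicates of the WT and 0.9997 to 0.9999 between replicates of the *sldml2-3* mutant. It was 0.9598 to 0.9637 over the 9 pairs of libraries of different genotypes. The 10 genes with the highest counts took 6.53% to 6.57% of the counts in the WT libraries and 5.59% to 5.7% in the mutant libraries. Among the 1320 genes with a mean count of at least 10000, the median coefficient of variation between replicates was 2.12% in the WT and 2.29% in the mutant. All tests here rest on this spread between replicates. Whether it is the spread of separate pools of fruits was not tested, and the standard errors and p-values speak for the genotypes only if it is. The coefficients are across genes, which are not independent replicates, so no p is attached to them. On log2 of FPKM plus 0.1 over the tested genes, the lowest coefficient was 0.9769 within the WT, 0.9745 within the mutant and 0.9269 between genotypes.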

A total of 2310 differentially expressed genes (DEGs; fold change ≥2 and adjusted *P* value <0.05) were identified, of which 1431 were up‐regulated and 879 were down‐regulated in fruits of the *sldml2‐3* mutant compared to the wild‐type (Figure 3a,b; Tables S1 and S2). This indicates an obvious transcriptome reprogramming caused by *SlDML2* mutation in the process of *B. cinerea* infection.

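In the infected fruits, 1727 genes changed at least 2-fold between the genotypes, of which 1064 were higher and 663 were lower in the *sldml2-3* mutant. Higher genes made up 61.6% of those called. Changes of any size were spread more evenly. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7426 of the 16951 tested genes passed an adjusted p of 0.05 at any fold change, 3839 of them higher and 3587 lower. Counts were also simulated from the means, dispersions and totals of the deposited counts, which may not be numbers of reads. In them 41 of 50 genes changed by exactly 2-fold passed the adjusted p. Of these, 25 also passed the fold threshold, which equals the simulated fold. Called were 45 of 50 changed 3-fold, 48 of 50 changed 4-fold and 50 of 50 changed 8-fold, and 10 of 16751 unchanged genes were called. The number of called genes fell to 1071 (656 higher, 415 lower) when log2 of FPKM plus 1 was tested with limma, and to 771 (460 higher, 311 lower) among genes with a mean FPKM of at least 5. It was 2019 (1241 higher, 778 lower) without the filter on low values. DESeq2 on every gene with the ratio of mean FPKM, a setting chosen after seeing the data, called 2319 (1441 higher, 878 lower).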

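The genes with the largest increase in the *sldml2-3* mutant included some described as enzymes that make sesquiterpenes, a class of compounds that holds defence metabolites of solanaceous plants. A gene described as vetispiradiene synthase 1-like (Solyc04g051620.2, chromosome 4) rose from 0.427 ± 0.12 CPM in the WT to 44.5 ± 0.418 CPM in the mutant, a log2 fold change of 6.71 (SE 0.15, adjusted p = 2.9e-16 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With a pseudocount of 1 on FPKM its log2 fold change was 4.26. Described as premnaspirodiene oxygenase, an enzyme that oxidizes the product of such a synthase, Solyc02g062030.1 rose by 6.22 on the log2 scale (SE 0.22) to 89.2 ± 5.11 CPM. Another gene with that description, Solyc09g066400.2, rose from 17.8 ± 1.73 to 643 ± 9.6 CPM. The description is carried by 24 genes, and whether all act on the same compounds was not examined. A shikimate O-hydroxycinnamoyltransferase-like gene (Solyc05g052680.1), an enzyme of phenylpropanoid metabolism, had a log2 fold change of 4.21 (SE 0.12). Photosynthesis genes were also among them: a chlorophyll a/b binding protein precursor gene (Solyc05g056070.3) rose from 2.23 ± 0.586 to 32.6 ± 1.78 CPM. A gene for the small chain of ribulose bisphosphate carboxylase (Solyc03g034220.3) rose from 2.63 ± 0.699 to 33.2 ± 0.196 CPM. The 10 genes with the largest increase among called genes with a mean FPKM of at least 10 and no overlap between the genotypes had log2 fold changes of 3.58 to 6.71, and 4 of them carry no description. One of these 4, Solyc01g106630.2, rose from 71.8 ± 0.766 to 1549 ± 21.2 CPM. By chance alone, 10% of genes would show no overlap between 3 libraries and 3.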

**Figure 3:**
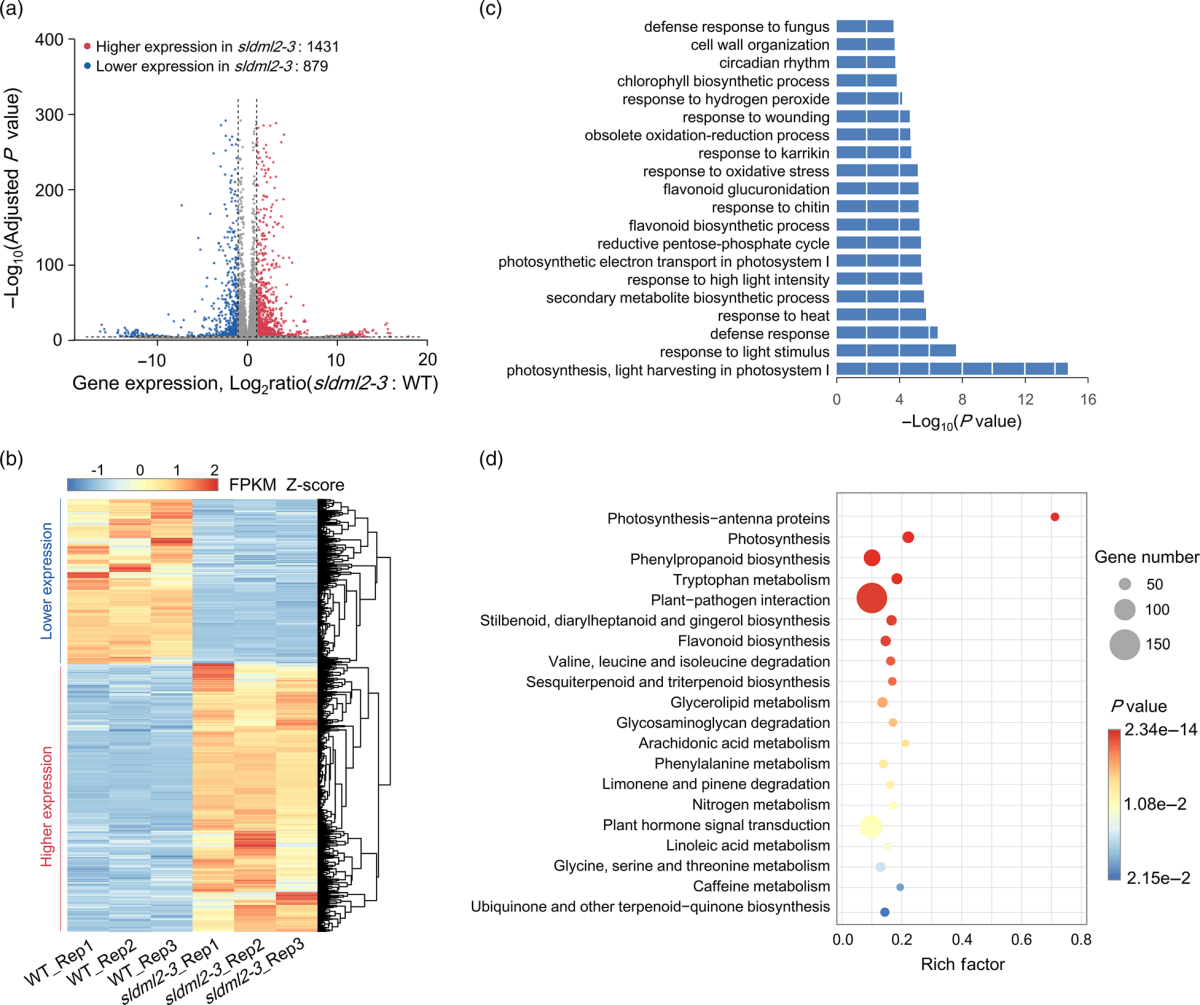
*SlDML2* mutation causes transcriptome reprogramming during *B. cinerea* infection. (a) Volcano plot showing up‐regulated (red) and down‐regulated (blue) genes in the *sldml2‐3* mutant compared to the wild‐type (WT). (b) Heat map of differentially expressed genes in the *sldml2‐3* mutant compared with the wild‐type. FPKM, fragments per kilobase of exon per million mapped fragments. (c) Gene ontology (GO) enrichment for the differentially expressed genes in the *sldml2‐3* mutant compared with the WT. The top 20 catalogues in biological process with the most significant *P* value were shown. (d) KEGG analysis for the differentially expressed genes in the *sldml2‐3* mutant compared with the WT. The top 20 pathways with the most significant *P* value were shown. The differentially expressed genes were analysed by three independent RNA‐seq experiments in fruits of the WT and *sldml2‐3* mutant after *B. cinerea* inoculation for 48 h.

Gene ontology (GO) enrichment analysis revealed that those DEGs were highly enriched in items related to defence response to biotic and abiotic stresses (Figure 3c; Table S3). 

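Genes annotated to ‘defense response’ changed in both directions: of 301 tested, 40 were higher in the *sldml2-3* mutant, 21 were lower and 240 were not called. Among the higher ones were a pair of genes for phenylalanine ammonia-lyase, the entry enzyme of phenylpropanoid metabolism. Solyc05g056170.3, with 28.5 ± 3.07 CPM in the WT, rose by 2.78 on the log2 scale, and Solyc10g086180.2 rose from 35.6 ± 2.32 to 191 ± 9.08 CPM. A probable LRR receptor-like kinase gene (Solyc01g006545.1) fell from 18.9 ± 1 to 4.95 ± 0.159 CPM. A gene described as EIX receptor 1 (Solyc01g005755.1) had a log2 fold change of -1.75 (SE 0.09). It overlaps a gene on the other strand, and the library kit does not mark the strand, so reads of the 2 genes cannot be told apart. Of 113 ‘response to heat’ genes 25 were lower, 5 were higher and 83 were not called. A small heat shock protein gene (Solyc05g014280.3) fell from 67.6 ± 3.34 to 7.71 ± 0.869 CPM, whereas a class I heat shock protein-like gene (Solyc02g093600.3) rose by 2.41 on the log2 scale (SE 0.24). The 18 genes of ‘photosynthesis, light harvesting in photosystem I’ included 16 that were higher, with a median log2 fold change of 3.02 over all 18. Photosystem I subunit O (Solyc06g074200.3) rose from 2.59 ± 0.38 to 26.4 ± 1.87 CPM. Of 89 ‘flavonoid biosynthetic process’ genes 18 were higher and 9 lower. Among them were a UDP-glycosyltransferase 85A1 gene (Solyc12g057060.2, log2 fold change 2.53) and a UDP-glucosyltransferase gene (Solyc01g107830.3, log2 fold change -2.16). Of 27 ‘chlorophyll biosynthetic process’ genes 6 were higher and 1 was lower, and geranylgeranyl diphosphate reductase (Solyc03g115980.1) rose by 2.70 on the log2 scale. By Fisher's exact test with Benjamini-Hochberg adjustment, the higher members exceeded the other annotated genes in ‘defense response’ (adjusted p = 8.1e-05), light harvesting (3.1e-16), flavonoid (8.1e-05) and chlorophyll synthesis (0.0171). By the same exact test the lower members did in ‘defense response’ (0.015), heat (3.6e-12) and flavonoid synthesis (0.015). Limma's camera, which sets all members of a list against all other genes, gave the heat genes as lower (adjusted p = 7.9e-08) and the light harvesting genes as higher (adjusted p = 1.6e-09). All 5 terms were chosen by the study from these same libraries, so their counts, which were the same adjusted over the list alone, are not independent evidence. The excess of lower ‘defense response’ genes missed 0.05 under 8 of 22 alternative settings, including without WT replicate 3 or *sldml2-3* replicate 3 (18 genes each). With a pseudocount of 1 that of higher ones missed it too (18 genes). With no fold criterion the excess of higher flavonoid (29 genes) and chlorophyll synthesis genes (11) and of lower flavonoid genes (21) missed it, as did the last without the filter on low values (11).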

Importantly, several items associated with fungal pathogen infection are included in the top 20 catalogues with the most significant *P* value, including ‘defense response to fungus’, ‘response to chitin’, ‘response to wounding’, ‘response to oxidative stress’ and ‘cell wall organization’ (Figure 3c). 

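Each of the 5 terms held genes that rose and genes that fell in the *sldml2-3* mutant. Of 103 tested ‘defense response to fungus’ genes 15 were higher and 8 lower, and of 89 ‘response to chitin’ genes 14 were higher and 9 lower. Of 118 ‘response to wounding’ genes 13 were higher and 16 lower, of 135 ‘response to oxidative stress’ genes 17 and 12, and of 112 ‘cell wall organization’ genes 14 and 14. Chitinases, which cleave the chitin of fungal walls, were among the genes that rose: an endochitinase 3-like gene (Solyc10g055820.2) went from 8.15 ± 0.551 to 45.5 ± 4.14 CPM. The most abundant member of the fungus term, a Basic chitinase gene (Solyc10g017970.1), had 6577 ± 91.2 CPM in the WT and 12637 ± 279 CPM in the mutant. Its log2 fold change of 0.94 stayed under the fold threshold and was 0 after quantile normalization, which gives the top genes of every library the same values. An *alpha-DOX1* gene (Solyc02g087070.3), annotated to the fungus and oxidative stress terms, rose from 34.9 ± 0.575 to 179 ± 3.45 CPM. A myb domain protein 30 gene (Solyc09g090130.3) of the chitin term had a log2 fold change of 1.75 (SE 0.09), and a 4-coumarate-CoA ligase 2 gene (Solyc06g068650.3) of the wounding term had one of 2.95 (SE 0.12). In the wounding term, a cytochrome P450 94A1-like gene (Solyc10g083400.1) fell from 170 ± 1.57 to 38.9 ± 0.51 CPM. For ‘cell wall organization’, Solyc10g075100.2, which has no description, rose from 70.3 ± 5.33 to 459 ± 12 CPM, and a polygalacturonase gene (Solyc08g082170.3) fell from 35 ± 2.78 to 12.8 ± 0.355 CPM. Genes that rose exceeded the other annotated genes in the fungus (adjusted p = 0.0131), chitin (0.00681), oxidative stress (0.0175) and cell wall terms (0.0413) by Fisher's exact test with Benjamini-Hochberg adjustment. The wounding term did not pass (0.105). The study chose these terms on the same libraries, so the counts, unchanged when adjusted over the list alone, are not independent evidence of a direction. The excess of higher chitin genes missed 0.05 under 3 of 22 alternatives: with a pseudocount of 1 (5 genes), at a mean FPKM of at least 5 (4) and with no fold criterion (26). That of higher cell wall genes missed 0.05 under 16 of 22 alternatives. Among them were DESeq2 (13 genes) and leaving out WT replicate 2 or 3 or *sldml2-3* replicate 1 or 2 (12 to 13 genes). That of higher wounding genes passed it under 3, including without WT replicate 1 (14 genes).

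**Figure D1:**
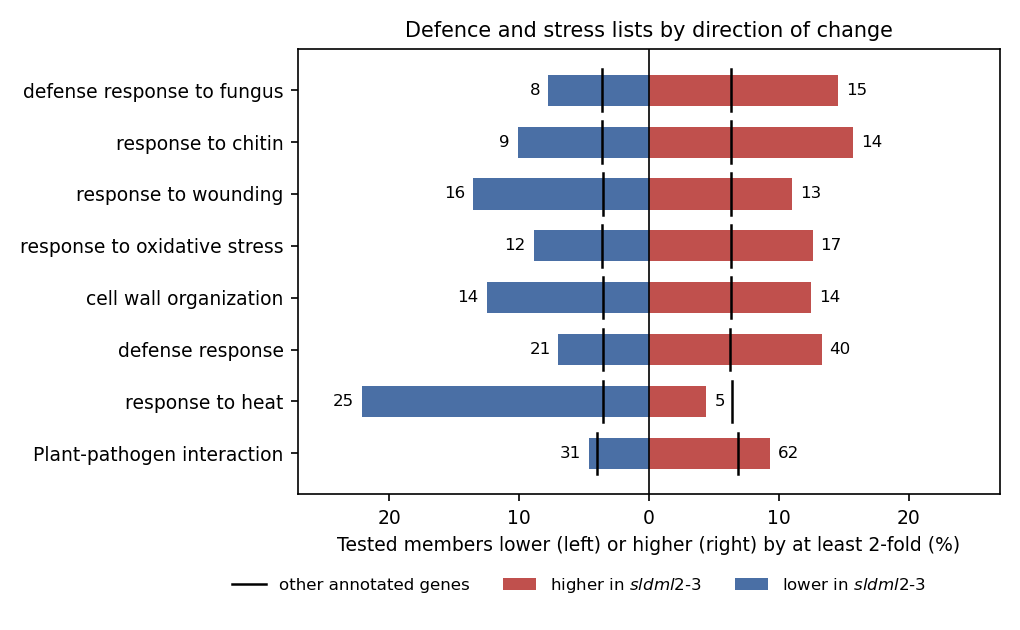
Percentage of the tested genes of 8 GO terms and KEGG pathways that were lower (blue, left) or higher (red, right) by at least 2-fold in infected *sldml2-3* fruits compared to the WT, with the number of genes at each bar, and the percentage among the other annotated genes as black lines. In every list but that of heat both bars reach beyond the lines, and in the heat term only the lower bar does. Not every such excess passed the exact test.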

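Of the 5 KEGG pathways of the paper's figure described here, those of photosynthesis, phenylpropanoids and sesquiterpenoids held a larger share of genes higher in the *sldml2-3* mutant than the other annotated genes did. Of 17 genes for antenna proteins, which bind chlorophyll, 15 were higher with a median log2 fold change of 2.92 over the pathway. The most abundant, chlorophyll a-b binding protein 3A (Solyc03g005760.1), rose from 17.8 ± 0.704 to 135 ± 5.58 CPM. No antenna gene was called lower by edgeR or DESeq2, and 1 was lower at an unadjusted p under 0.05. Of 72 genes of the ‘Photosynthesis’ pathway 34 were higher (36 adjusted over the list alone), including photosystem I reaction center subunit N (Solyc08g013670.3, log2 fold change 3.82) and the ATP synthase gamma chain (Solyc02g080540.1, 3.81). Its most abundant gene, ferredoxin (Solyc11g068430.2), had 368 ± 11.1 CPM in the WT and 377 ± 3.45 CPM in the mutant, and none was called lower by edgeR or DESeq2 (4 at an unadjusted p under 0.05). In ‘Phenylpropanoid biosynthesis’, which leads to lignin and many phenolic compounds, 46 of 184 genes were higher and 14 lower. A peroxidase P7-like gene (Solyc06g050440.3) fell from 64 ± 0.465 to 12 ± 1.39 CPM. In ‘Sesquiterpenoid and triterpenoid biosynthesis’ 12 of 35 genes were higher, among them another vetispiradiene synthase 1-like gene (Solyc04g054380.1, log2 fold change 6.02, SE 0.22, or 3.74 with a pseudocount of 1). The 1 lower gene, vetispiradiene synthase 1 (Solyc01g101170.3), fell from 727 ± 16.4 to 328 ± 8.21 CPM. In ‘Plant hormone signal transduction’ 52 of 559 genes were higher and 27 lower. IAA1 (Solyc09g083280.3), an auxin-responsive gene, rose by 1.82 on the log2 scale. The higher members exceeded the other KEGG-annotated genes for antenna proteins (adjusted p = 1.3e-14), photosynthesis (6.2e-19), phenylpropanoids (2.1e-13) and sesquiterpenoids (2.6e-05) by Fisher's exact test with Benjamini-Hochberg adjustment. Hormone signalling did not pass (0.0812). With limma's camera the first 3 of these lists were higher with adjusted p of 6.2e-09, 4.7e-11 and 4.6e-05 at a preset correlation of 0.01, and sesquiterpenoids with 1.6e-09. Each had an adjusted p of 0.0196 with an estimated correlation. The study chose these pathways on the same libraries, so their counts are not independent evidence. Apart from ‘Photosynthesis’ they were the same adjusted over the list alone. The lower phenylpropanoid genes passed the test narrowly (adjusted p = 0.0492, Fisher's exact test with Benjamini-Hochberg adjustment) and missed 0.05 under 13 of 22 alternatives. Leaving out WT replicate 2 or 3 or *sldml2-3* replicate 1 or 3 ended the call, with 13 to 14 genes.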

KEGG analysis revealed that the DEGs are involved in multiple pathways, in addition to those closely associated with metabolism (Figure 3d). Among them, the ‘plant–pathogen interaction’ pathway contains the largest number of genes with high significance (Figure 3d). These data uncovered the involvement of SlDML2 in the transcriptional regulation of defence genes related to tomato disease resistance.

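The ‘Plant-pathogen interaction’ pathway held more tested genes than any other list examined, 667, of which 62 were higher in the *sldml2-3* mutant, 31 were lower and 574 were not called. A PR protein gene (Solyc00g174340.2), of a family named for its induction by pathogens, rose from 62.1 ± 2.18 to 446 ± 9.16 CPM, a log2 fold change of 2.85 (SE 0.04, adjusted p = 1.2e-19 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A serine/threonine-protein kinase PBS1-like gene (Solyc01g098740.3) fell from 20.2 ± 0.916 to 2.47 ± 0.3 CPM. Its description is carried by 36 genes. Whether they are close copies, whose reads may not be separated, was not examined. The most abundant gene of the pathway, a BRASSINOSTEROID INSENSITIVE 1-associated receptor kinase gene (Solyc10g081190.2), had 1540 ± 9.46 CPM in the WT and 1233 ± 9.71 CPM in the mutant, a change under the fold threshold. At any fold change, 203 of the genes were higher and 150 lower at an adjusted p under 0.05 by the same test. Higher members made up 9.3% of the pathway and 6.85% of the other KEGG-annotated genes (adjusted p = 0.0492, Fisher's exact test with Benjamini-Hochberg adjustment). Lower members made up 4.65% against 4.01% (adjusted p = 0.612, same Fisher's exact test). The study named the pathway from these libraries, so its count, the same when adjusted over the list alone, is not independent evidence. The paper's KEGG analysis took its differentially expressed genes of both directions together, whereas each direction was tested alone here. These p-values therefore do not test the paper's enrichment. The excess of higher genes missed 0.05 under 18 of 22 alternatives, with adjusted p from 0.00706 to 1 by that exact test. Leaving out any 1 replicate other than *sldml2-3* replicate 1 ended it, with 58 to 63 genes.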

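Taken with all their tested genes, the defence terms did not move one way in the *sldml2-3* mutant. The median log2 fold change was 0.12 for ‘defense response’, 0.05 for ‘defense response to fungus’, 0.08 for ‘response to wounding’ and 0.04 for ‘response to oxidative stress’, with members on both sides of 0. For ‘cell wall organization’ and ‘Plant-pathogen interaction’ the median was 0.07 in each case. Against all other tested genes, limma's camera with Benjamini-Hochberg adjustment gave adjusted p = 0.12 for ‘defense response’, 0.236 for the fungus and 0.268 for the plant-pathogen list. By the same test it was 0.491 for the wounding, 0.71 for the oxidative stress and 0.787 for the cell wall term. The chitin term had an adjusted p of 0.971 by camera and a median log2 fold change of 0.05. None of these 7 lists was past 0.05 with an estimated correlation either. Single members moved far from these medians. An ethylene-responsive transcription factor 1B-like gene (Solyc09g066350.1) of the chitin term rose from 9.26 ± 1.41 to 46.9 ± 0.637 CPM. NAC domain-containing protein 89-like (Solyc10g055760.2) of that term fell from 51.1 ± 2.79 to 13.7 ± 1.34 CPM. From the enrichment of the called genes in these terms and in the plant-pathogen pathway (Figure 3c,d), the paper concludes that SlDML2 takes part in the transcriptional regulation of defence genes related to disease resistance.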

### SlDML2‐mediated DNA demethylation facilitates *SlβCA3* expression

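Among called genes with a mean FPKM of at least 10 and no overlap between the genotypes, the largest decrease in the *sldml2-3* mutant was that of an endoglucanase 23-like gene (Solyc09g010210.3, chromosome 9), an enzyme class that cleaves cell wall glucans. It fell from 559 ± 5.78 CPM in the WT to 4.14 ± 1.22 CPM (log2 fold change -7.08, SE 0.10, adjusted p = 4.3e-19 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A gene described as ATMYC2 (Solyc08g008600.3) fell from 51.6 ± 4.06 to 1.54 ± 0.416 CPM. That is the name of an Arabidopsis transcription factor of jasmonate signalling, and 4 genes carry it, so it does not single out a tomato counterpart. An acyl-[acyl-carrier-protein] desaturase 6 gene (Solyc06g059720.3), of fatty acid metabolism, fell from 138 ± 3.71 to 6.85 ± 0.604 CPM. An alpha-dioxygenase 1-like gene (Solyc02g087110.3), which acts on fatty acids, fell from 65.6 ± 4.76 to 4.27 ± 0.758 CPM, and it overlaps a gene on the other strand. An abscisate beta-glucosyltransferase-like gene (Solyc01g107857.1) had counts of 2138, 2171 and 1946 in the WT libraries and 229, 257 and 0 in the mutant libraries. DESeq2 did not call its log2 fold change of -3.67, nor did limma without a trend. The 10 largest decreases under the rule used for increases had log2 fold changes of -7.08 to -3.67, and 4 of these genes have no description. The overlap of the lower genes with hypermethylated regions was not analysed here.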

We subsequently focused on genes with significantly lower expression level in *B. cinerea*‐infected *sldml2‐3* fruits for the reason that loss‐of‐function of SlDML2 is likely to induce DNA hypermethylation, which is generally thought to cause transcriptional inactivation. Comparison of those down‐regulated genes (Table S2) with genes containing hypermethylated DMR (differentially methylated region) identified in the *sldml2* mutants (Lang *et al*., 2017) revealed that, among the 879 down‐regulated genes, 528 (~60%) were hypermethylated under *SlDML2* disruption (Table S4), suggesting a critical transcription regulation of those genes by SlDML2‐mediated DNA demethylation.

Among the down‐regulated genes identified in the *sldml2‐3* mutant during *B. cinerea* invasion, a gene encoding the β‐type carbonic anhydrase, namely *SlβCA3* (Solyc02g067750) (Table S2), was previously reported to positively regulate tomato resistance to the virulent pathogen *Pst* DC3000 (Hu *et al*., 2021). 

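*SlβCA3* (Solyc02g067750.3, chromosome 2), described as carbonic anhydrase, the enzyme class that interconverts carbon dioxide and bicarbonate, was clearly lower in the infected *sldml2-3* fruits. Its level was 784 ± 6.85 CPM in the WT and 167 ± 3.39 CPM in the mutant (n = 3 each), 21.3% of the WT level. The log2 fold change was -2.23 (SE 0.03, adjusted p = 4.9e-20 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 mutant libraries were below all 3 WT libraries. It was the most abundant of the 6 tested genes annotated to carbonate dehydratase activity and the 1 among them that edgeR and DESeq2 called. None was called higher, and at an unadjusted p under 0.05 by edgeR 4 were lower and 1 was higher. The called count was the same adjusted over the list alone, and 1 lower gene of 6 was no excess (adjusted p = 0.352, Fisher's exact test with Benjamini-Hochberg adjustment). The description is shared by 3 genes. Whether they are close copies, whose reads may be divided among them, was not examined.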

*SlβCA3* gene exhibited lower transcription level in fruits or leaves of the *sldml2‐3* and *sldml2‐4* mutants than the wild‐type after *B. cinerea* inoculation for 2 days, as revealed by quantitative RT‐PCR (Figure 4a,b). The transcription level of *SlβCA3* was also obviously decreased in fruits of the *sldml2* mutants under normal developmental process (Figure S7a). These results indicate that SlDML2 positively regulates *SlβCA3* expression.

**Figure 4:**
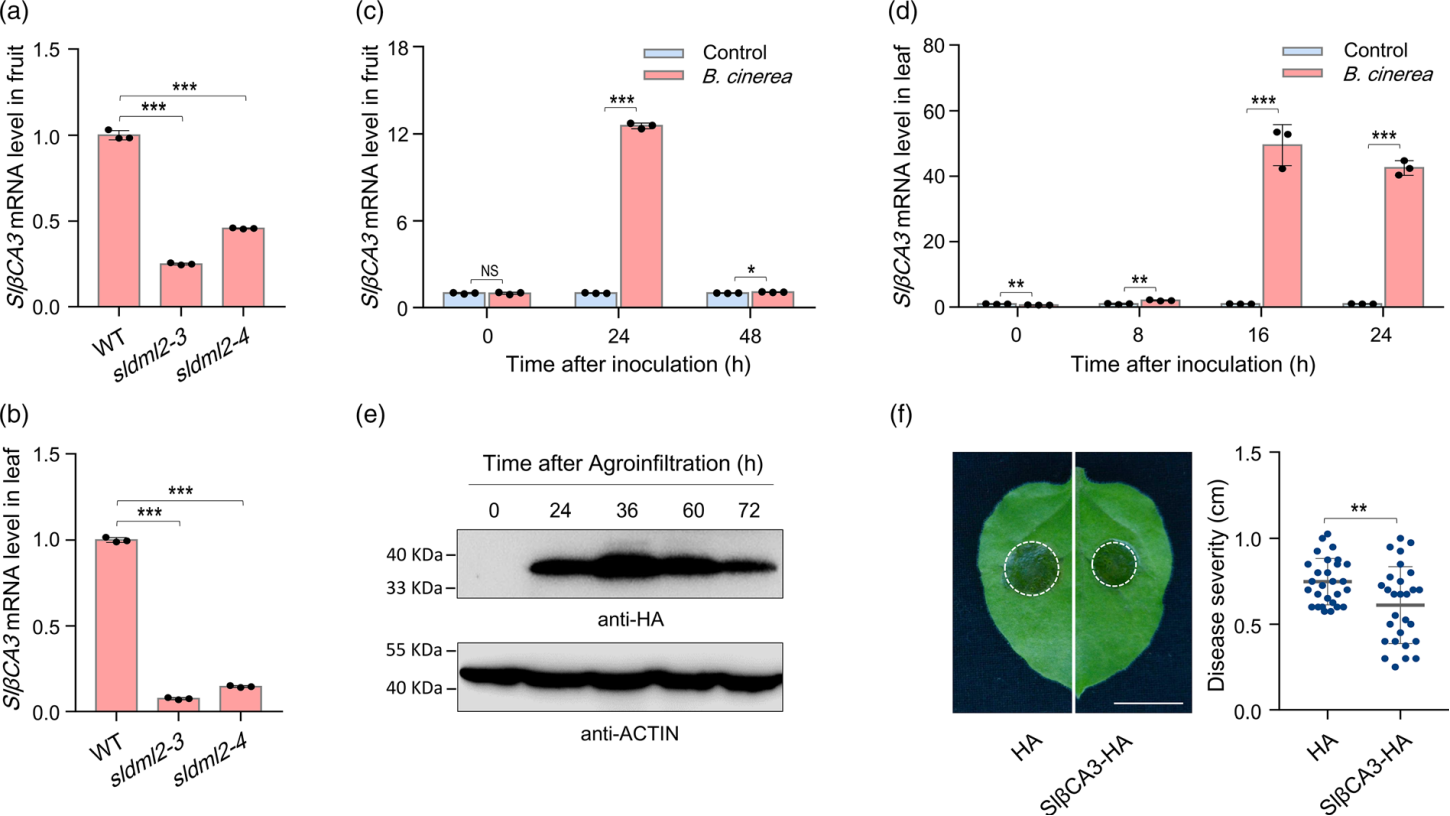
*SlβCA3* is involved in the defence response to *B. cinerea*. (a) Transcription levels of the tomato β‐type carbonic anhydrase gene *SlβCA3* in fruits of the wild‐type (WT) and *sldml2* mutants after *B. cinerea* inoculation for 48 h. (b) Transcription levels of the *SlβCA3* gene in leaves of the WT and *sldml2* mutants after *B. cinerea* inoculation for 48 h. (c) Transcription levels of the *SlβCA3* gene in WT fruits with or without *B. cinerea* inoculation at the indicated time. (d) Transcription levels of the *SlβCA3* gene in WT leaves with or without *B. cinerea* inoculation at the indicated time. In (a–d), the *SlβCA3* transcription levels were determined by quantitative RT‐PCR analysis, and the tomato *SlUBI3* gene was used as an internal control. Asterisks indicate significant differences (*P < 0.05, **P < 0.01, ***P < 0.001; Student's *t* test). NS, no significance. (e) Transient expression of SlβCA3‐HA protein in *N. benthamiana* leaves. Total protein was extracted at indicated time after agroinfiltration and then submitted to immunoblot with anti‐HA antibody. Equal loading was confirmed by using the tomato Actin as an internal control. (f) *B. cinerea* disease symptoms and lesion diameters on detached *N. benthamiana* leaves with or without the co‐expression of SlβCA3‐HA. Asterisks indicate significant differences (**P < 0.01; Student's *t* test). Scale bar = 1 cm.

We next investigated whether SlβCA3 functions in modulating *B. cinerea* disease resistance*. SlβCA3* expression was strongly induced in fruits and leaves of the wild‐type tomato following inoculation with *B. cinerea* (Figure 4c,d), suggesting it is a *B. cinerea*‐responsive gene. We then transiently expressed SlβCA3 protein in *Nicotiana benthamiana* leaves and inoculated *B. cinerea* at the 36 h post‐agroinfiltration when the protein was substantially expressed (Figure 4e). Analysis of the disease symptoms at the second day post‐inoculation showed that the lesion diameters were significantly decreased upon the expression of SlβCA3 protein (Figure 4f), indicating that SlβCA3 has the ability to restrict *B. cinerea* invasion. We also evaluated the function of SlβCA3 in modulating resistance to *V. dahliae* and *Pst* DC3000 and found that SlβCA3 showed no effect on *V. dahliae* (Figure S8), but conferred resistance to *Pst* DC3000 (Figure S9a) as previously reported (Hu *et al*., 2021).

According to the published DNA methylomes in *sldml2* mutants (Lang *et al*., 2017), no DMR exists in the *SlβCA3* promoter region (~2000 bp upstream of the start codon) when *SlDML2* was disrupted (Figure S10a). By contrast, an obvious DMR was identified in the first intron of *SlβCA3*, in which the 5mC levels of 16 representative cytosines were obviously increased in the *sldml2* mutant (Figure 5a). Bisulphite sequencing revealed that 11 of the 16 representative cytosines displayed higher 5mC levels in fruits of the *sldml2* mutants (*sldml2‐3* and *sldml2‐4*) than the wild‐type (Figure 5b), confirming the existence of DMR in the intronic region. The increase in 5mC levels of the intronic DMR was also observed in the *sldml2* mutants (*sldml2‐3* and *sldml2‐4*) after *B. cinerea* infection as revealed by McrBC‐PCR assay (Figure 5c). ChIP‐qPCR assay using the anti‐SlDML2 polyclonal antibody showed that SlDML2 protein can bind to the intronic DMR of *SlβCA3* gene (Figure 5d), indicating that *SlβCA3* is the direct target of SlDML2, which mediates 5mC level of *SlβCA3* in this region.

**Figure 5:**
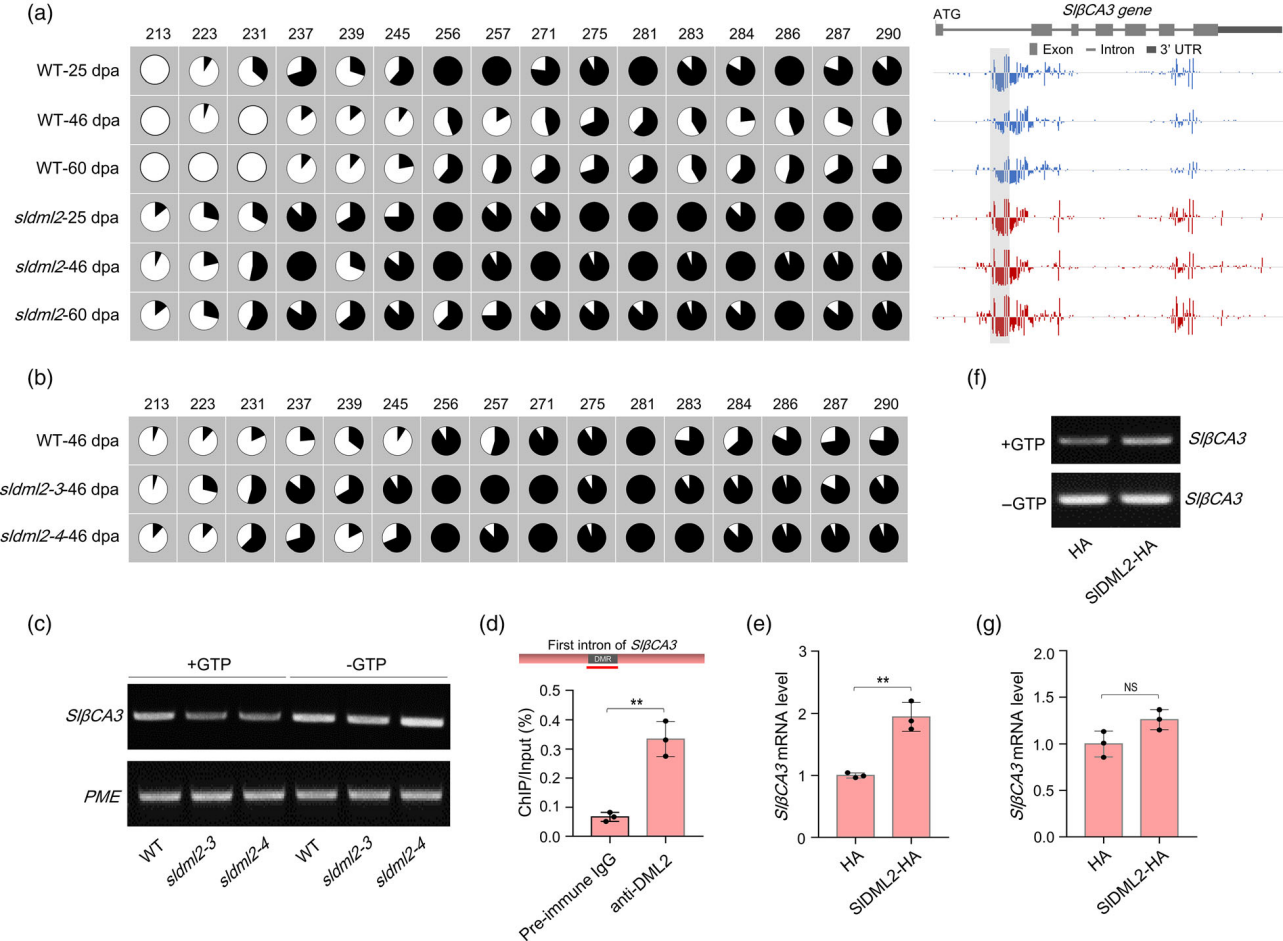
*SlβCA3* is transcriptionally regulated by SlDML2‐mediated DNA demethylation. (a) DNA methylation (5mC) level of the *SlβCA3* gene body in fruits of the wild‐type (WT) and *sldml2* mutant at indicated developmental stages. The 5mC level was analysed by using the published DNA methylome database (Lang *et al*., 2017). Each vertical bar represents an 5mC and the bar height indicates 5mC level. The differentially methylated region (DMR) in the first intron of *SlβCA3* gene was indicated by a shadow box. 5mC levels of representative cytosines in the DMR were shown with pie charts, and the numbers indicate the positions relative to the start codon. dpa, days post‐anthesis. (b) Bisulphite sequencing showing 5mC levels of the representative cytosines shown in (a) in fruits of the wild‐type and *sldml2* mutants (*sldml2‐3* and *sldml2‐4*) at 46 dpa. (c) 5mC level of the DMR of *SlβCA3* gene in fruits of the WT and *sldml2* mutants after *B. cinerea* inoculation for 48 h. (d) ChIP‐qPCR assay showing that SlDML2 binds to the DMR in the first intron of *SlBCA3* gene. The wild‐type fruits at 42 dpa were subjected to the immunoprecipitation with the anti‐SlDML2 polyclonal antibody, and the pre‐immune IgG was used as a control. The first intron structure of *SlβCA3* is shown, and the red line indicates the region for PCR. (e) Transcription levels of the *SlβCA3* gene in *N. benthamiana* leaves with or without the co‐expression of SlDML2‐HA. The sequence of *SlβCA3* gene body containing all exons and introns was cloned into the dual‐luciferase reporter vector for transcription activity assay under the driving of its native promoter. The renilla luciferase gene *RLUC* was used as an internal control. (f) 5mC level of the DMR of *SlβCA3* gene in *N. benthamiana* leaves with or without the co‐expression of SlDML2‐HA. (g) Transcription levels of the mutated *SlβCA3* gene under the drive of its native promoter in *N. benthamiana* leaves with or without the co‐expression of SlDML2‐HA. The representative cytosines shown in (a) were mutated to adenine or thymine. NS, no significance. In (c) and (f), 5mC level was revealed by McrBC‐PCR assay. A total of 0.4 μg genomic DNA was digested by McrBC enzyme with GTP (+GTP), or without GTP (−GTP) as a negative control. An unmethylated region in the promoter of tomato *PME* gene was used as an internal control. In (d and e), asterisks indicate significant differences (**P < 0.01; Student's *t* test).

We then adopted a dual‐luciferase reporter system to determine whether *SlβCA3* is transcriptionally regulated by SlDML2‐mediated DNA demethylation (Han *et al*., 2016). The sequence fragment of *SlβCA3* promoter was cloned into the dual‐luciferase reporter vector pGreen II‐0800‐LUC to drive the expression of promoterless firefly luciferase (FLUC) reporter gene (Figure S10b). The transcription level of *FLUC* gene was relatively calculated by normalizing against the renilla luciferase (RLUC) reference gene driven by the CaMV 35S promoter. Quantitative RT‐PCR analysis showed that the *FLUC* transcription level was not increased under the expression of SlDML2‐HA fusion protein (Figure S10c,d), which is consistent with the observation that no DMR occurred in the *SlβCA3* promoter region under *SlDML2* disruption, suggesting that the *SlβCA3* promoter is indeed free from SlDML2‐mediated DNA demethylation.

We then asked whether SlDML2 regulates *SlβCA3* transcription through modulating 5mC level in the intronic DMR. The sequence of *SlβCA3* gene body containing all exons and introns was cloned into the dual‐luciferase reporter vector to replace the *FLUC* gene sequence for transcription activity assay under the driving of its native promoter. The *SlβCA3* transcription level increased significantly when SlDML2 was co‐expressed (Figure 5e), concomitant with a decline in 5mC level of the intronic DMR (Figure 5f). By contrast, SlDML2 co‐expression did not induce a significant increase in *SlβCA3* transcription when those representative cytosines in the intronic DMR were mutated to adenine or thymine (Figure 5g), indicating that *SlβCA3* could be transcriptionally regulated by SlDML2‐mediated DNA demethylation.

Taken together, these data suggest that *SlβCA3*, which could be transcriptionally activated by SlDML2 through active DNA demethylation, functions as a defence gene towards *B. cinerea* invasion, thus plays an important role in SlDML2‐mediated tomato resistance to *B. cinerea*.

### SlDML2‐mediated DNA demethylation regulates the expression of JA biosynthetic genes

Previous studies have shown that the phytohormone jasmonic acid (JA) plays an essential role in activating plant defence responses against fungal pathogens (Du *et al*., 2017). During *B. cinerea* infection, enhanced JA biosynthesis and signalling transduction induce a series of defence responses, which finally confers increased resistance of tomato fruits to *B. cinerea* (Huang *et al*., 2022; Martel *et al*., 2015; Reyes‐Diaz *et al*., 2016; Shu *et al*., 2021). To investigate whether JA pathway is involved in the elevated susceptibility of *sldml2* mutants to *B. cinerea* infection, the changes in transcription levels of JA biosynthetic genes were analysed based on our RNA‐seq data. 

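Genes of lipid and jasmonate pathways moved both ways in the infected *sldml2-3* fruits, with an excess of lower genes in ‘alpha-Linolenic acid metabolism’, the pathway that leads from linolenic acid to JA. Of its 62 tested genes 8 were lower and 4 higher. A (Z)-3-hexen-1-ol acetyltransferase-like gene (Solyc07g049660.3), of leaf volatile synthesis, fell from 13.8 ± 1.41 to 1.23 ± 0.73 CPM. A phospholipase A(1) DAD1 gene (Solyc09g065890.3), an enzyme that releases fatty acids from lipids, fell from 46 ± 4.98 to 12 ± 1.81 CPM. Its most abundant gene, an alcohol dehydrogenase (Solyc06g059740.3), fell from 4271 ± 61.9 to 2111 ± 11.5 CPM, a log2 fold change of -1.02 that was -0.88 and not called after quantile normalization. An acyl-coenzyme A oxidase 4 gene (Solyc10g085200.2) rose from 16.4 ± 2.65 to 42.4 ± 1.81 CPM. Of 18 genes annotated to ‘jasmonic acid biosynthetic process’ 1 was lower and none was higher by edgeR or DESeq2. At an unadjusted p under 0.05 and any fold change 8 were lower and 5 higher. ‘Response to jasmonic acid’ had 6 of 58 genes higher and 6 lower, and its most abundant gene, gamma-glutamylcysteine synthetase (Solyc08g081010.3), went from 1292 ± 10.6 to 693 ± 6.76 CPM, a change under the fold threshold. The lower genes exceeded the other annotated genes in the linolenic acid pathway (adjusted p = 0.0131) and in the response to JA (0.0442) by Fisher's exact test with Benjamini-Hochberg adjustment. JA synthesis did not pass (0.707). The counts were the same adjusted over the list alone, and camera gave adjusted p of 0.254 for the pathway, 0.82 for the response to JA and 0.339 for JA synthesis. The excess in the linolenic acid pathway missed 0.05 under 9 of 22 alternatives, with 6 genes without WT replicate 2 or *sldml2-3* replicate 2. That in the response to JA missed it under 8, with 5 to 6 genes without WT replicate 3 or any 1 *sldml2-3* replicate.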

JA biosynthesis is synergistically controlled by multiple gene families that encode distinct biosynthetic enzymes (Figure S11a). 

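Of the JA biosynthetic genes in Figure S11a, *SlFAD3* was nearly without counts in the *sldml2-3* mutant, and 6 others that the paper names had about 52% to 70% of their WT level. *SlFAD3* (Solyc06g007130.4, chromosome 6), an ω-3 desaturase, had 610, 677 and 637 counts in the WT libraries and 0, 0 and 12 in the mutant libraries. This is 9.8 ± 0.652 CPM and 0.0586 ± 0.101 CPM, a log2 fold change of -7.30 (SE 0.52, adjusted p = 3.3e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lipoxygenases *SlLOXB* (Solyc01g099190.3), *SlLOXC* (Solyc01g006540.3) and *SlLOXD* (Solyc03g122340.3), which oxidize linolenic acid, had log2 fold changes of -0.51, -0.88 and -0.93. For the enzymes of the steps after them, the log2 fold change was -0.57 for *SlAOS1* (Solyc04g079730.1), -0.94 for *SlAOC* (Solyc02g085730.3) and -0.63 for *SlOPR3* (Solyc07g007870.3). All 6 were lower at an adjusted p of 9.8e-06 or less by the same test, with standard errors of 0.01 to 0.08, and none passed the fold threshold of 2. Of the other 8 tested genes of the figure, 2 were lower at an adjusted p under 0.05 by the same test: *LOXA* (Solyc08g014000.3) and *FAD7* (Solyc06g051400.3), with log2 fold changes of -0.63 and -0.34. The others were higher or not past it. *AOS2* (Solyc11g069800.1), the most abundant gene annotated to JA synthesis, had 475 ± 14.5 CPM in the WT and 491 ± 10.5 CPM in the mutant, and *ACX1a* (Solyc08g078390.3) was higher by 0.27 on the log2 scale. *OPR1* (Solyc10g086220.2) had few counts and rose from 0.151 ± 0.262 to 2.33 ± 0.366 CPM. DESeq2 did not call this gene, and its log2 fold change of 3.92 was 1.23 with a pseudocount of 1 and 10.26 without WT replicate 1. Of the 20 genes in the figure 17 are listed and 15 were tested. Of these, 9 were lower and 4 higher at an adjusted p under 0.05 by edgeR, and 2 were neither. The deposited description of *SlFAD3* is delta(12) oleic acid desaturase FAD2-like, and its ω-3 name is the paper's. The gene next to *SlFAD3*, Solyc06g007140.3, has the same deposited description and is named here after its values were seen. It had 8.32 ± 0.82 CPM in the WT and 0.597 ± 0.33 CPM in the mutant. The log2 fold change of *SlFAD3* (Solyc06g007130.4) rests on the 12 counts of *sldml2-3* replicate 3, without which it was -12.32, and it was -2.61 with a pseudocount of 1. *SlAOC* (Solyc02g085730.3) passed the fold threshold without *sldml2-3* replicate 1 (log2 fold change -1.02) and on TPM (-1.06), as did *SlLOXD* (Solyc03g122340.3) on TPM (-1.04).

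**Figure D2:**
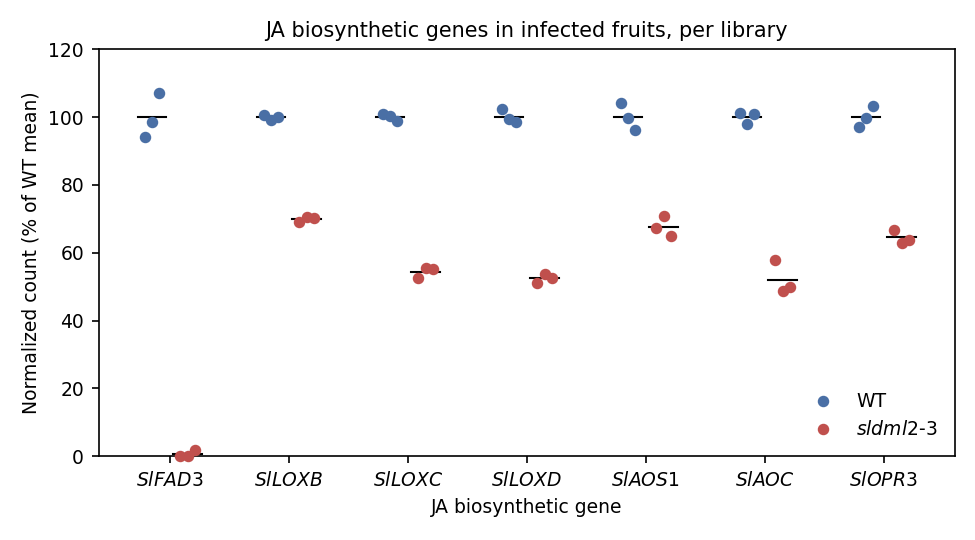
Normalized counts of *SlFAD3*, *SlLOXB*, *SlLOXC*, *SlLOXD*, *SlAOS1*, *SlAOC* and *SlOPR3* in each library of infected fruits, as a percentage of the WT mean of the gene, with lines at the mean of 3 replicates. The mutant mean of *SlFAD3* is at 0.6% of the WT mean and those of the other genes lie between 52.1% and 70%.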

Heat map showed that some genes within those families exhibited lower transcription level in the *sldml2‐3* mutant than the wild‐type during *B. cinerea* invasion, including the *ω‐3 desaturase* 3 (*SlFAD3*) (Domínguez *et al*., 2010; Yu *et al*., 2009), the *lipoxygenase B/C/D* (*SlLOXB/C/D*) (Zhu‐Salzman *et al*., 2008), the *allene oxide synthase 1* (*SlAOS1*) (Sivasankar *et al*., 2000), the *allene oxide cyclase* (*SlAOC*) (Ziegler *et al*., 2000) and the *12‐oxophytodienoate reductase 3* (*SlOPR3*) (Strassner *et al*., 2002) (Figure S11a). The differential gene expression was further confirmed by quantitative RT‐PCR analysis (Figure S11b), indicating the involvement of SlDML2 in regulating the expression of JA biosynthetic genes.

Since the JA biosynthetic gene *SlFAD3*, which encodes one of the *ω‐*3 fatty acid desaturases that catalyse the conversion of linoleic acid (18:2) to linolenic acid (18:3) (Domínguez *et al*., 2010; Yu *et al*., 2009), exhibited a dramatically decreased expression when *SlDML2* was mutated (Figure S11b), we speculate that *SlFAD3* may be directly regulated by SlDML2‐mediated DNA demethylation and involved in the elevated susceptibility of *sldml2* mutants to *B. cinerea* infection. Compared to the wild‐type, the *SlFAD3* transcription level was obviously lower in fruits and leaves of the *sldml2‐3* and *sldml2‐4* mutants after *B. cinerea* infection (Figure 6a,b). Moreover, the expression of *SlFAD3* decreased obviously in fruits of the *sldml2* mutants under normal developmental process (Figure S7b), indicating that SlDML2 positively regulates *SlFAD3* expression.

**Figure 6:**
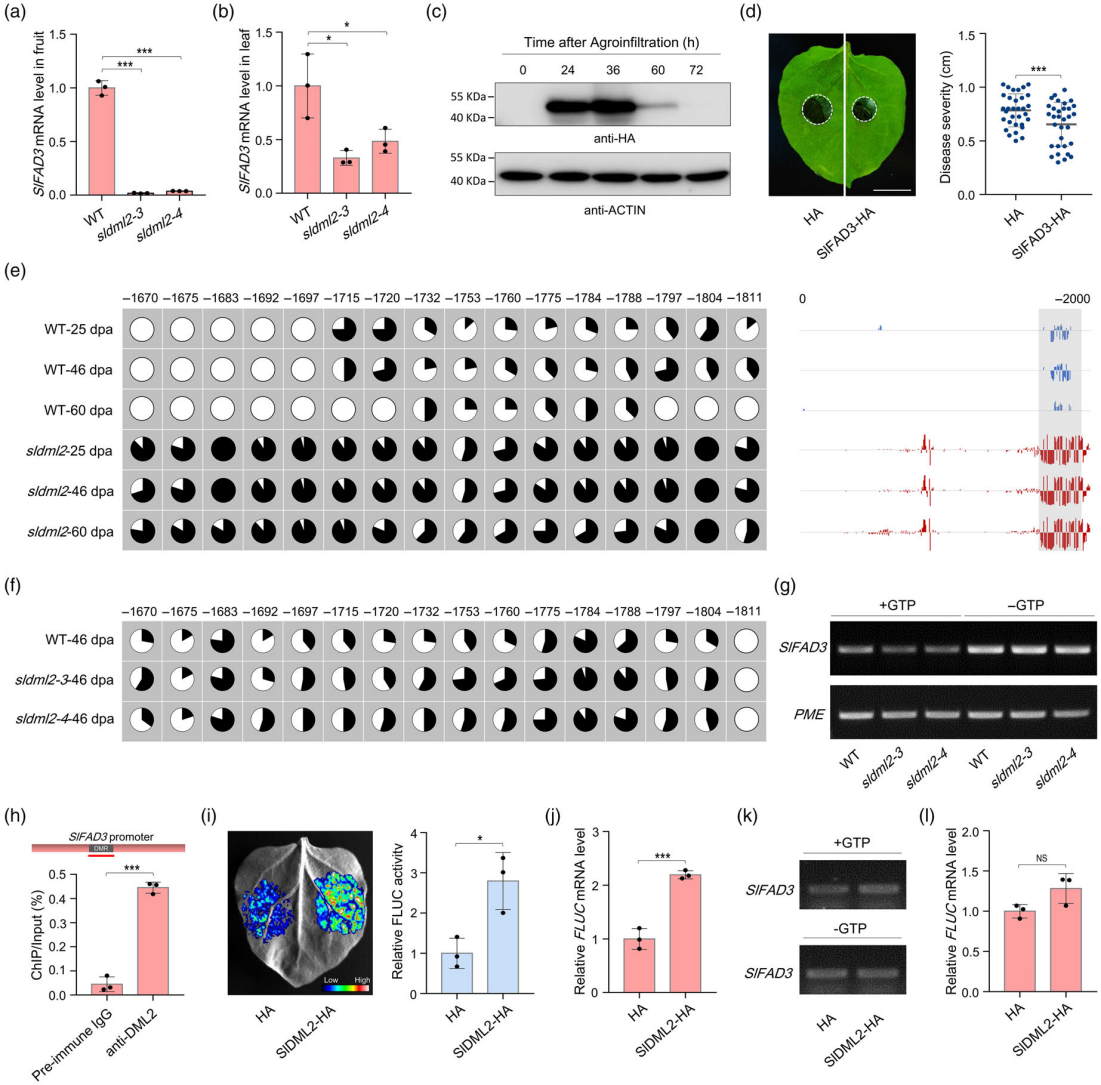
*SlFAD3* is transcriptionally regulated by SlDML2‐mediated DNA demethylation. (a) Transcription levels of the tomato ω‐3 fatty acid desaturase gene *SlFAD3* in fruits of the wild‐type (WT) and *sldml2* mutants after *B. cinerea* inoculation for 48 h. (b) Transcription levels of the *SlFAD3* gene in leaves of the WT and *sldml2* mutants after *B. cinerea* inoculation for 48 h. (c) Transient expression of SlFAD3‐HA protein in *N. benthamiana* leaves. Total protein was extracted at indicated time after agroinfiltration and then submitted to immunoblot with anti‐HA antibody. Equal loading was confirmed by using the tomato Actin as an internal control. (d) *B. cinerea* disease symptoms and lesion diameters on detached *N. benthamiana* leaves with or without the co‐expression of SlFAD3‐HA. Scale bar = 1 cm. (e) DNA methylation (5mC) levels of the *SlFAD3* promoter in fruits of the WT and *sldml2* mutant at indicated developmental stages. The 5mC level was analysed by using the published DNA methylome database (Lang *et al*., 2017). Each vertical bar represents a 5mC and the bar height indicates 5mC level. The differentially methylated region (DMR) in the *SlFAD3* promoter was indicated by a shadow box. 5mC levels of the representative cytosines in the DMR were shown with pie charts, and the numbers indicate the positions relative to the start codon. dpa, days post‐anthesis. (f) Bisulphite sequencing showing 5mC levels of the representative cytosines shown in (e) in fruits of the wild‐type and *sldml2* mutants (*sldml2‐3* and *sldml2‐4*) at 46 dpa. (g) 5mC level of the DMR of *SlFAD3* promoter in fruits of the WT and *sldml2* mutants after *B. cinerea* inoculation for 48 h. (h) ChIP‐qPCR assay showing that SlDML2 binds to the DMR in the promoter of *SlFAD3*. The wild‐type fruits at 42 dpa were subjected to the immunoprecipitation with the anti‐SlDML2 polyclonal antibody, and the pre‐immune IgG was used as a control. The promoter structure of *SlFAD3* is shown, and the red line indicates the region for PCR. (i) Relative firefly luciferase (FLUC) activity derived by the *SlFAD3* promoter in *N. benthamiana* leaves with or without the co‐expression of SlDML2‐HA. The representative image was shown. The FLUC activity was normalized against the renilla luciferase (RLUC) activity, followed by normalization against the control. (j) Transcription levels of the *FLUC* gene under the drive of *SlFAD3* promoter in *N. benthamiana* leaves with or without the co‐expression of SlDML2‐HA. The *RLUC* gene was used as an internal control. (k) 5mC level of the DMR of *SlFAD3* promoter in *N. benthamiana* leaves with or without the co‐expression of SlDML2‐HA. (l) Transcription levels of the *FLUC* gene under the drive of mutated *SlFAD3* promoter in *N. benthamiana* leaves with or without the co‐expression of SlDML2‐HA. The representative cytosines shown in (e) were mutated to adenine or thymine. Ns, no significance. In (g) and (k), total 5mC level was revealed by McrBC‐PCR assay. A total of 0.4 μg genomic DNA was digested by McrBC enzyme with GTP (+GTP), or without GTP (−GTP) as a negative control. An unmethylated region in the promoter of tomato *PME* gene was used as an internal control. In (a, b, d, h–j), asterisks indicate significant differences (*P < 0.05, ***P < 0.001; Student's *t* test).

We next investigated whether SlFAD3 functions in modulating *B. cinerea* disease resistance using the *N. benthamiana* expression system. SlFAD3 protein was transiently expressed in *N. benthamiana* leaves, and the *B. cinerea* was inoculated at the 36 h post‐agroinfiltration when the protein was obviously expressed (Figure 6c). Observation of the disease symptoms at the second day post‐inoculation revealed that the expression of SlFAD3 protein conferred the *N. benthamiana* leaves a significantly increased resistance to *B. cinerea* (Figure 6d), indicating that SlFAD3 harbours the capability of defensing *B. cinerea* invasion. We also analyzed the function of SlFAD3 in regulating resistance to *V. dahliae* (Figure S8) and *Pst* DC3000 (Figure S9b) but found that SlFAD3 was dispensable for resistance to both pathogens.

An obvious DMR was identified in the promoter region, rather than the gene body, of *SlFAD3* in the *sldml2* mutants, according to the published methylomes (Lang *et al*., 2017), in which the 5mC levels of 16 representative cytosines are obviously increased in the *sldml2* mutant compared to the wild‐type (Figure 6e). Bisulphite sequencing showed that 13 of the 16 representative cytosines exhibited higher 5mC levels in fruits of the *sldml2* mutants (*sldml2‐3* and *sldml2‐4*) than the wild‐type, confirming that DMR exists in the promoter region of *SlFAD3* (Figure 6f). The DMR also displayed higher 5mC level in fruits of the *sldml2‐3* and *sldml2‐4* mutants than those of the wild‐type during *B. cinerea* invasion (Figure 6g). ChIP‐qPCR assay revealed that SlDML2 protein can bind to the DMR in the promoter region of *SlFAD3* gene (Figure 6h), indicating that *SlFAD3* is the direct target of SlDML2, which mediates 5mC level of *SlFAD3* in the promoter.

To determine whether *SlFAD3* is transcriptionally regulated by SlDML2‐mediated DNA demethylation, the sequence fragment of *SlFAD3* promoter (~2000 bp upstream of the start codon) was cloned into the dual‐luciferase reporter vector to drive the expression of *FLUC* reporter gene. The relative FLUC activity and *FLUC* transcription level were significantly increased when SlDML2 was co‐expressed with the reporter vector (Figure 6i,j), concomitant with a decline in 5mC level in the DMR of *SlFAD3* promoter as determined by McrBC‐PCR assay (Figure 6k). Importantly, SlDML2 co‐expression only induced a slight increase in *FLUC* transcription (~1.3‐fold) when those representative cytosines in the DMR were mutated to adenine or thymine (Figure 6l). These results indicate that *SlFAD3* could be transcriptionally regulated by SlDML2‐mediated DNA demethylation.

Collectively, these data suggest that *SlFAD3*, which could be transcriptionally activated by SlDML2 through active DNA demethylation, functions as a defence gene towards *B. cinerea* invasion and, thus plays a critical role in SlDML2‐mediated tomato resistance to *B. cinerea*.

### *SlβCA3* and *SlFAD3* functions probably in the same genetic pathway with *SlDML2* to regulate tomato resistance to *B. cinerea*

To further verify the roles of *SlβCA3* and *SlFAD3* in SlDML2*‐*mediated tomato resistance to *B. cinerea*, we silenced *SlβCA3* or *SlFAD3* gene in the *sldml2* mutant (*sldml2‐3*) background by using virus‐induced gene silencing (VIGS), and then investigated whether this led to a decrease in resistance of the *sldml2* mutant to *B. cinerea*. Quantitative RT‐PCR analysis showed that the transcription levels of *SlβCA3* and *SlFAD3* in the VIGS materials (*sldml2/TRV2‐SlβCA3* and *sldml2/TRV2‐SlFAD3*) were decreased to almost 10% and 25% of the control group (*sldml2/TRV2*), respectively (Figure 7a). Meanwhile, RNA fragments transcribed from the virus vectors pTRV1, pTRV2, pTRV2‐*SlβCA3* and pTRV2‐*SlFAD3* were obviously detected in corresponding samples (Figure 7b). These results indicate that *SlβCA3* and *SlFAD3* gene were successfully silenced in the *sldml2* mutant. The leaves of the *sldml2* mutant displayed larger lesion diameters compared to the wild‐type, and the symptom severity was further increased in leaves of the *sldml2/TRV2‐SlβCA3* or *sldml2/TRV2‐SlFAD3* plants (Figure 7c,d), indicating an obviously additive effect on *B. cinerea* susceptibility induced by gene silencing of *SlβCA3* or *SlFAD3*. Furthermore, we also overexpressed *SlβCA3* or *SlFAD3 gene* in the *sldml2* mutant and analysed its resistance to *B. cinerea*. Quantitative RT‐PCR and immunoblot assays showed that the two genes were successfully overexpressed in leaves of the *sldml2* mutant (Figure 7e,f). Compared to the *sldml2* mutant, the two overexpression materials (*sldml2/35S*_*pro*_ *:SlβCA3* and *sldml2/35S*_*pro*_ *:SlFAD3*) exhibited significantly smaller lesion diameters, which were equally to those of the wild‐type, indicating that overexpression of *SlβCA3* or *SlFAD3* in the *sldml2* mutant can recover the resistance to *B. cinerea* (Figure 7g,h). Taken together, these data suggest that *SlβCA3* and *SlFAD3* may regulate tomato resistance to *B. cinerea* in the same genetic pathway with *SlDML2*.

**Figure 7:**
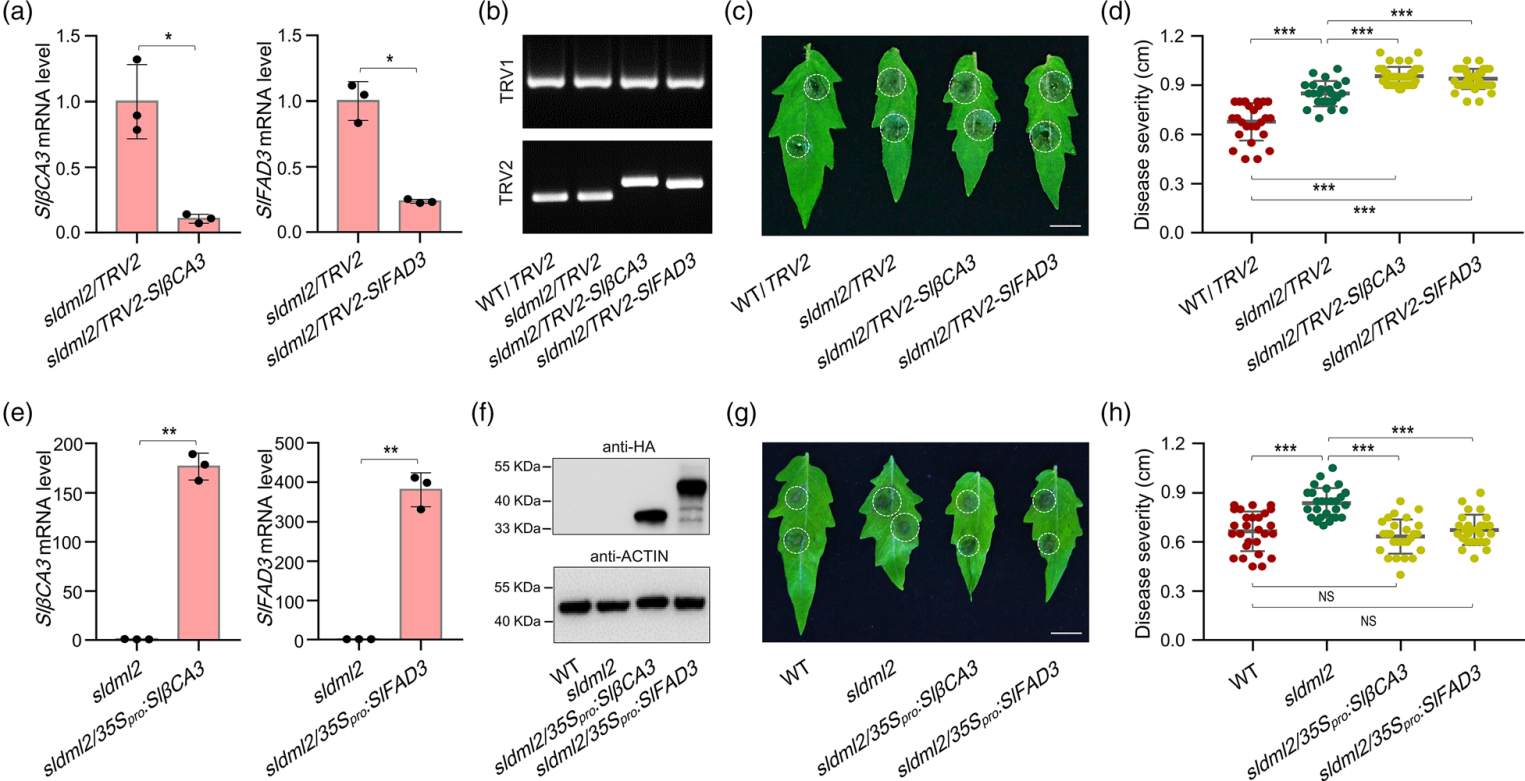
*SlDML2* functions in the same genetic pathway with *SlβCA3* and *SlFAD3* to regulate tomato resistance to *B. cinerea*. (a) Transcription levels of *SlβCA3* and *SlFAD3* in leaves of the *sldml2* mutant after virus‐induced gene silencing (VIGS), as determined by quantitative RT‐PCR. The *sldml2* mutant infiltrated with the empty vector pTRV2 was used as the control group. The tomato *Actin* gene was used as an internal control. (b) PCR amplification showing that the virus vectors pTRV1, pTRV2, pTRV2‐*SlβCA3*, and pTRV2‐*SlFAD3* were successfully expressed in leaves of the wild‐type (WT) or *sldml2* mutant. (c) Disease symptoms and (d) lesion diameters on leaves of the WT/*TRV2*, *sldml2/TRV2*, *sldml2/TRV2‐SlβCA3*, and *sldml2/TRV2‐SlFAD3* inoculated with *B. cinerea* for 40 h. (e) Transcription levels of *SlβCA3* and *SlFAD3* in leaves of the *sldml2* mutant after overexpression, as determined by quantitative RT‐PCR. The *sldml2* mutant infiltrated with the empty vector pCambia1302‐HA was used as the control groups. The tomato *Actin* gene was used as an internal control. (f) Western blot showing that SlβCA3‐HA and SlFAD3‐HA fusion proteins were successfully expressed in leaves of *sldml2/35S*_*pro*_ *:SlβCA3* And *sldml2/35S*_*pro*_ *:SlFAD3*. Total protein was extracted and submitted to immunoblot with anti‐HA antibody. Equal loading was confirmed by using the tomato Actin as an internal control. (g) Disease symptoms and (h) lesion diameters on leaves of the WT, *sldml2*, *sldml2/35S*_*pro*_ *:SlβCA3*, And *sldml2/35S*_*pro*_ *:SlFAD3* Inoculated with *B. cinerea* for 40 h. In (a, d, e, and h), asterisks indicate significant differences (*P < 0.05, **P < 0.01, ***P < 0.001; Student's *t* test). NS, no significance. In (c and g), scale bar = 1 cm.

### *B. cinerea* invasion causes a ripening delay in the pericarp tissues surrounding the infection region

At the fourth day after *B. cinerea* infection, we observed that the pericarp of wild‐type tomato fruits primarily exhibited a homogeneous orange colour, likely due to continual postharvest ripening. However, the pericarp tissue around *B. cinerea* disease region displayed green colour of different degree (Figure S12a), indicating a regional ripening delay caused by *B. cinerea* infection. We defined the pericarp tissue with a 5‐mm thickness surrounding disease regions as the response region of *B. cinerea* infection, and the pericarp tissue with a 5‐mm thickness around the response region as the control region (Figure 8a). Compared to the control region, the response region contained significantly decreased lycopene content (Figure 8b). Furthermore, transcription levels of several known ripening genes were obviously lower in the response region than in the control region (Figure 8c), and this decrease in gene expression was observed even in fruits that did not exhibit a macroscopic ripening delay in the response region (Figure S12b). These results suggest that *B. cinerea* invasion causes a ripening delay in the pericarp tissues surrounding the infection region.

**Figure 8:**
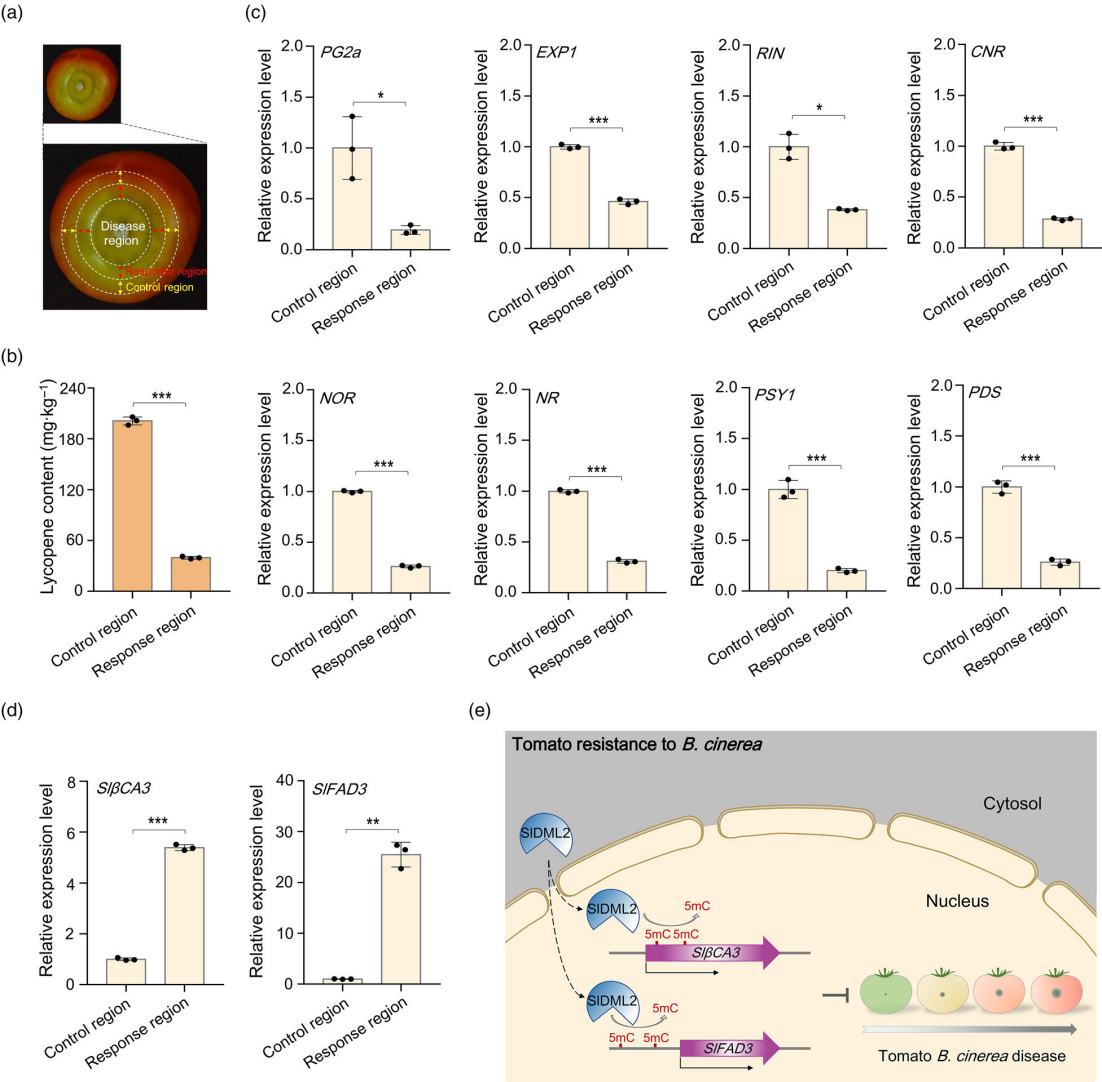
*B. cinerea* invasion causes a delay in ripening of pericarp tissues around the disease region. (a) Representative photograph of wild‐type tomato fruits after *B. cinerea* inoculation for 4 days. The pericarp tissue with a 5‐mm thickness surrounding disease regions was collected as “response region”, and the pericarp tissue with a 5‐mm thickness around the response region was collected as “control region”. (b) Lycopene content of the response region and control region. (c) Transcription levels of ripening‐related genes in the response region and control region as determined by quantitative RT‐PCR analysis. The tomato *SlUBI3* gene was used as an internal control. *PG2a*, *polygalacturonase 2a*; *EXP1*, *expansion 1*; *RIN*, *ripening inhibitor*; *CNR*, *colourless nonripening*; *NOR*, *nonripening*; *NR*, *never ripe*; *PSY1*, *phytoene synthase 1*; *PDS*, *phytoene desaturase*. (d) Transcription levels of *SlβCA3* and *SlFAD3* in the response region and control region as determined by quantitative RT‐PCR analysis. The tomato *SlUBI3* gene was used as an internal control. In (b–d), asterisks indicate significant differences (*P < 0.05, **P < 0.01, ***P < 0.001; Student's *t* test). (e) Model for SlDML2‐mediated regulation of tomato resistance to *B. cinerea*. SlDML2 transcriptionally activates the expression of defence‐related genes *SlβCA3* and *SlFAD3* through active DNA demethylation in the gene body and promoter region, respectively, thus positively regulating tomato fruit resistance to *B. cinerea*.

Considering that ripe tomato fruits are more susceptible to *B. cinerea* than unripe green fruits (Cantu *et al*., 2009; Prusky *et al*., 2013; Silva *et al*., 2023), we referred to the delayed ripening under *B. cinerea* invasion as a self‐protection mechanism of tomato fruits. It is possible that tomato fruit pericarp around disease region tend to abandon normal ripening process for obtaining increased defence capability in face with *B. cinerea* infection, thus achieving the balance between ripening and disease resistance. The ripening genes exhibiting decreased transcription level in the response region appeared to be the targets of SlDML2 (Figure 8c) (Lang *et al*., 2017). By contrast, the defence genes *SlβCA3* and *SlFAD3* exhibited significantly increased expression in the response region compared with the control region (Figure 8d). Accordingly, it is possible that SlDML2 preferentially activates the expression of defence genes, rather than those ripening genes, to confer tomato fruits increased resistance as far as possible and plays an essential role in mediating the trade‐off between fruit ripening and disease resistance during the pathogenic process of *B. cinerea*. Notably, *B. cinerea* invasion induced a decrease in *SlDML2* mRNA level in the response region compared with the control region (Figure S13), suggesting that the delay in ripening of the pericarp tissue surrounding *B. cinerea* infection and the decrease in expression of ripening genes targeted by SlDML2 might be caused by the decreased expression of *SlDML2* in this region.

## Discussion

### The DNA demethylase gene *SlDML2* functions as a multifunctional gene

DEMETER/DEMETER‐like DNA demethylases contain the conserved domain that non‐specifically recognizes DNA sequence, which is generally thought to confer the DNA demethylases broad targets and diversified functions (Mok *et al*., 2010). Indeed, Arabidopsis DEMETER DNA demethylase gene *AtDME* has been demonstrated to modulate many aspects of sporophytic growth and development, including seed germination, root hair growth and de novo shoot formation (Kim *et al*., 2021). Moreover, the Arabidopsis DNA demethylase gene *AtROS1*, the ortholog of *AtDME*, participates in regulating the development of stomatal lineage cells, seed dormancy and the resistance responses to *Hyaloperonospora arabidopsidis* through active DNA demethylation (Yamamuro *et al*., 2014). However, *SlDML2*, the tomato homologue of *AtROS1*, has only been characterized as a pivotal ripening gene so far (Gao *et al*., 2022; Lang *et al*., 2017; Liu *et al*., 2015; Zhou *et al*., 2019). In this study, we generated the *sldml2* homozygous mutants using CRIPSR/Cas9 gene‐editing system and found that *sldml2* mutants exhibited obvious development defects in seeds, leaves and flowers, in addition to the delay in fruit ripening (Figure 1). We also reported here that SlDML2 positively regulates tomato resistance to the fungal pathogens *B. cinerea* and *V. dahliae* (Figure 2). Thus, our study extends the molecular function of *SlDML2* to plant organ development and disease resistance and uncovers the *SlDML2* as a multifunctional gene.

### SlDML2‐mediated DNA demethylation facilitates the expression of defence‐related genes

Previous studies have suggested that SlDML2‐mediated DNA demethylation promotes the expression of hundreds of ripening genes, and thus facilitates tomato fruit ripening (Gao *et al*., 2022; Lang *et al*., 2017; Li *et al*., 2020; Zhou *et al*., 2019). In this study, we found that *SlDML2* mutation weakened tomato resistance to *B. cinerea* and decreased the expression of plenty of defence‐related genes during *B. cinerea* invasion (Figure 2; Table S3). Accordingly, it is possible that SlDML2‐mediated DNA demethylation facilitates tomato resistance to *B. cinerea* by activating the transcription of plenty of defence‐related genes, similar to the ripening regulation that involves numerous ripening genes. To decipher the molecular basis underlying SlDML2‐mediated disease resistance, we focused on the β‐type carbonic anhydrase gene *SlβCA3* for the reason that it has been identified as an important defence gene against the virulent pathogen *Pst* DC3000 (Hu *et al*., 2021), and the JA biosynthetic gene *SlFAD3* because of the functional importance of JA pathway in defensing *B. cinerea* infection (Huang *et al*., 2022; Reyes‐Diaz *et al*., 2016; Shu *et al*., 2021). Although the two defence genes were revealed to be transcriptionally regulated by SlDML2 through active DNA demethylation and play an important role in the defence response against *B. cinerea* (Figures 4, 5, 6), it is possible that SlDML2 also targets other defence‐related genes, such as those in JA biosynthesis and signalling transduction pathway, to modulate tomato resistance to *B. cinerea*.

DNA methylation occurs in distinct sequences of genome, including promoters, gene bodies, transposable elements and intergenic regions (Tang *et al*., 2016; Zhang *et al*., 2018). Although SlDML2 was previously demonstrated to preferentially target promoters, transposable elements and intergenic regions, like AtROS1 in Arabidopsis (Tang *et al*., 2016), there still exist approximately 10% of SlDML2 targets located in gene body regions (Lang *et al*., 2017). In contrast to the role of promoter methylation in gene expression, the role of SlDML2‐targeted methylation of gene bodies in gene regulation is less characterized. In Arabidopsis, gene body methylation in the CG context exhibited a positive correlation with gene expression (Schmitz *et al*., 2013; Zilberman *et al*., 2007), while those in the CHG and CHH contexts tend to negatively regulate gene expression (You *et al*., 2012). The function in gene expression regulation mediated by gene body methylation was also revealed in other plant species, such as rice (Wang *et al*., 2017c), tomato (González *et al*., 2011) and common bean (Richard *et al*., 2018). In this study, we found that SlDML2‐mediated DNA demethylation in the first intron of *SlβCA3* gene body facilitated its transcription (Figure 5), indicating a positive regulation of SlDML2 in gene expression by 5mC removal of the intronic regions. However, the underlying molecular basis is currently elusive. It is possible that SlDML2‐mediated intronic DNA demethylation regulates gene expression by associating with multiple events. For example, DNA demethylation in intron‐exon boundaries may impact alternative splicing, thereby modulating gene expression (Regulski *et al*., 2013).

### SlDML2 may be an essential factor in modulating the trade‐off between fruit ripening and disease resistance

Fruit ripening and disease resistance are two tightly interconnected processes, as fleshy fruit exhibits increased susceptibility to *B. cinerea* with the ripening (Cantu *et al*., 2009), and *B. cinerea* infection induces the early‐ripe of unripe fruits (Silva *et al*., 2023). It is further supported by the cases that some ripening genes participate in regulating tomato resistance to *B. cinerea*, such as the vacuolar protease gene *SlVPE3* (Wang *et al*., 2017b), the cell wall‐modifying gene *SlPG* and *SlEXP1* (Cantu *et al*., 2008; Perini *et al*., 2017), and the transcription factor gene *SlNOR* (Cantu *et al*., 2009). In this study, the involvement of the pivotal ripening gene *SlDML2* in tomato resistance to *B. cinerea* invasion was revealed (Figure 2), which indicates the functional importance of *SlDML2* in simultaneously regulating fruit ripening and disease resistance.

*B. cinerea* infection is generally thought to accelerate tomato fruit ripening, partially through inducing ethylene synthesis and promoting respiration rate (Cristescu *et al*., 2002; Silva *et al*., 2023). This ripening‐promoting effect mainly refers to the whole unripe fruit. Indeed, we found that *B. cinerea* infection induced the pericarp tissues surrounding disease regions a delay in ripening (Figure 8a–c). Tomato fruits tend to abandon normal ripening process for obtaining enhanced defence capability when threated by continuous *B. cinerea* infection, known as the trade‐off between fruit ripening and disease resistance, as tomato fruits commonly exhibits increased susceptibility to *B. cinerea* with the progress of maturity. Therefore, the regional ripening inhibitory we observed could be an important self‐protection mechanism for tomato fruits under *B. cinerea* invasion.

A previous comparative transcriptomic analysis indicates that *SlDML2* mutation decreased the expression of hundreds of ripening‐related genes during tomato fruit ripening, including those regulating pigment synthesis, flavonoid synthesis and fruit softening (Lang *et al*., 2017). 

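Among genes that fell in the infected *sldml2-3* fruits, wound, cell wall, oxidative stress and chitin responses were over-represented. Lower genes made up 13.6% of ‘response to wounding’, 12.5% of ‘cell wall organization’, 10.1% of ‘response to chitin’, 8.89% of ‘response to oxidative stress’ and 7.77% of ‘defense response to fungus’, against 3.56% to 3.61% of the other annotated genes. The adjusted p was 5.3e-05 for wounding, 3.7e-04 for cell wall organization, 0.0135 for oxidative stress, 0.015 for chitin and 0.0746 for fungus (Fisher's exact test with Benjamini-Hochberg adjustment). The study chose these terms on the same libraries, so the excess is not independent evidence. Genes that rose were also in excess by the same exact test in the fungus (adjusted p = 0.0131), chitin (0.00681), oxidative stress (0.0175) and cell wall terms (0.0413). Of the 37 lists, ‘response to heat’ had the smallest adjusted p among lower genes. One member of that term, Solyc03g115230.3, has no description and fell from 350 ± 9.87 to 46.1 ± 2.09 CPM. Of the cell wall genes, an endoglucanase 24-like gene (Solyc08g082250.3) fell from 44 ± 0.912 to 14.1 ± 2.92 CPM. In the fungus term, Solyc09g008370.1, which has no description, fell by 2.37 on the log2 scale (SE 0.17). In the oxidative stress term Solyc09g008970.1, also without one, fell from 19.5 ± 2.14 to 4.48 ± 0.863 CPM. The fungus term passed 0.05 under 7 of 22 alternatives, with 9 genes without WT replicate 1 or 2 or without *sldml2-3* replicate 1 or 2. The chitin term missed 0.05 under 4: with DESeq2 (7 genes), with a pseudocount of 1 (5), at a mean FPKM of at least 5 (3) and without WT replicate 3 (7). The oxidative stress term missed it without WT replicate 3 (10 genes) and, like the wounding (34) and cell wall terms (30), with no fold criterion (38).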

As a comparison, our comparative transcriptomic analysis between tomato fruits of the wild‐type and *sldml2* mutants during the pathogenic process of *B. cinerea* revealed that the down‐regulated genes in the *sldml2* mutant fruit were most significantly enriched in defence response to biotic and abiotic stresses, including ‘defense response to fungus’, ‘response to chitin’, ‘response to wounding’, ‘response to oxidative stress’ and ‘cell wall organization’ (Table S3). It implicates that SlDML2 may preferentially target defence‐related genes to promote their expressions during *B. cinerea* infection, rather than those ripening genes. 

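Among lists for processes of tomato ripening, that of pectin breakdown held an excess of lower genes in the infected *sldml2-3* fruits, and those of ethylene and carotenoid synthesis did not. Of 14 tested genes of ‘pectin catabolic process’ 4 were lower, and the probable pectate lyase 8 gene (Solyc09g091430.3) fell from 238 ± 4.98 to 26.5 ± 2.5 CPM. None was called higher by edgeR or DESeq2, and 3 were higher at an unadjusted p under 0.05. Of 21 genes of ‘ethylene biosynthetic process’ 3 were lower and 1 higher. A 1-aminocyclopropane 1-carboxylate (ACC) synthase gene (Solyc05g050010.3) fell from 24.1 ± 1.2 to 1.1 ± 0.6 CPM and an ACC oxidase gene (Solyc12g005940.2) from 33.7 ± 1.08 to 4.54 ± 0.98 CPM. Another ACC oxidase gene (Solyc02g036350.3) rose from 39.8 ± 3.42 to 236 ± 11.7 CPM. The most abundant gene of that term, 1-aminocyclopropane-1-carboxylate oxidase 1 (Solyc07g049530.3), had 15796 ± 47.6 CPM in the WT and 11317 ± 187 CPM in the mutant, a log2 fold change of -0.48. At any fold change 7 genes of the term were higher and 6 lower at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 54 ‘Carotenoid biosynthesis’ genes 6 were higher and 4 lower. Zeaxanthin epoxidase (Solyc12g013690.2) fell from 2556 ± 34 to 1012 ± 18.9 CPM, and phytoene synthetase (Solyc03g031860.3), the entry enzyme of the pathway, had a log2 fold change of -0.83. None of the 3 tested ‘fruit ripening’ genes and none of the 4 ‘cell wall modification’ genes was called by edgeR or DESeq2, with 1 higher and 1 lower in each at an unadjusted p under 0.05. By Fisher's exact test with Benjamini-Hochberg adjustment, lower genes exceeded the other annotated genes in pectin breakdown (adjusted p = 0.00681). Ethylene synthesis (0.0812) and carotenoid synthesis (0.442) did not pass. At a mean FPKM of at least 5 both passed for lower genes (3 and 4), and ethylene synthesis also did with a pseudocount of 1 (3) and when DESeq2 was run on every gene (4). An ethylene receptor gene (Solyc09g075440.3) went from 398 ± 4.9 to 259 ± 7.25 CPM, and a gene described as ripening-related ACC synthase 2 (Solyc01g095080.3) from 3558 ± 36.7 to 2038 ± 49.7 CPM. Of 9 genes chosen for known roles in ripening whose descriptions bear this out, 8 were lower, 2 of them at least 2-fold, and 1 was higher, a beta-galactosidase gene (Solyc12g008840.2, log2 fold change 0.79), at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 2 were the ACC synthase gene Solyc05g050010.3 and the endoglucanase 23-like gene Solyc09g010210.3, which fell from 559 ± 5.78 to 4.14 ± 1.22 CPM. The description of the latter is carried by 7 genes and gives its enzyme class only. By the words set beforehand alone there were 7 such genes, 6 lower and 1 higher at the same threshold. Other genes chosen for such roles are not in this tally, as their descriptions do not bear the role out. The called counts were the same adjusted over the list alone, apart from 7 higher carotenoid genes, and camera gave adjusted p of 0.12 for pectin breakdown and 0.885 for ethylene synthesis. Pectin breakdown missed 0.05 without the filter on low values (3 genes), among genes with a mean FPKM of at least 5 (1 gene) and when DESeq2 was run on every gene (4 genes), a setting chosen after seeing the data.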

Consistent with this inference, several *SlDML2*‐targeted ripening genes exhibited decreased transcription levels in the pericarp tissue surrounding *B. cinerea* infection compared with the control (Figure 8c), whereas the expression of defence‐related genes *SlβCA3* and *SlFAD3* increased obviously (Figure 8d). Thus, we speculate that SlDML2 may participate in modulating the trade‐off between fruit ripening and disease resistance during *B. cinerea* invasion, although the underlying mechanisms remain to be further investigated.

In summary, our data revealed SlDML2‐mediated regulatory mechanism in tomato resistance against the fungal pathogen *B. cinerea*, wherein two defence‐related genes *SlβCA3* and *SlFAD3* were focused and proved to play important roles (Figure 8e). In addition, we reported here that SlDML2 participates in modulating multiple developmental processes besides fruit ripening. Thus, we defined the DNA demethylase gene *SlDML2* as a multifunctional gene, rather than merely a ripening gene. This study provided us new perspectives concerning the physiological function of *SlDML2* and facilitated the potential application of this essential regulatory gene in the future improvement of tomato.

## Materials and methods

### Plant materials and culture conditions

Seeds of wild‐type tomato (*Solanum lycopersicum* cv. Ailsa Craig) were obtained from Tomato genetics resource center (TGRC, https://tgrc.ucdavis.edu/policy.aspx). The *sldml2* mutants in Ailsa Craig background were produced by CRISPR/Cas9 gene‐editing as described below. Tomato seedlings were cultured in a greenhouse with 25 °C, 60%–80% relative humidity and a 16/8 h light/dark photoperiod. Tomato flowers were tagged at anthesis to determine the ripening stages of fruits. For the ripening phenotype observation, fruits of the wild‐type and *sldml2* mutants were harvested at 39, 42, 47 and 52 days post‐anthesis (dpa), when the wild‐type fruits reach to mature green (MG), breaker (Br), orange ripe (OR) and red ripe (RR) stages, respectively.

### CRISPR/Cas9‐mediated gene editing

CRISPR/Cas9‐mediated gene editing was performed as the described (Ma *et al*., 2015). Briefly, three specific targets were designed using CRISPR‐P 2.0 (http://crispr.hzau.edu.cn/CRISPR2/) and then inserted into sgRNA expression cassettes containing the AtU3b, AtU6‐1 and AtU6‐29 promoters, respectively. The constructed sgRNA expression cassettes were introduced into the pYLCRISPR/Cas9Pubi‐H binary vector with the Golden Gate method (Engler and Marillonnet, 2014). The resulting vector was transformed into *Agrobacterium tumefaciens* strain GV3101. The Agrobacterium was cultured in Luria‐Bertani (LB) liquid medium containing 50 μg mL^−1^ kanamycin, 50 μg mL^−1^ gentamycin and 50 μg ml^−1^ rifampicin at 28 °C for 24 h and then utilized to infect the cotyledons of wild‐type tomato at a final OD_600_ of 0.5. Following the standard tissue culture described by Fillatti *et al*. (1987), transgenic seedlings were obtained, and the genotypes were analysed by PCR detection with primers flanking the targets. The homozygous seedlings were remained and cultured for subsequent studies. Sequences of primers used for PCR amplification are listed in Table S5.

### *B. cinerea* culture condition and disease symptom assay

*B. cinerea* strain B05.10 was cultured on potato dextrose agar (PDA) medium at 22 °C and a 16/8 h light/dark photoperiod for 10 days. Then, the *B. cinerea* was collected in 1/2 potato dextrose broth (PDB) medium, followed by vortex for 30 s. The spores were separated from mycelium by filtration through two layers of sterile gauze, diluted in 1/2 PDB medium to a final concentration of 5 × 10^5^ spores per millilitre, and finally used for inoculation. For the disease symptom assay in tomato, 5 μL spore suspension of *B. cinerea* was pipetted onto pre‐wound fruits at 39 and 90 dpa or 4‐week‐old detached leaves. For the disease symptom assay in *N. benthamiana* leaves, 5 μL spore suspension of *B. cinerea* was pipetted onto detached *N. benthamiana* leaves. The inoculated fruits and leaves were placed into enclosed plastic crates for maintaining high‐relative humidity, and then incubated in a growth room with 23 °C and a 16/8 h light/dark photoperiod. Disease lesion diameters were measured with a ruler and analysed by the crossing method (Li *et al*., 2022). The experiment was performed with three independent biological replicates.

### RNA‐seq and data analysis

RNA‐seq was performed in *B. cinerea*‐infected fruits of the wild‐type and *sldml2‐3* mutant. Total RNAs were extracted from the 5 mm‐width pericarp tissue surrounding disease regions with hot‐phenol according to the method of Moore *et al*. (2005). RNA quantity and purity were analysed by Bioanalyzer 2100 (Agilent, G2939A) and RNA 6000 Nano LabChip kit (Agilent, 5067‐1511), respectively. About 2 μg high‐quality RNA samples with an RNA integrity (RIN) number >7.0 were employed to library construction using NEBNext ultra RNA library prepare kit (NEB, E7530), according to the standard protocols. The constructed libraries were subsequently sequenced on an Illumina Novaseq™ 6000 sequencer with a paired‐end read length of 150 bp. The sequencing contains three independent biological replicates, and each RNA sample was extracted from at least six inoculated tomato fruits to avoid individual difference.

Raw sequencing reads containing adapters or low‐quality bases were filtered by Cutadapt (Version 1.9) (Martin, 2011) to obtain clean reads. The clean reads were aligned to the tomato build_SL3.0 reference genome (ftp://ftp.solgenomics.net/tomato_genome/) using HISAT2 package (Version 2.2.1) (Kim *et al*., 2019). The uniquely mapped reads were assembled by StringTie (Version 2.1.6) with default parameters (Pertea *et al*., 2016). Then, the gene expression value FPKM (fragment per kilobase of transcript per million mapped reads) was estimated and calculated by StringTie and ballgown (Pertea *et al*., 2016). Comparative transcriptomic analysis was performed by DESeq2 (Love *et al*., 2014), and genes with an adjusted *P* value <0.05 and FPKM fold change ≥2 were considered as differentially expressed genes. GO enrichment was performed on Gene Ontology Consortium (http://www.geneontology.org/) and only statistically significant results with a Bonferroni‐corrected *P* value <0.05 were remained. KEGG (Kyoto Encyclopedia of Genes and Genomes) enrichment was carried out on the KEGG Database (https://www.kegg.jp/kegg/) with default parameters.

### Quantitative RT‐PCR analysis

Total RNAs (2 μg) were reverse transcribed into cDNAs using the HiScript® III RT SuperMix for qPCR kit (Vazyme, R323‐01). The synthetic cDNAs were then employed as templates for PCR amplification with the ChemQ universal SYBR qPCR master mix (Vazyme, Q711‐02‐AA) and a StepOne plus real‐time PCR system (Applied Biosystems). The PCR program (20 μL) was as follows: 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 30 s. Transcription level was relatively calculated by normalizing to reference genes using the cycle threshold (CT) 2^(−ΔCT)^ method (Schmittgen and Livak, 2008). Sequences of primers used for PCR amplification are listed in Table S5.

Details of the other methods are provided in Methods S1–S11.

## Funding

This work was supported by the National Natural Science Foundation of China (31925035 and 32202557), the China Postdocral Science Foundation (2022M723371) and the Shandong Provincial Key Research and Development Program (2022TZXD0023).

## Conflict of interest statement

The authors declare no conflicts of interest.

## Author contributions

G.Q. and L.Z. conceived and designed the experiments. S.T. and W.W. provided critical discussions. L.Z., G.G. and X.L. performed the experiments and analysed the data. L.Z. and G.Q. wrote the manuscript.

## Supporting information

**Figure S1** Genotypes and predicted peptides of the *SlDML2* locus in *sldml2* mutants generated by CRISPR/Cas9‐mediated gene editing.
**Figure S2** Fruits of *sldml2* mutants can turn red at the final ripe stage.
**Figure S3** *SlDML2* mutation does not cause significant difference in seed appearance.
**Figure S4** *SlDML2* gene expression in various tomato organs as determined by quantitative RT‐PCR.
**Figure S5** *SlDML2* mutation does not cause significant difference in length of seedling stem.
**Figure S6** Pearson correlation coefficients between RNA‐seq samples.
**Figure S7** *SlDML2* mutation impairs the gene expression of *SlβCA3* and *SlFAD3*.
**Figure S8** *SlβCA3* and *SlFAD3* show no effect on tomato resistance to *V. dahliae*.
**Figure S9** Roles of *SlβCA3* and *SlFAD3* in regulating resistance to *Pst* DC3000.
**Figure S10** *SlDML2* mutation does not cause differential 5mC modification in the *SlβCA3* promoter.
**Figure S11** *SlDML2* mutation disturbs the expression of JA biosynthetic genes.
**Figure S12** *B. cinerea* invasion causes a delay in ripening of tomato pericarp tissues around the disease region.
**Figure S13** Influence of *B. cinerea* invasion on *SlDML2* gene expression.
**Method S1** *V. dahliae* culture condition and disease symptom assay.
**Method S2** *Pst DC3000* culture condition and disease symptom assay.
**Method S3** 5mC assay by bisulphite sequencing.
**Method S4** ChIP‐qPCR assay.
**Method S5** McrBC‐PCR assay.
**Method S6** Protein extraction and western blot.
**Method S7** VIGS.
**Method S8** Transient overexpression.
**Method S9** Lycopene content measurement.
**Method S10** Transcription activity assay.
**Method S11** Data analysis.
**Table S1** Up‐regulated genes in the fruit of *sldml2‐3* mutant during the pathogenic process of *B. cinerea* compared with the wild‐type.
**Table S2** Down‐regulated genes in the fruit of *sldml2‐3* mutant during the pathogenic process of *B. cinerea* compared with the wild‐type.
**Table S3** Gene ontology (GO) enrichment analysis of differentially expressed genes in the fruit of *sldml2‐3* mutant during the pathogenic process of *B. cinerea* compared with the wild‐type.
**Table S4** Down‐regulated genes in the fruit of *sldml2‐3* mutant that was previously reported to harbour hypermethylated DMRs when the *SlDML2* was disrupted.
**Table S5** A summary of primer informations.

## Data Availability

The raw sequencing data from the RNA‐seq assay have been deposited in the Gene Expression Omnibus database under the accession number GSE223774. All the other support data are included in the article or the supplemental files.

# Supplementary material for: The pivotal ripening gene SlDML2 participates in regulating disease resistance in tomato
**Source:** Plant Biotechnol J. 2023 Jul 19;21(11):2291–306. doi: 10.1111/pbi.14130
**Supplement:** Supplementary file 1 — Figure S1 Genotypes and predicted peptides of the SlDML2 locus in sldml2 mutants generated by CRISPR/Cas9‐mediated gene editing. Figure S2 Fruits of sldml2 mutants can turn red at the final ripe stage. Figure S3 SlDML2 mutation does not cause significant difference in seed appearance. Figure S4 SlDML2 gene expression in various tomato organs as determined by quantitative RT‐PCR. Figure S5 SlDML2 mutation does not cause significant difference in length of seedling stem. Figure S6 Pearson correlation coefficients between RNA‐seq samples. Figure S7 SlDML2 mutation impairs the gene expression of SlβCA3 and SlFAD3. Figure S8 SlβCA3 and SlFAD3 show no effect on tomato resistance to V. dahliae. Figure S9 Roles of SlβCA3 and SlFAD3 in regulating resistance to Pst DC3000. Figure S10 SlDML2 mutation does not cause differential 5mC modification in the SlβCA3 promoter. Figure S11 SlDML2 mutation disturbs the expression of JA biosynthetic genes. Figure S12 B. cinerea invasion causes a delay in ripening of tomato pericarp tissues around the disease region. Figure S13 Influence of B. cinerea invasion on SlDML2 gene expression. Method S1 V. dahliae culture condition and disease symptom assay. Method S2 Pst DC3000 culture condition and disease symptom assay. Method S3 5mC assay by bisulphite sequencing. Method S4 ChIP‐qPCR assay. Method S5 McrBC‐PCR assay. Method S6 Protein extraction and western blot. Method S7 VIGS. Method S8 Transient overexpression. Method S9 Lycopene content measurement. Method S10 Transcription activity assay. Method S11 Data analysis. Table S1 Up‐regulated genes in the fruit of sldml2‐3 mutant during the pathogenic process of B. cinerea compared with the wild‐type. Table S2 Down‐regulated genes in the fruit of sldml2‐3 mutant during the pathogenic process of B. cinerea compared with the wild‐type. Table S3 Gene ontology (GO) enrichment analysis of differentially expressed genes in the fruit of sldml2‐3 mutant during the pathogenic process of B. cinerea compar

Genotypes generated by CRISPR/Cas9-mediated gene editing

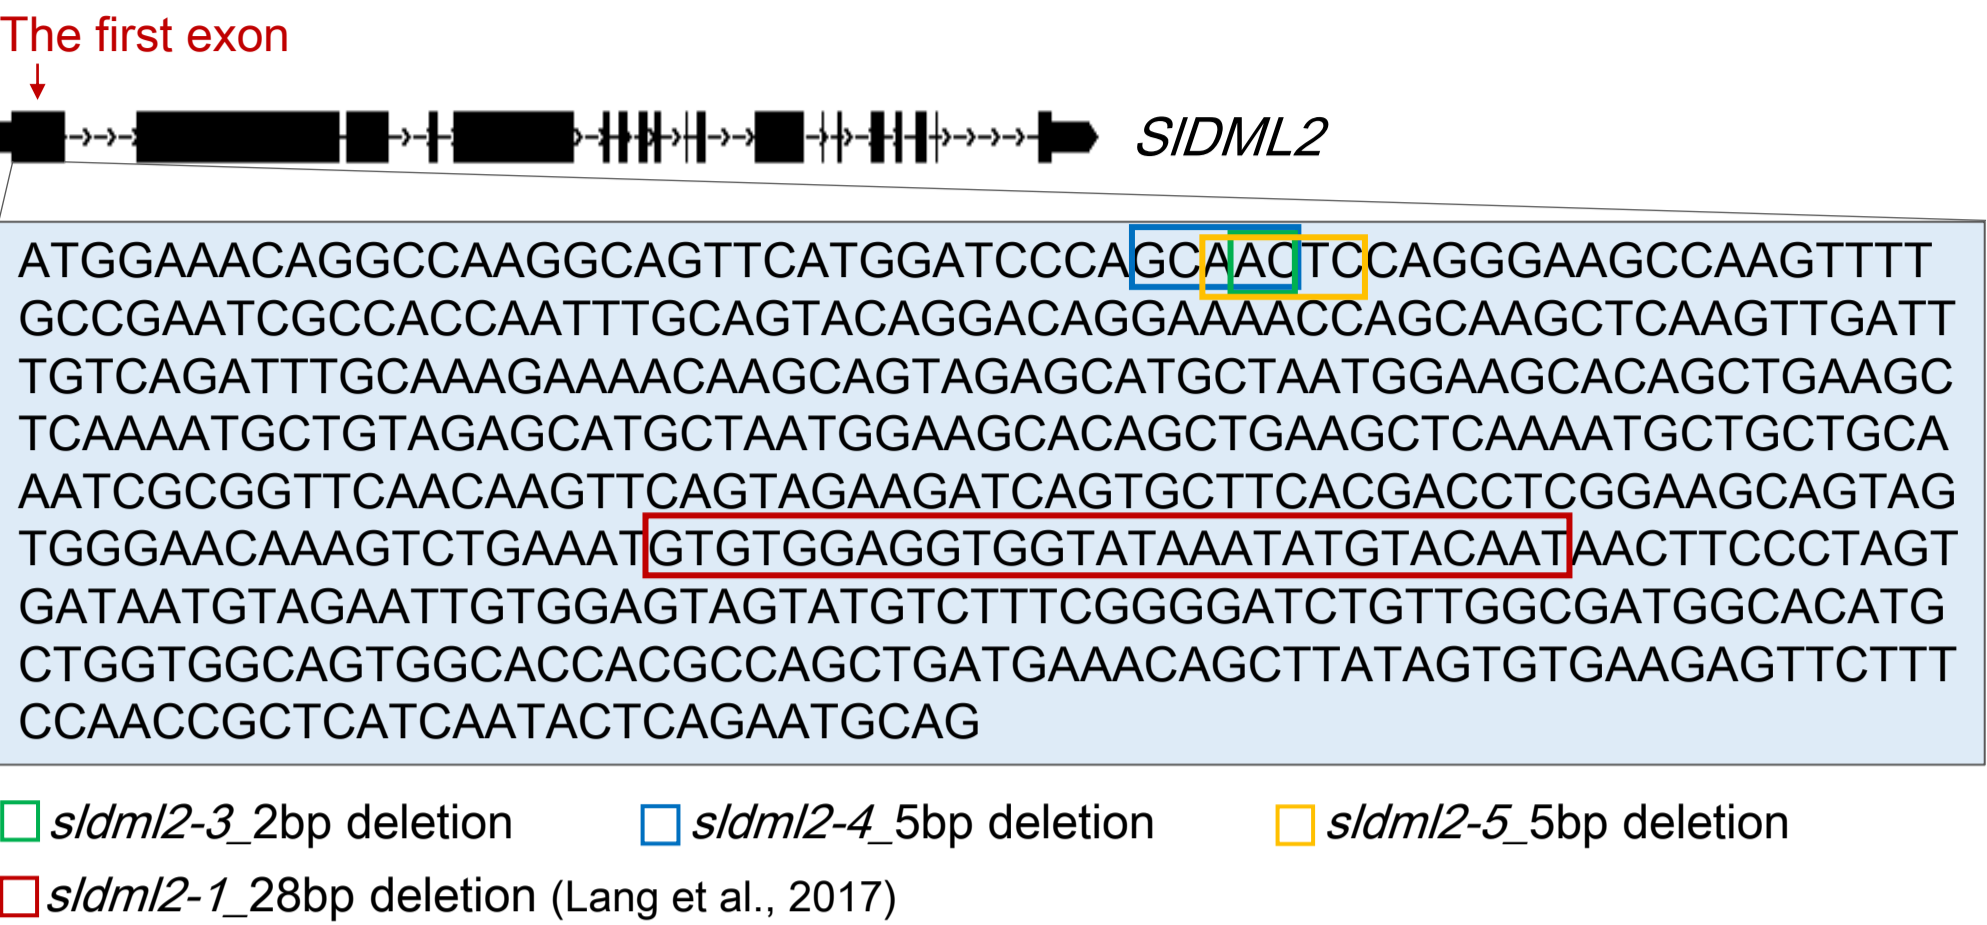

Predicted peptides generated by CRISPR/Cas9-mediated gene editing

sldml2-3_2bp deletion:
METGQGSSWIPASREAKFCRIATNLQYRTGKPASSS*

sldml2-4_5bp deletion:
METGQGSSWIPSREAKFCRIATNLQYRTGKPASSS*

sldml2-5_5bp deletion:
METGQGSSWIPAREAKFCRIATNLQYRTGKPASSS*

sldml2-1_28bp deletion (Lang et al., 2017)
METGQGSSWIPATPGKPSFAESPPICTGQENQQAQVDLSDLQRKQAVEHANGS
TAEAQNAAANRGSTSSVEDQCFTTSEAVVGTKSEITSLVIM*

Figure S1 Genotypes and predicted peptides of SIDML2 in *sldml2* mutants generated by CRISPR/Cas9-mediated gene editing. Compared to the previously reported *sldml2-1* mutant produced by Lang et al. 2017, the *sldml2-3*, *sldml2-4*, and *sldml2-5* mutants were edited at the position closer to start codon in the first exon, and were predicted to produce shorter peptides.

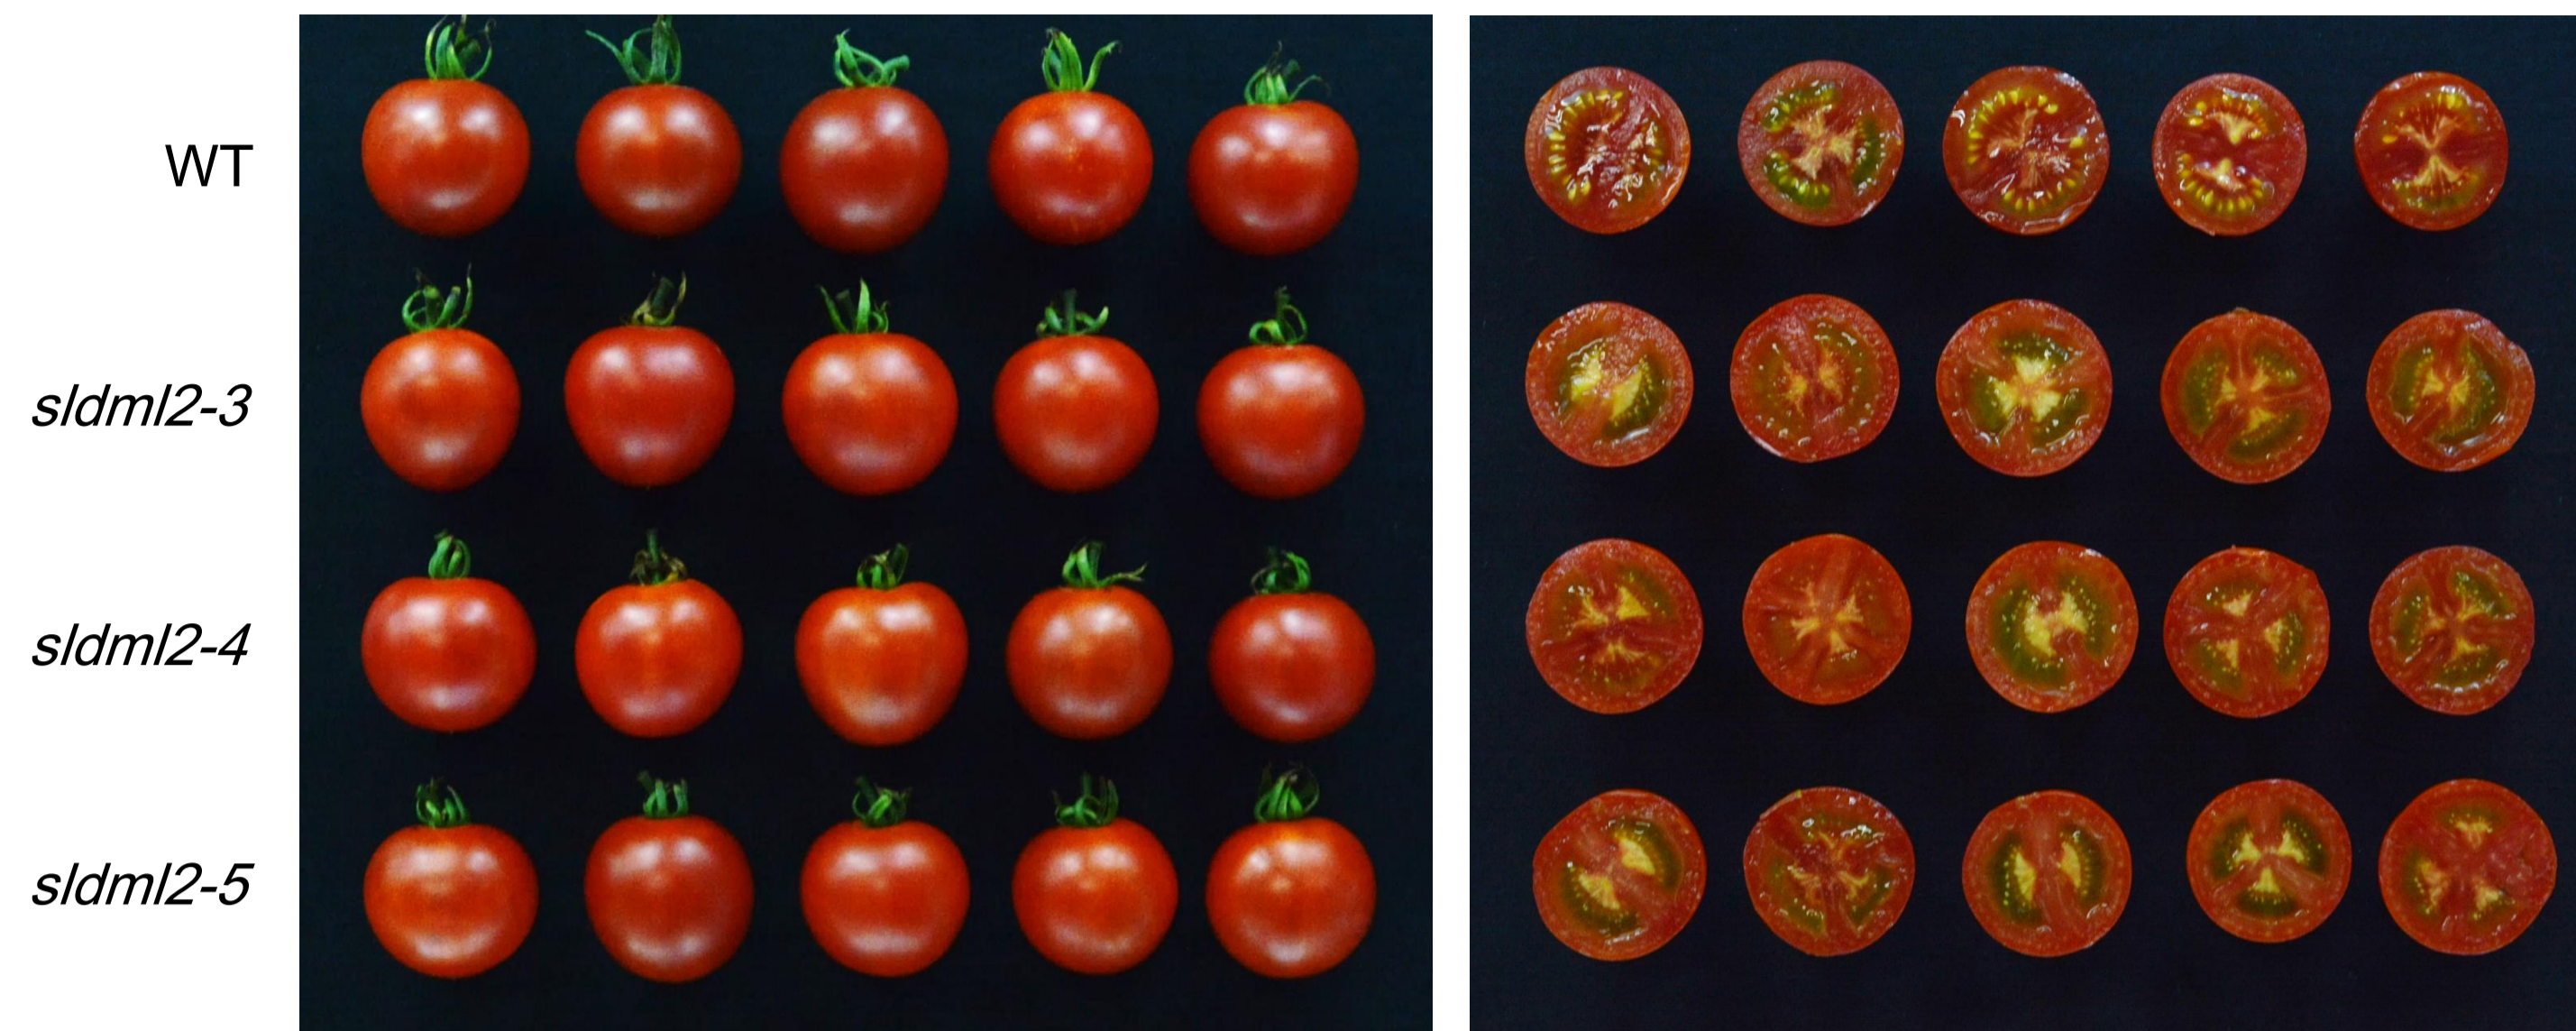

Figure S2 Fruits of *sldml2* mutants can turn red at the final ripe stage. Representative photographs of the wild-type (WT), *sldml2-3*, *sldml2-4*, and *sldml2-5* fruits at 90 days post-anthesis are shown.

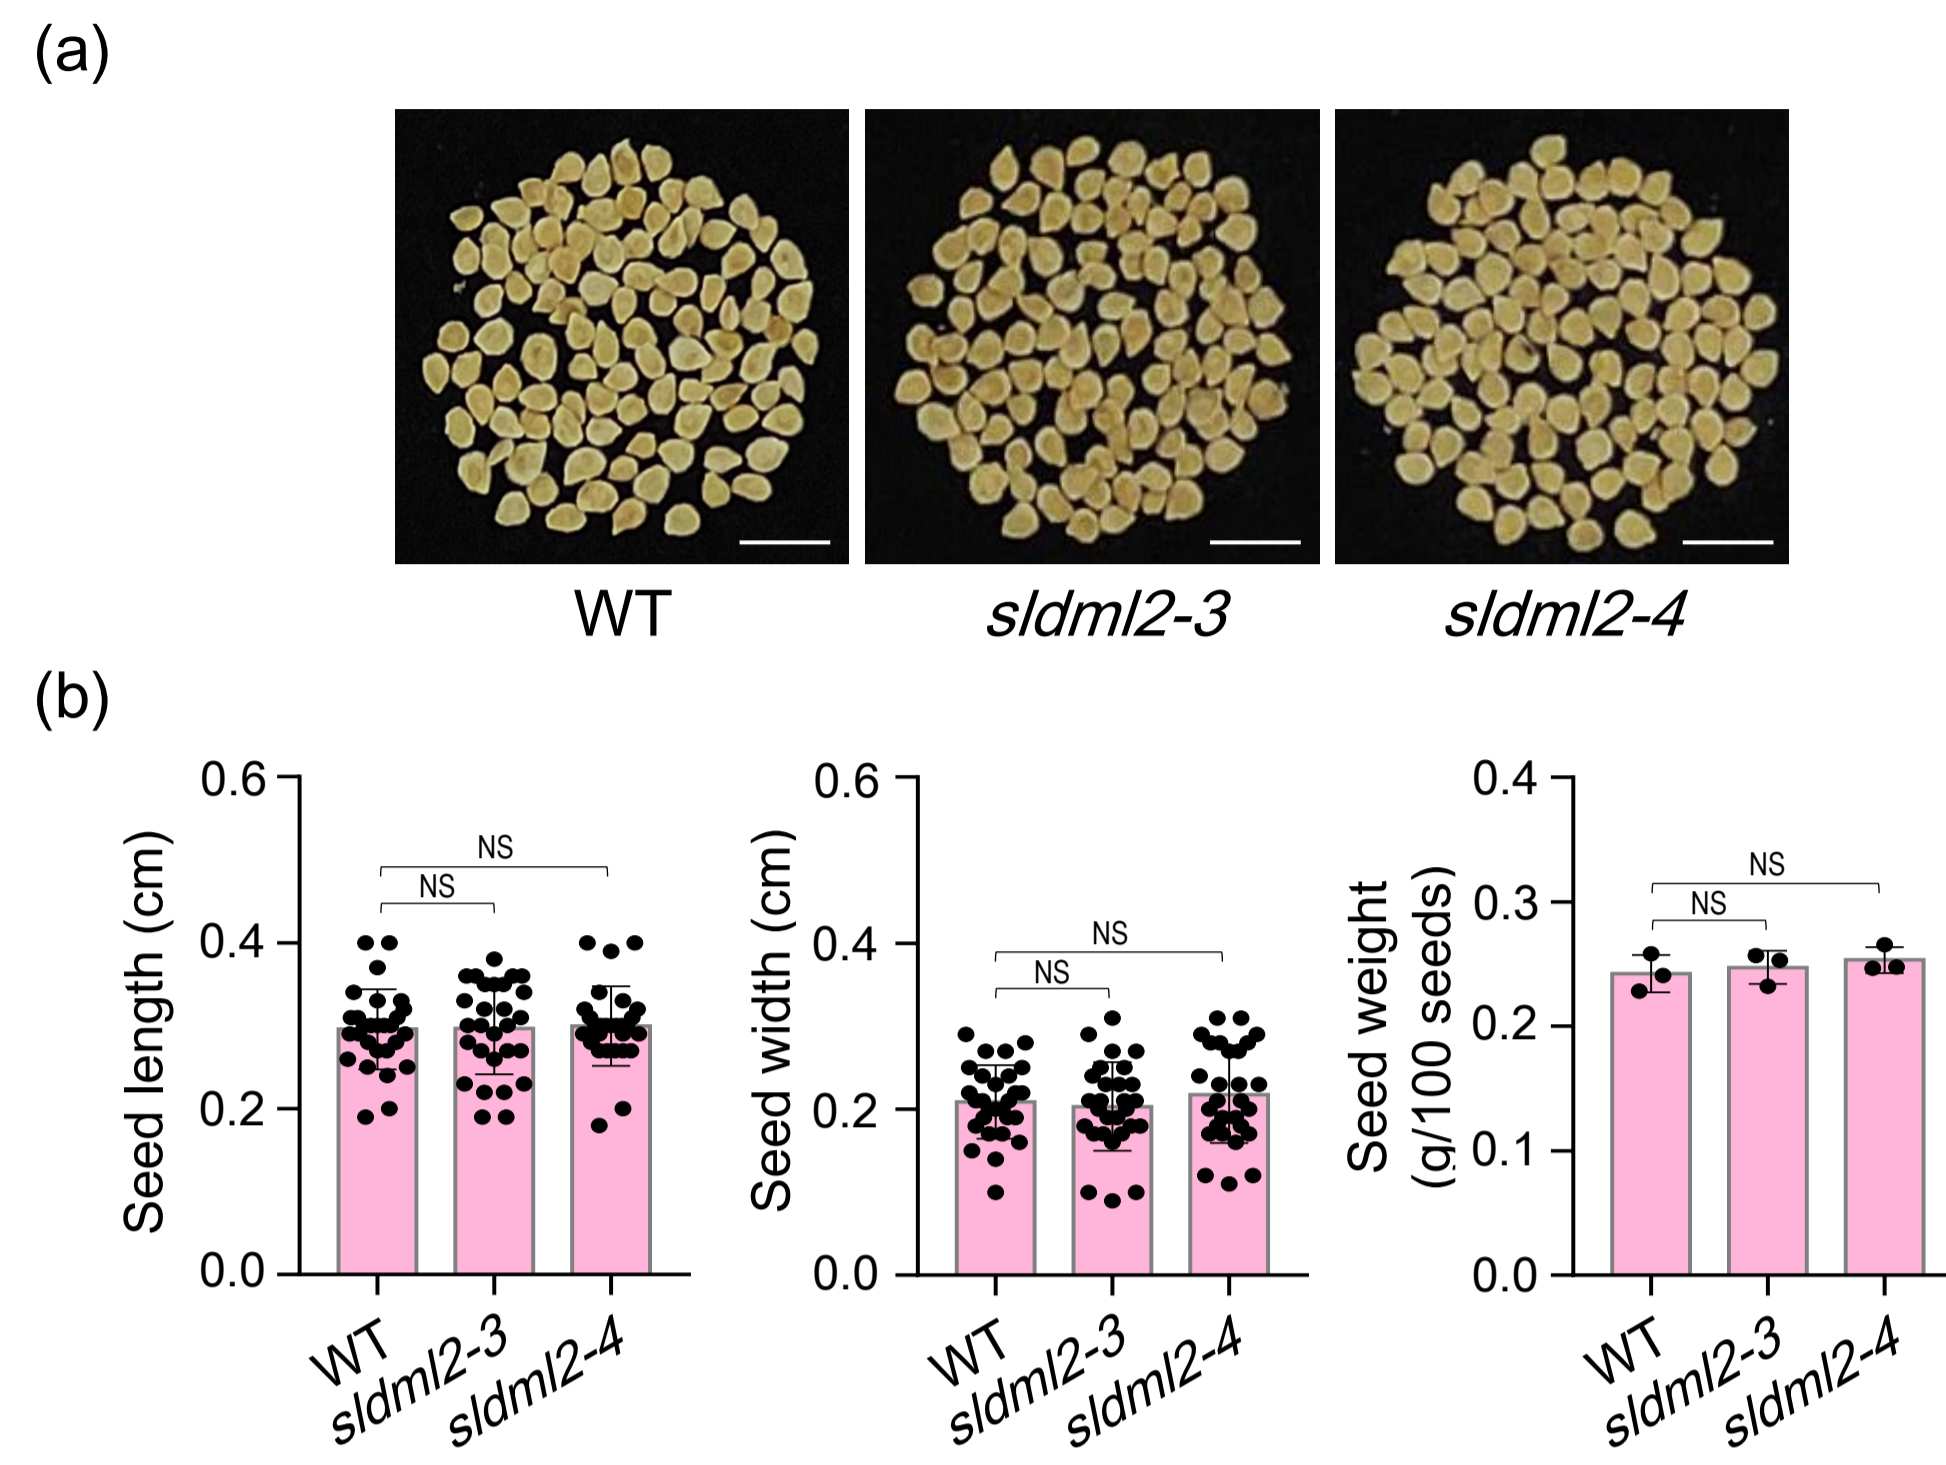

Figure S3 *SIDML2* mutation does not cause significant difference in seed appearance. (a) Representative photographs of the wild-type (WT), *sldml2-3*, and *sldml2-4* seeds. Scale bar = 1 cm. (b) Length, width, and weight of the WT, *sldml2-3*, and *sldml2-4* seeds. NS, no significance.

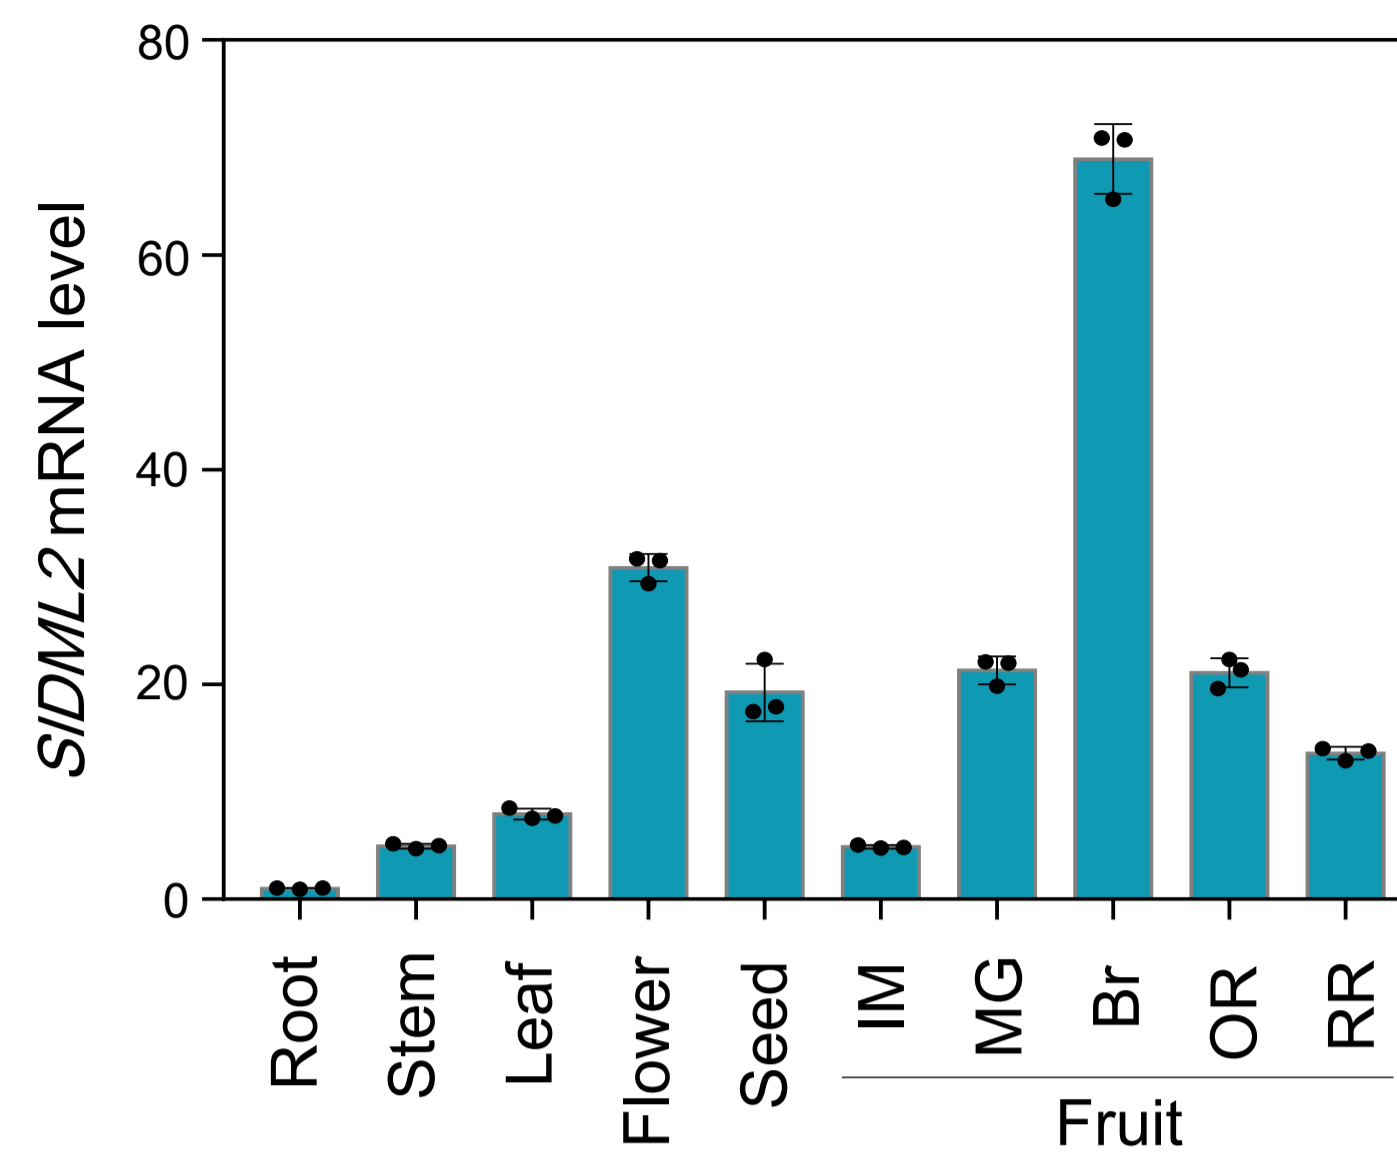

Figure S4 *SIDML2* gene expression in various tomato organs as determined by quantitative RT-PCR. The tomato *S/UB/3* gene was used as an internal control. IM, immature; MG, mature green; Br, breaker; OR, orange ripe; RR, red ripe.

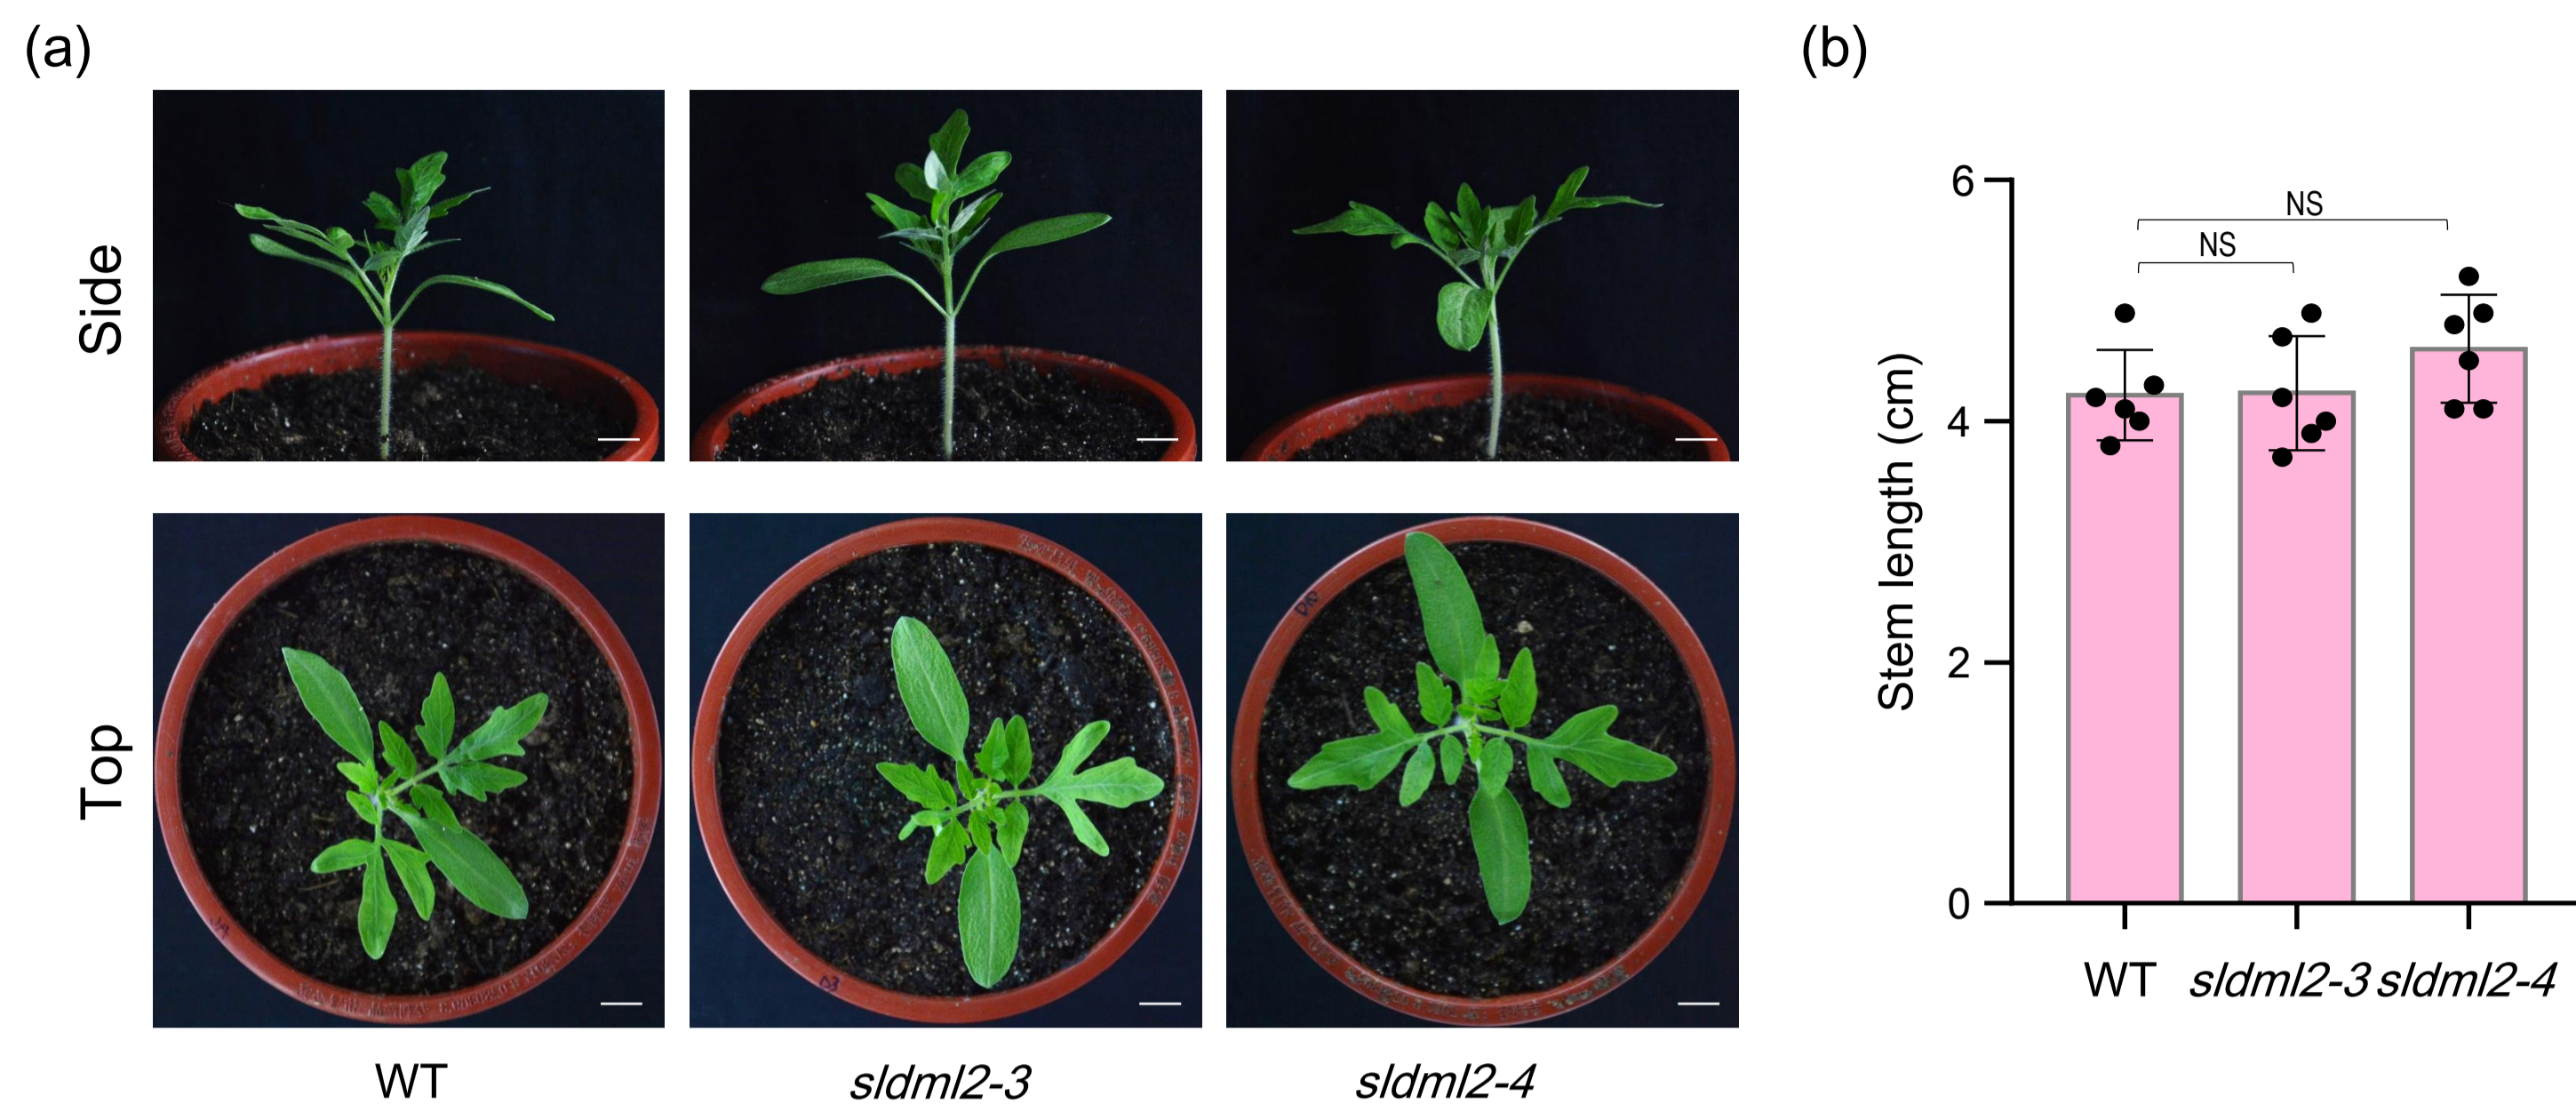

Figure S5 *SIDML2* mutation does not cause significant difference in length of seedling stem. (a) Representative photographs and (b) stem lengths of three-week-old wild-type (WT), *sldml2-3*, and *sldml2-4* seedlings. Scale bar = 1 cm. NS, no significance.

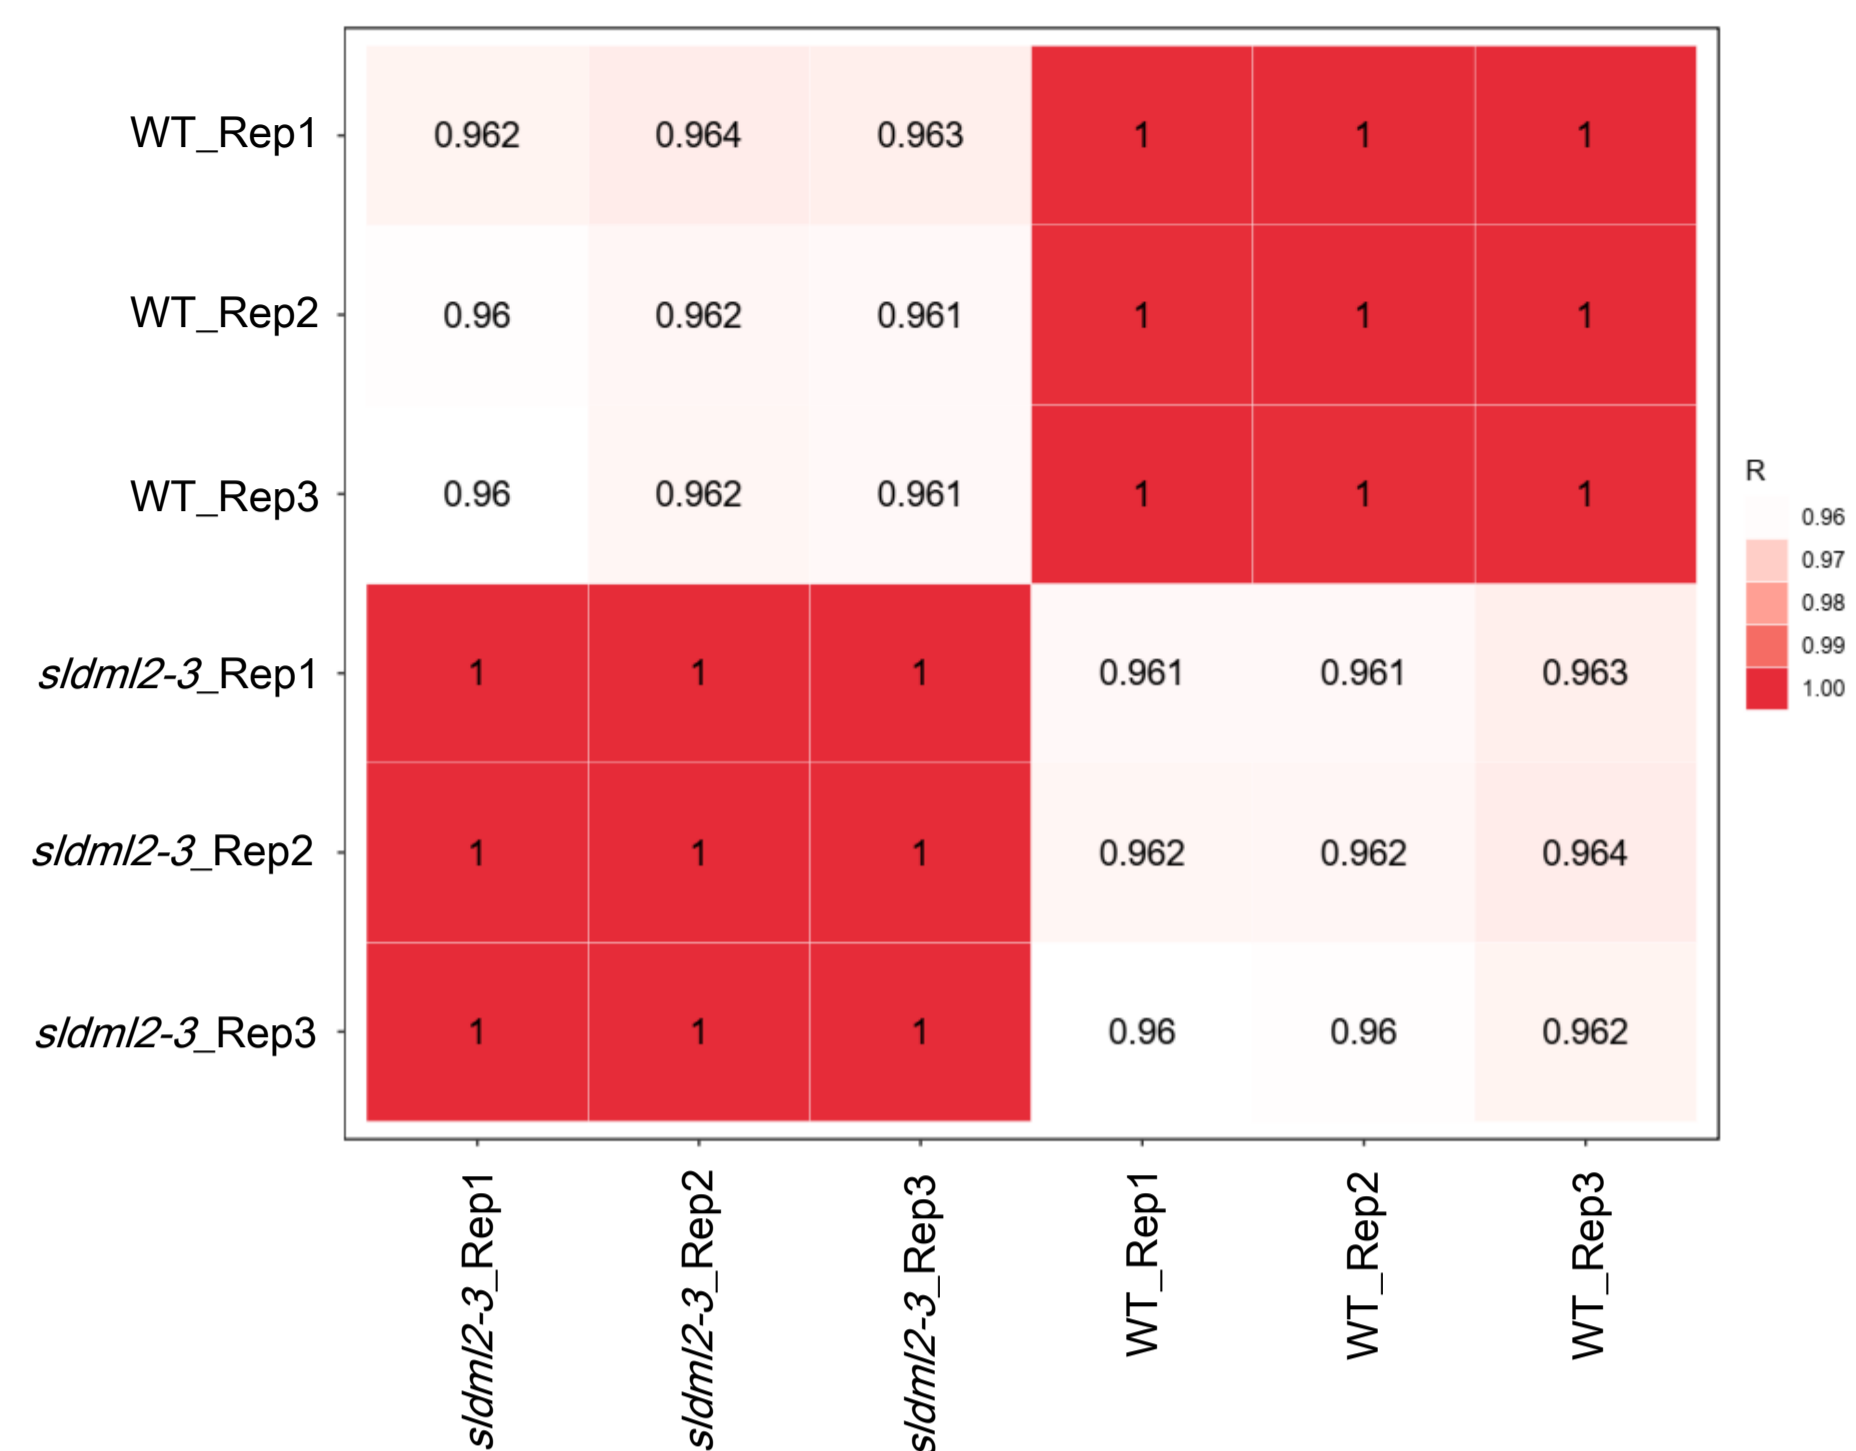

Figure S6 Pearson correlation coefficients between RNA-seq samples. RNA-seq was performed with three independent biological replicates in the wild-type (WT) and *sldm12-3* mutant fruits after inoculation with *B. cinerea* for two days. R, Pearson correlation coefficient; Rep, replicate.

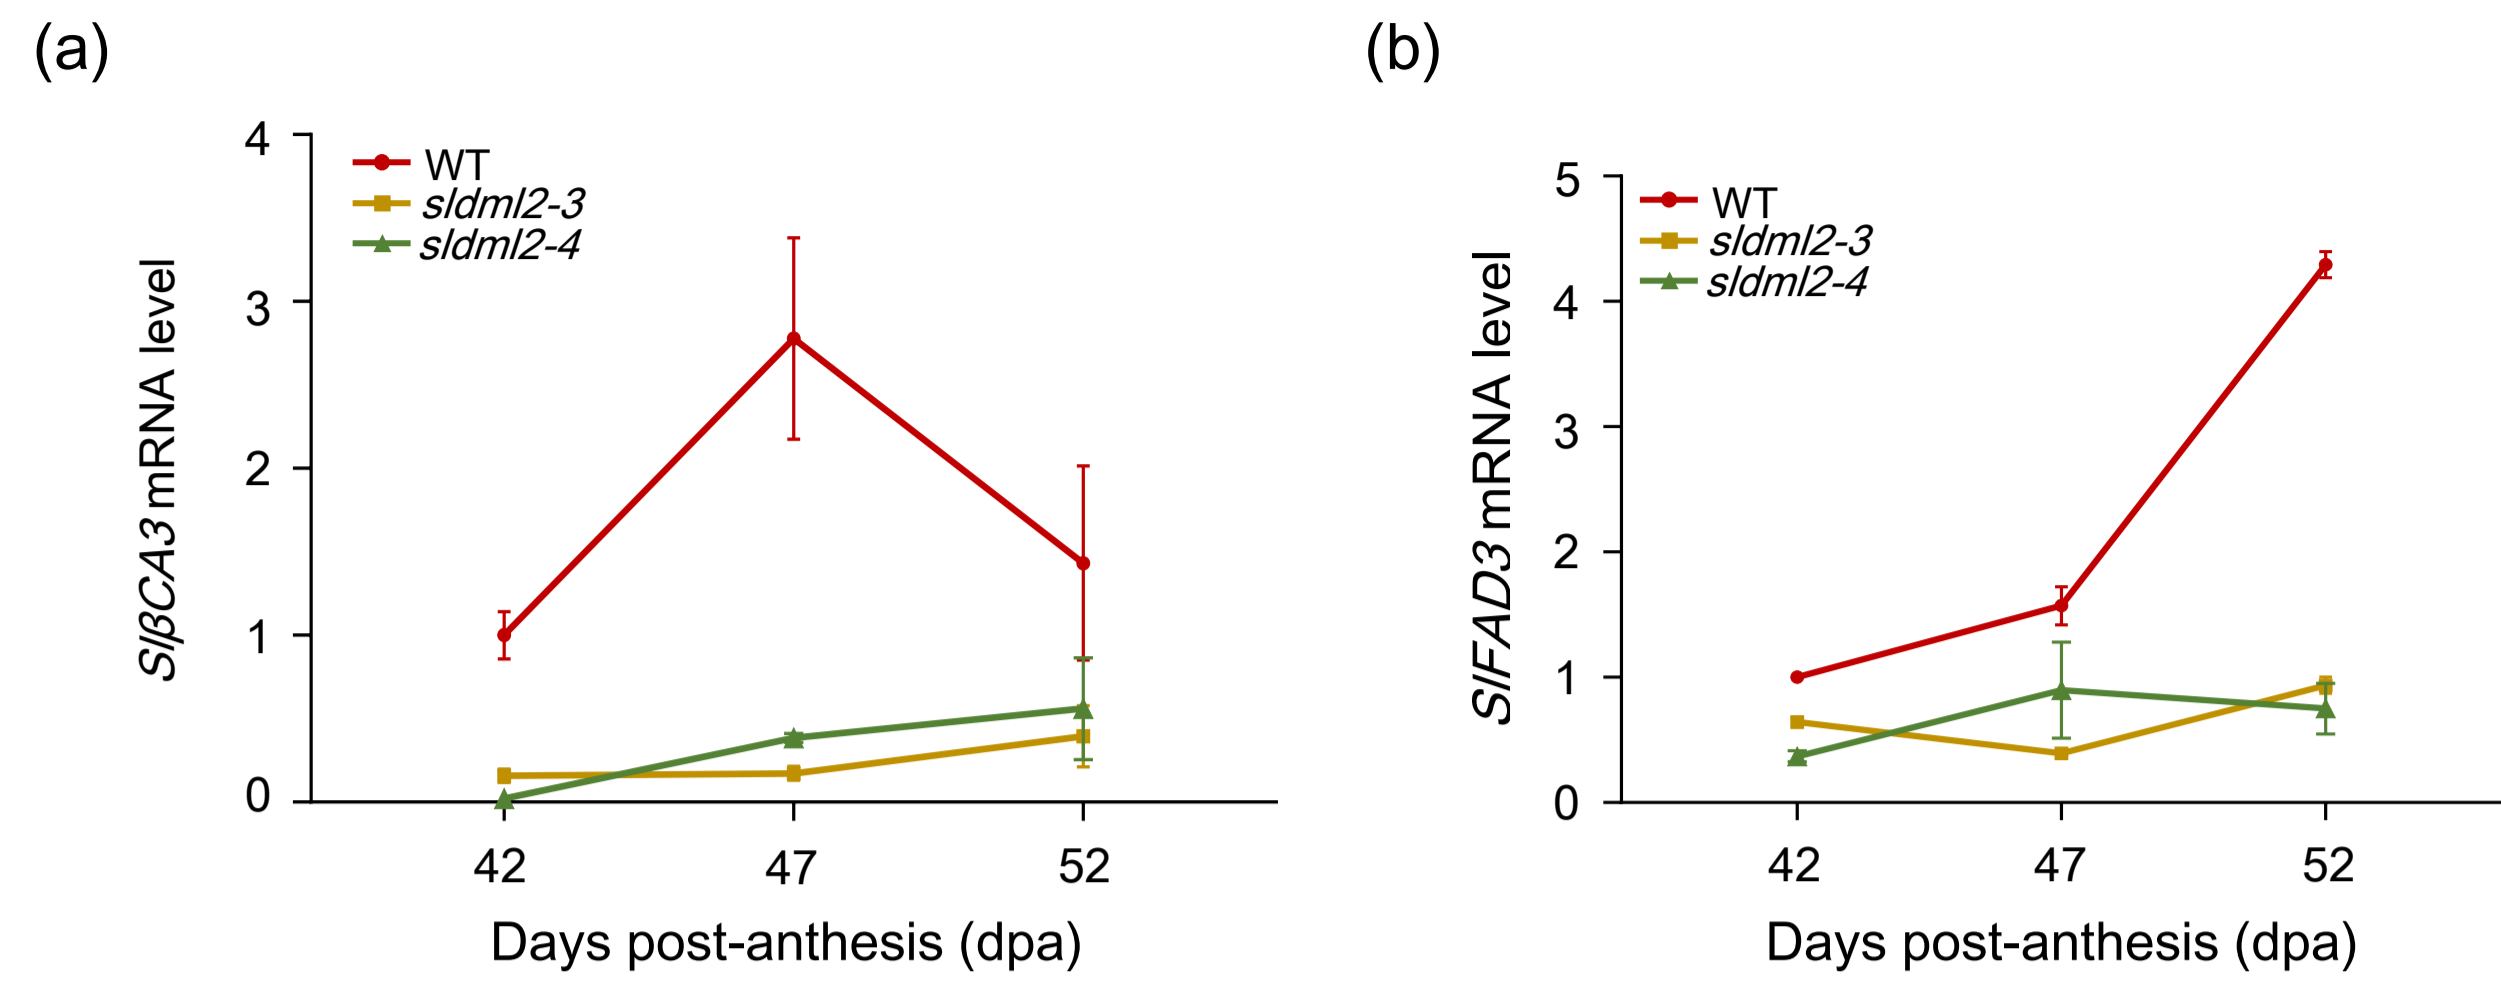

Figure S7 *SIDML2* mutation impairs the gene expression of *S/βCA3* and *S/FAD3*. (a) *S/βCA3* transcription level in fruits of the wild-type (WT), *sldml2-3*, and *sldml2-4* at 42, 47, and 52 dpa. (b) *S/FAD3* transcription level in fruits of the WT, *sldml2-3*, and *sldml2-4* at 42, 47, and 52 dpa. The tomato *S/UBI3* gene was used as an internal control. Data are presented as mean $\pm$ standard deviation (n = 3). dpa, days post-anthesis.

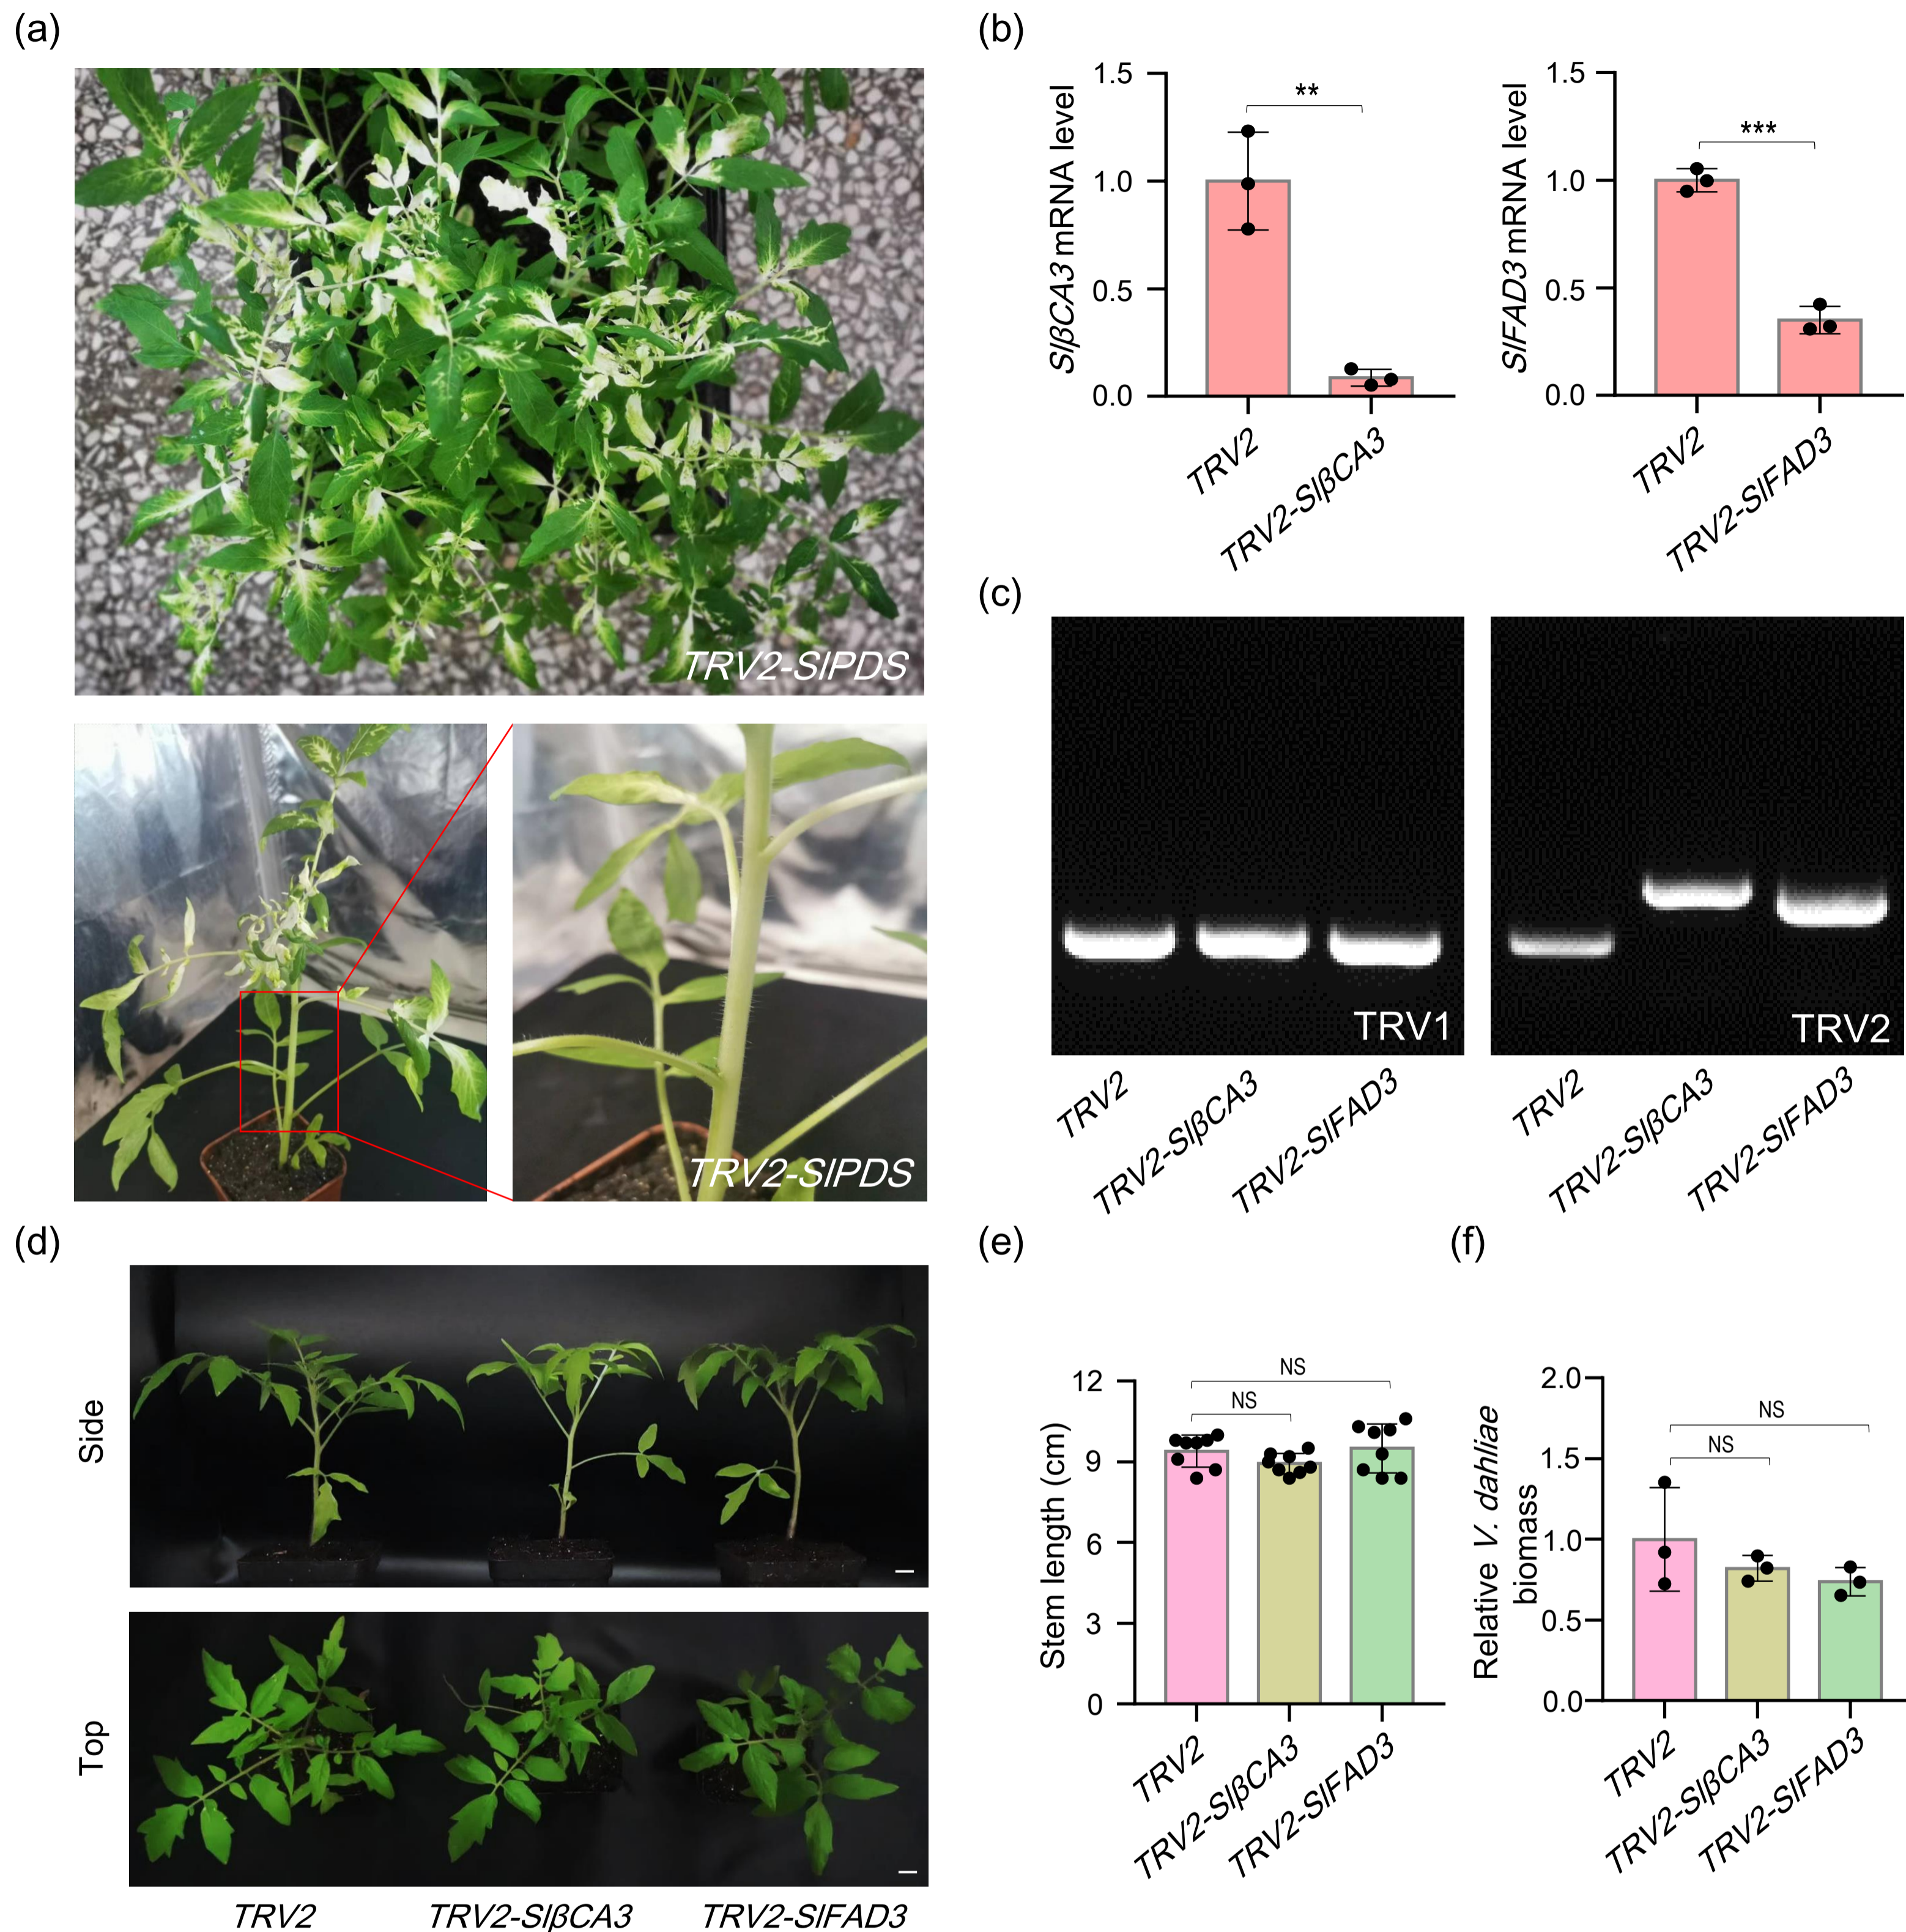

Figure S8 *SβCA3* and *SIFAD3* show no effect on tomato resistance to *V. dahliae*. (a) Representative photographs of the *TRV2-SIPDS* seedlings exhibiting albinistic phenotypes in leaf and stem. The *TRV2-SIPDS* seedlings were used as a positive control for VIGS-mediated gene silence. *PDS*, *phytoene desaturase*. (b) Transcription levels of *SβCA3* and *SIFAD3* in tomato stems after VIGS. Tomato seedlings infiltrated with the empty vector pTRV2 were used as the control group. The tomato *ACTIN* gene was used as an internal control. Asterisks indicate significant differences (** $P < 0.01$, *** $P < 0.001$; Student's t test). (c) PCR amplification showing that the virus vectors were successfully expressed in stems of the *TRV2*, *TRV2-SβCA3*, and *TRV2-SIFAD3* seedlings. (d) Representative photographs and (e) stem lengths of the *TRV2*, *TRV2-SβCA3*, and *TRV2-SIFAD3* seedlings that were inoculated with *V. dahliae* for 16 days. Scale bar = 1 cm. (f) Relative *V. dahliae* biomass in stems of the *TRV2*, *TRV2-SβCA3*, and *TRV2-SIFAD3* seedlings that were inoculated with *V. dahliae* for 16 days. The amounts of *V. dahliae* *GADPH* gene were determined by quantitative RT-PCR analysis using the tomato *RuBisCo* gene as an internal control. NS, no significance.

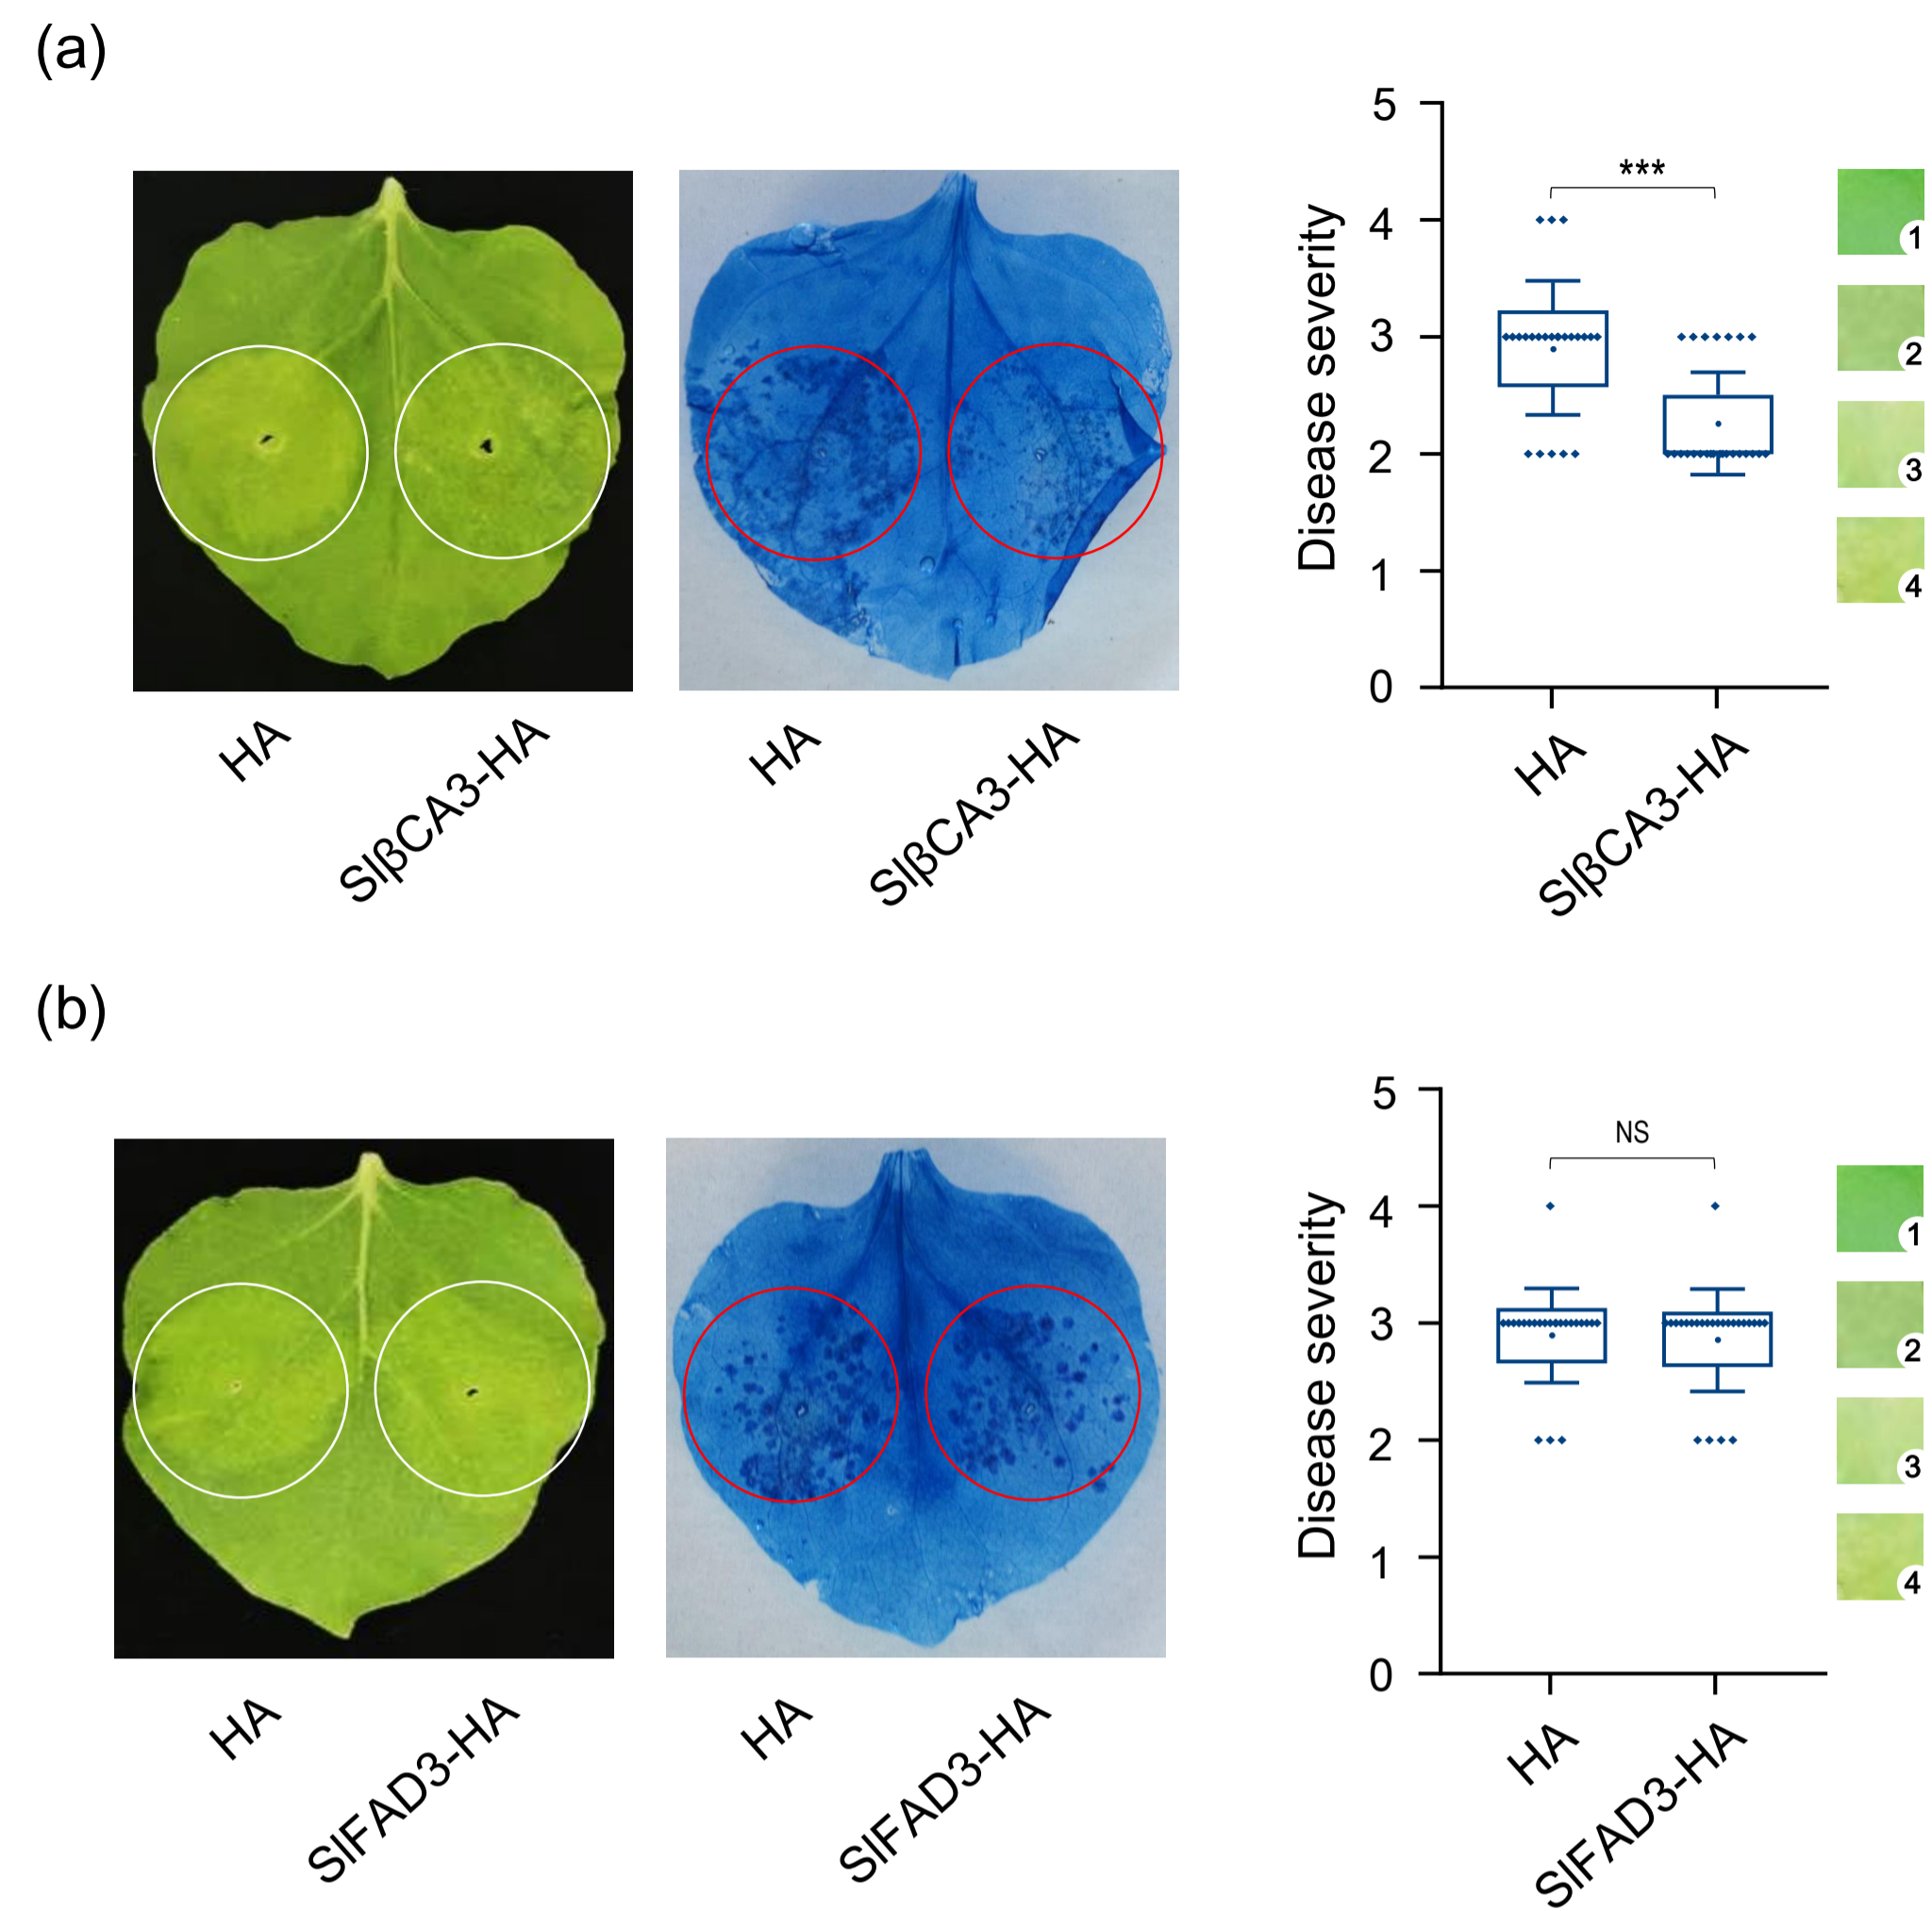

Figure S9 Roles of *SIβCA3* and *SIFAD3* in regulating resistance to *Pst* DC3000. (a) Disease symptoms and severity on *N. benthamiana* leaves with or without the expression of SIβCA3-HA fusion protein. (b) Disease symptoms and severity on *N. benthamiana* leaves with or without the expression of SIFAD3-HA fusion protein. Disease symptoms were observed after inoculation for five days, and the representative photographs of disease symptoms and trypan blue staining were shown. The number from 1 to 4 and the corresponding photographs of disease symptom represent increased degrees of disease severity. Asterisks indicate significant differences ($***P < 0.01$; Student's t test). NS, no significance.

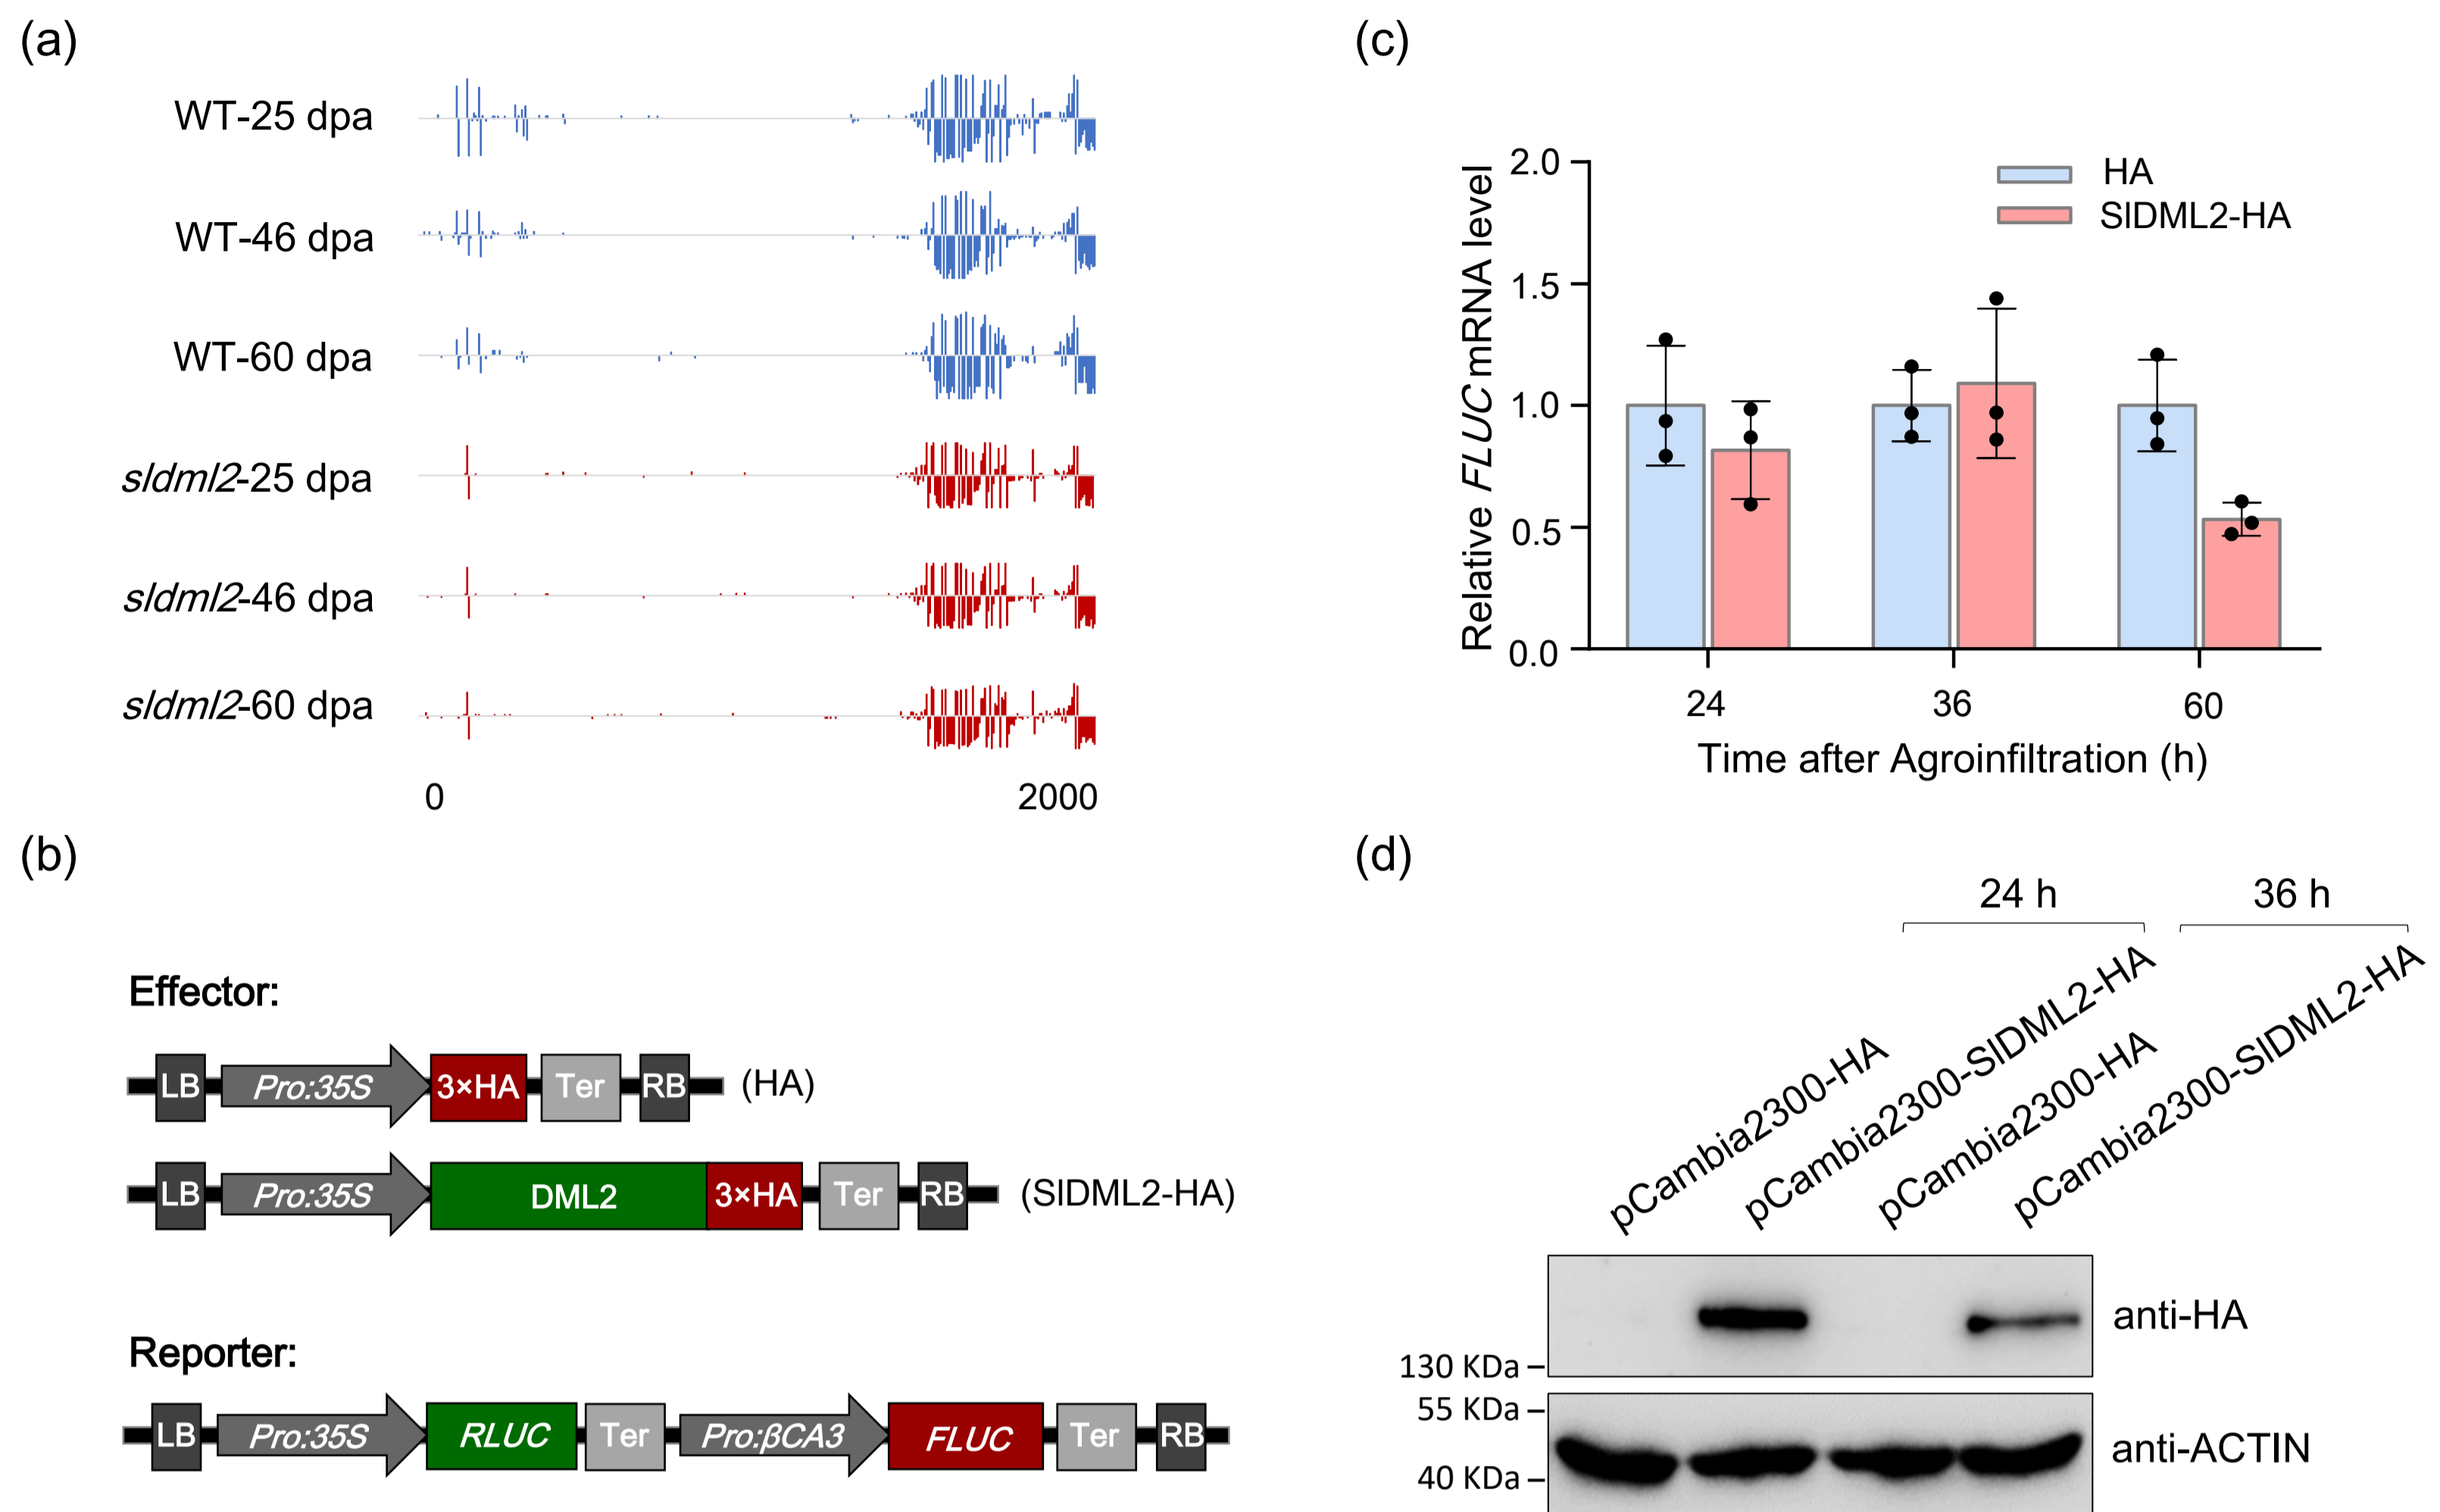

Figure S10 *SIDML2* mutation does not cause differential 5mC modification in the *S/βCA3* promoter. (a) DNA methylation (5mC) levels of the *S/βCA3* promoter in the wild-type (WT) and *sldml2* mutant fruits at indicated developmental stages. The 5mC level was analyzed by using the published DNA methylome database (Lang et al., 2017). Each vertical bar represents an 5mC and the bar height indicates 5mC level. dpa, days post-anthesis. (b) Schematic of the dual-luciferase system used for promoter activity assay. The *S/βCA3* promoter was cloned into the dual-luciferase reporter vector to drive the expression of *FLUC* gene. The *RLUC* gene driven by the CaMV 35S promoter served as an internal control. *FLUC*, firefly luciferase; *RLUC*, renilla luciferase; LB, left border; RB, right border; Ter, terminator. (c) Transcription levels of the *FLUC* gene derived by the *S/βCA3* promoter in *N. benthamiana* leaves with or without the co-expression of SIDML2-HA as determined by quantitative RT-PCR. The *RLUC* gene was used as an internal control. (d) Detection of expression of SIDML2-HA fusion protein in *N. benthamiana* leaves. Total protein was extracted at indicated time after agroinfiltration and then submitted to immunoblot with anti-HA antibody. Equal loading was confirmed by using the *N. benthamiana* ACTIN as an internal control.

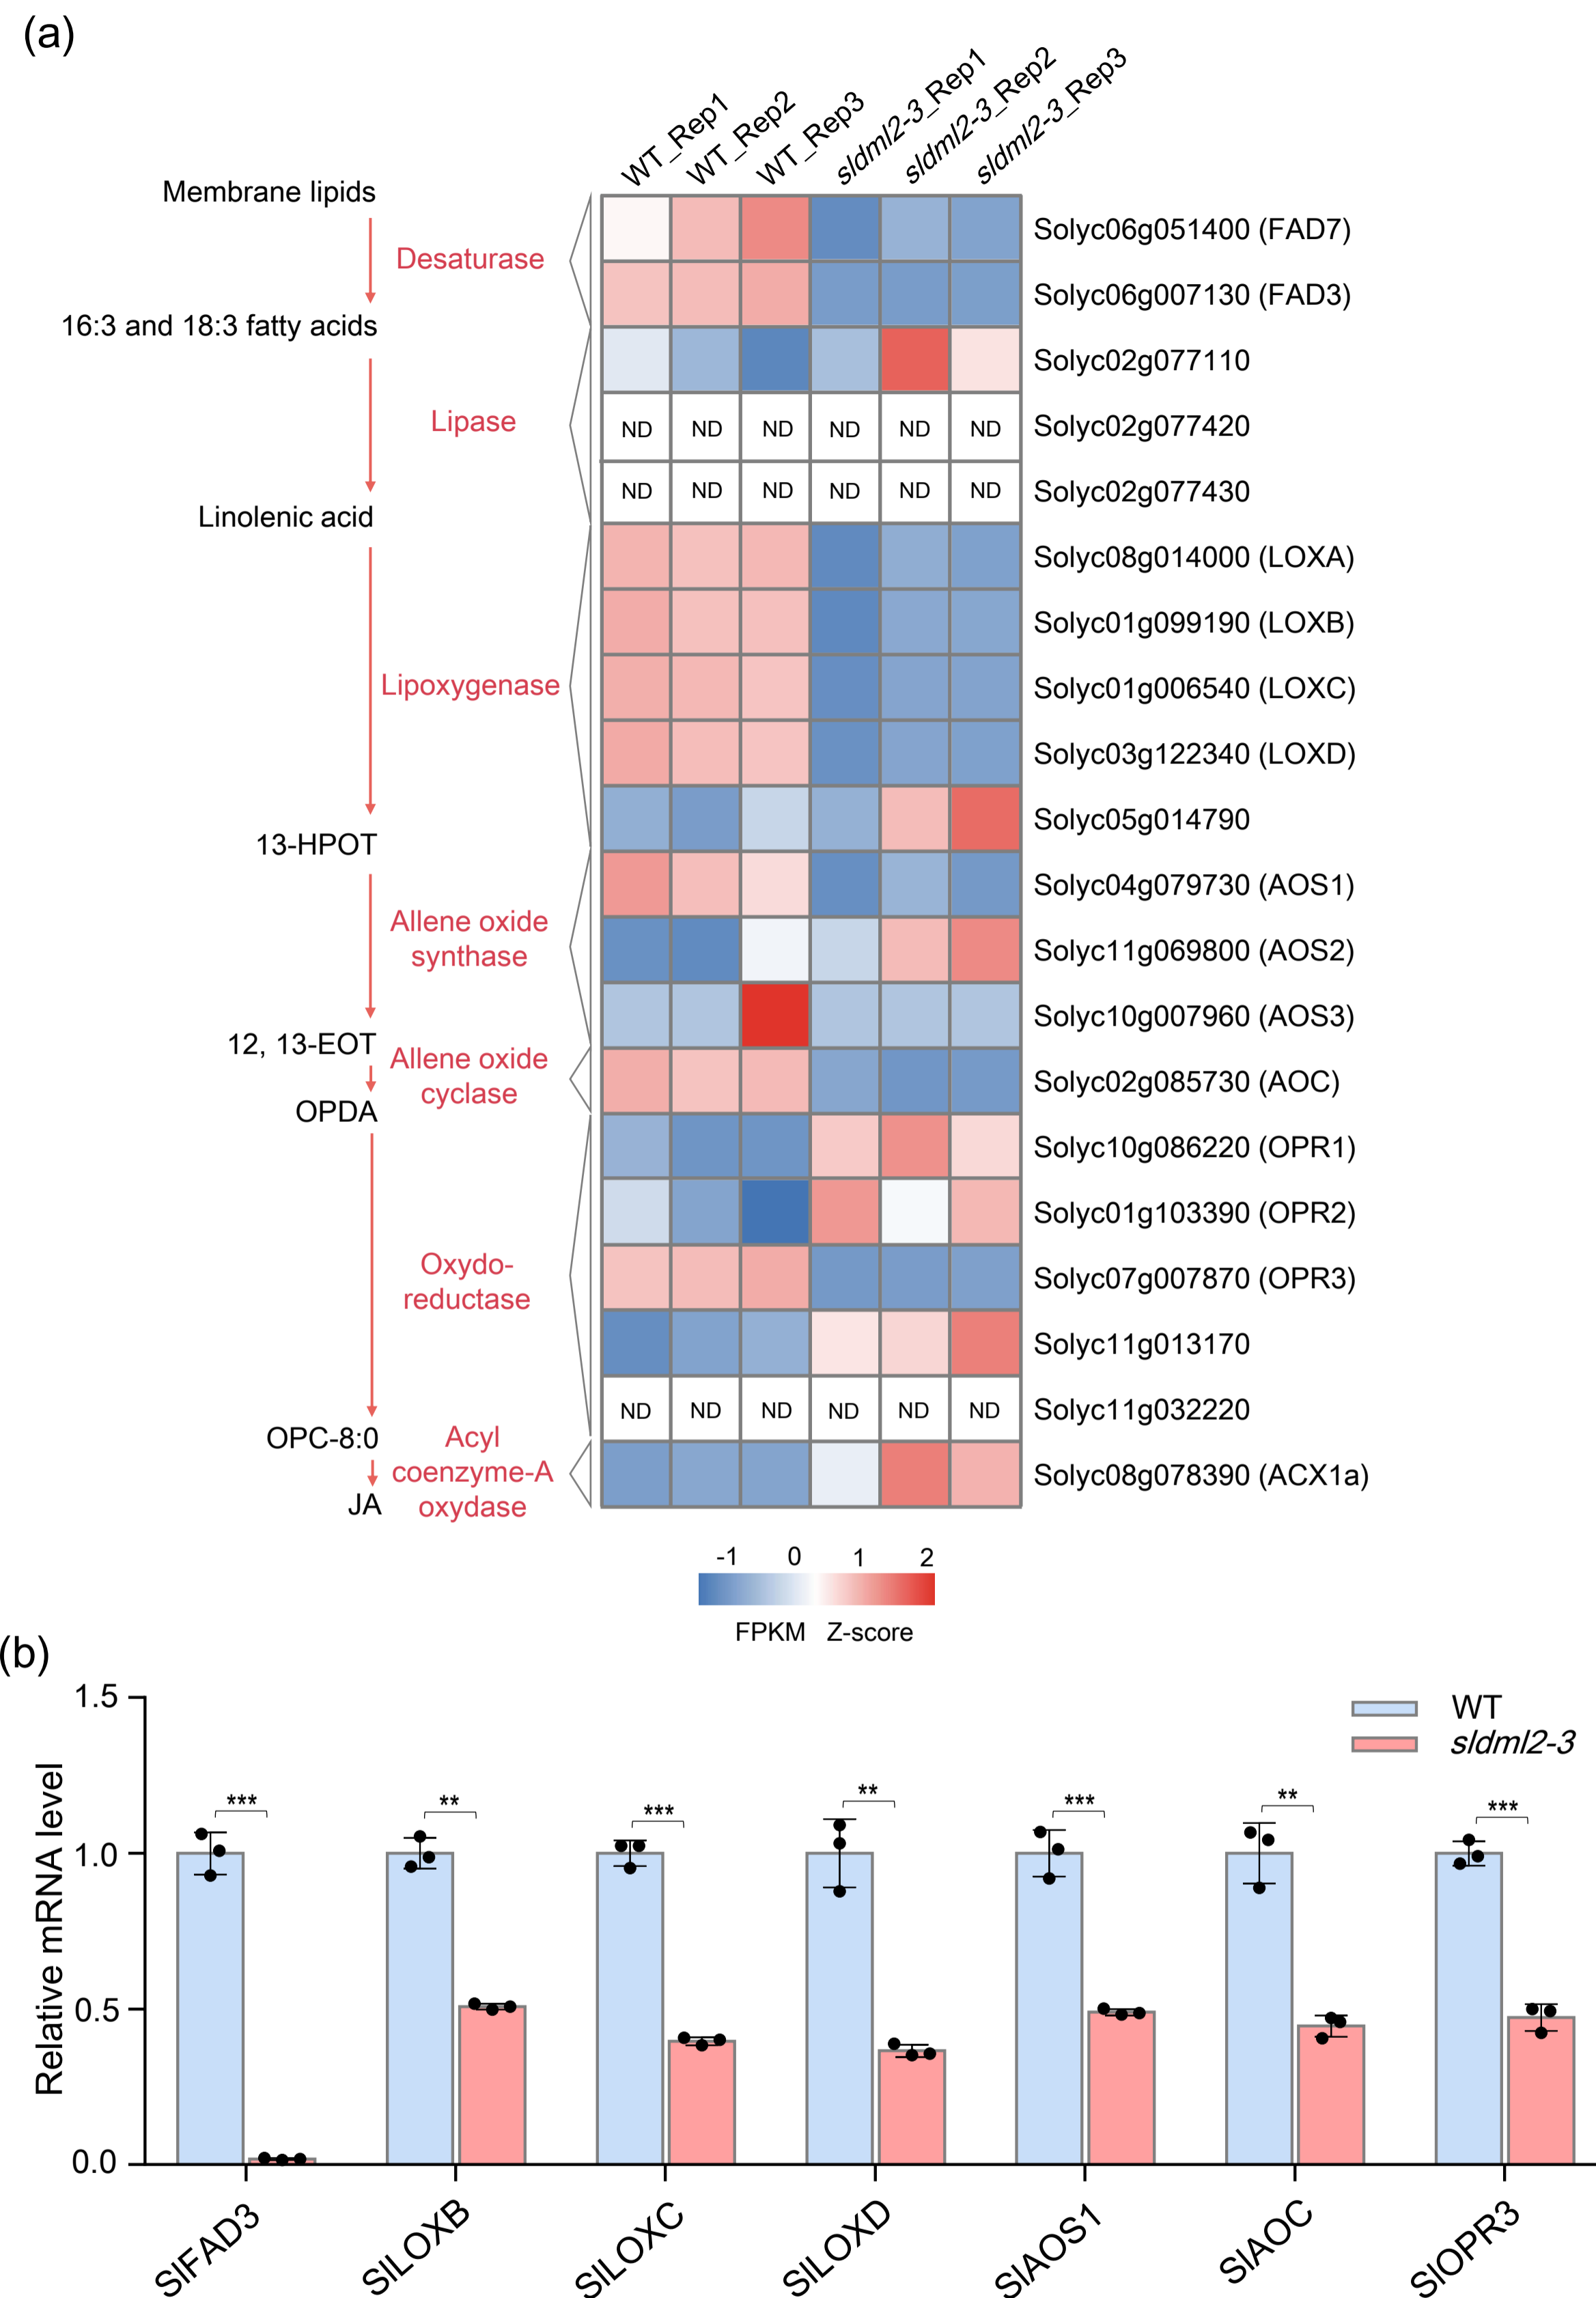

Figure S11 *SIDML2* mutation disturbs the expression of JA biosynthetic genes. (a) Heat map of transcription levels of JA biosynthetic genes in the wild-type (WT) and *sldml2-3* mutant fruits after *B. cinerea* inoculation for two days. The gene expression was determined by RNA-seq with three independent biological replicates. Rep, replicate; ND, not detected. (b) Validations of the transcription levels of several down-regulated JA biosynthetic genes in the *sldml2-3* mutant fruit compared to those of the WT by quantitative RT-PCR analysis. The tomato *SIUBI3* gene was used as an internal control. Asterisks indicate significant differences (** $P < 0.01$, *** $P < 0.001$; Student's t test). *LOXB*, lipxygenase B; *LOXC*, lipxygenase C; *LOXD*, lipxygenase D; *AOS1*, allene oxide synthase; *AOC*, allene oxide cyclase; *OPR3*, oxydoreductase 3.

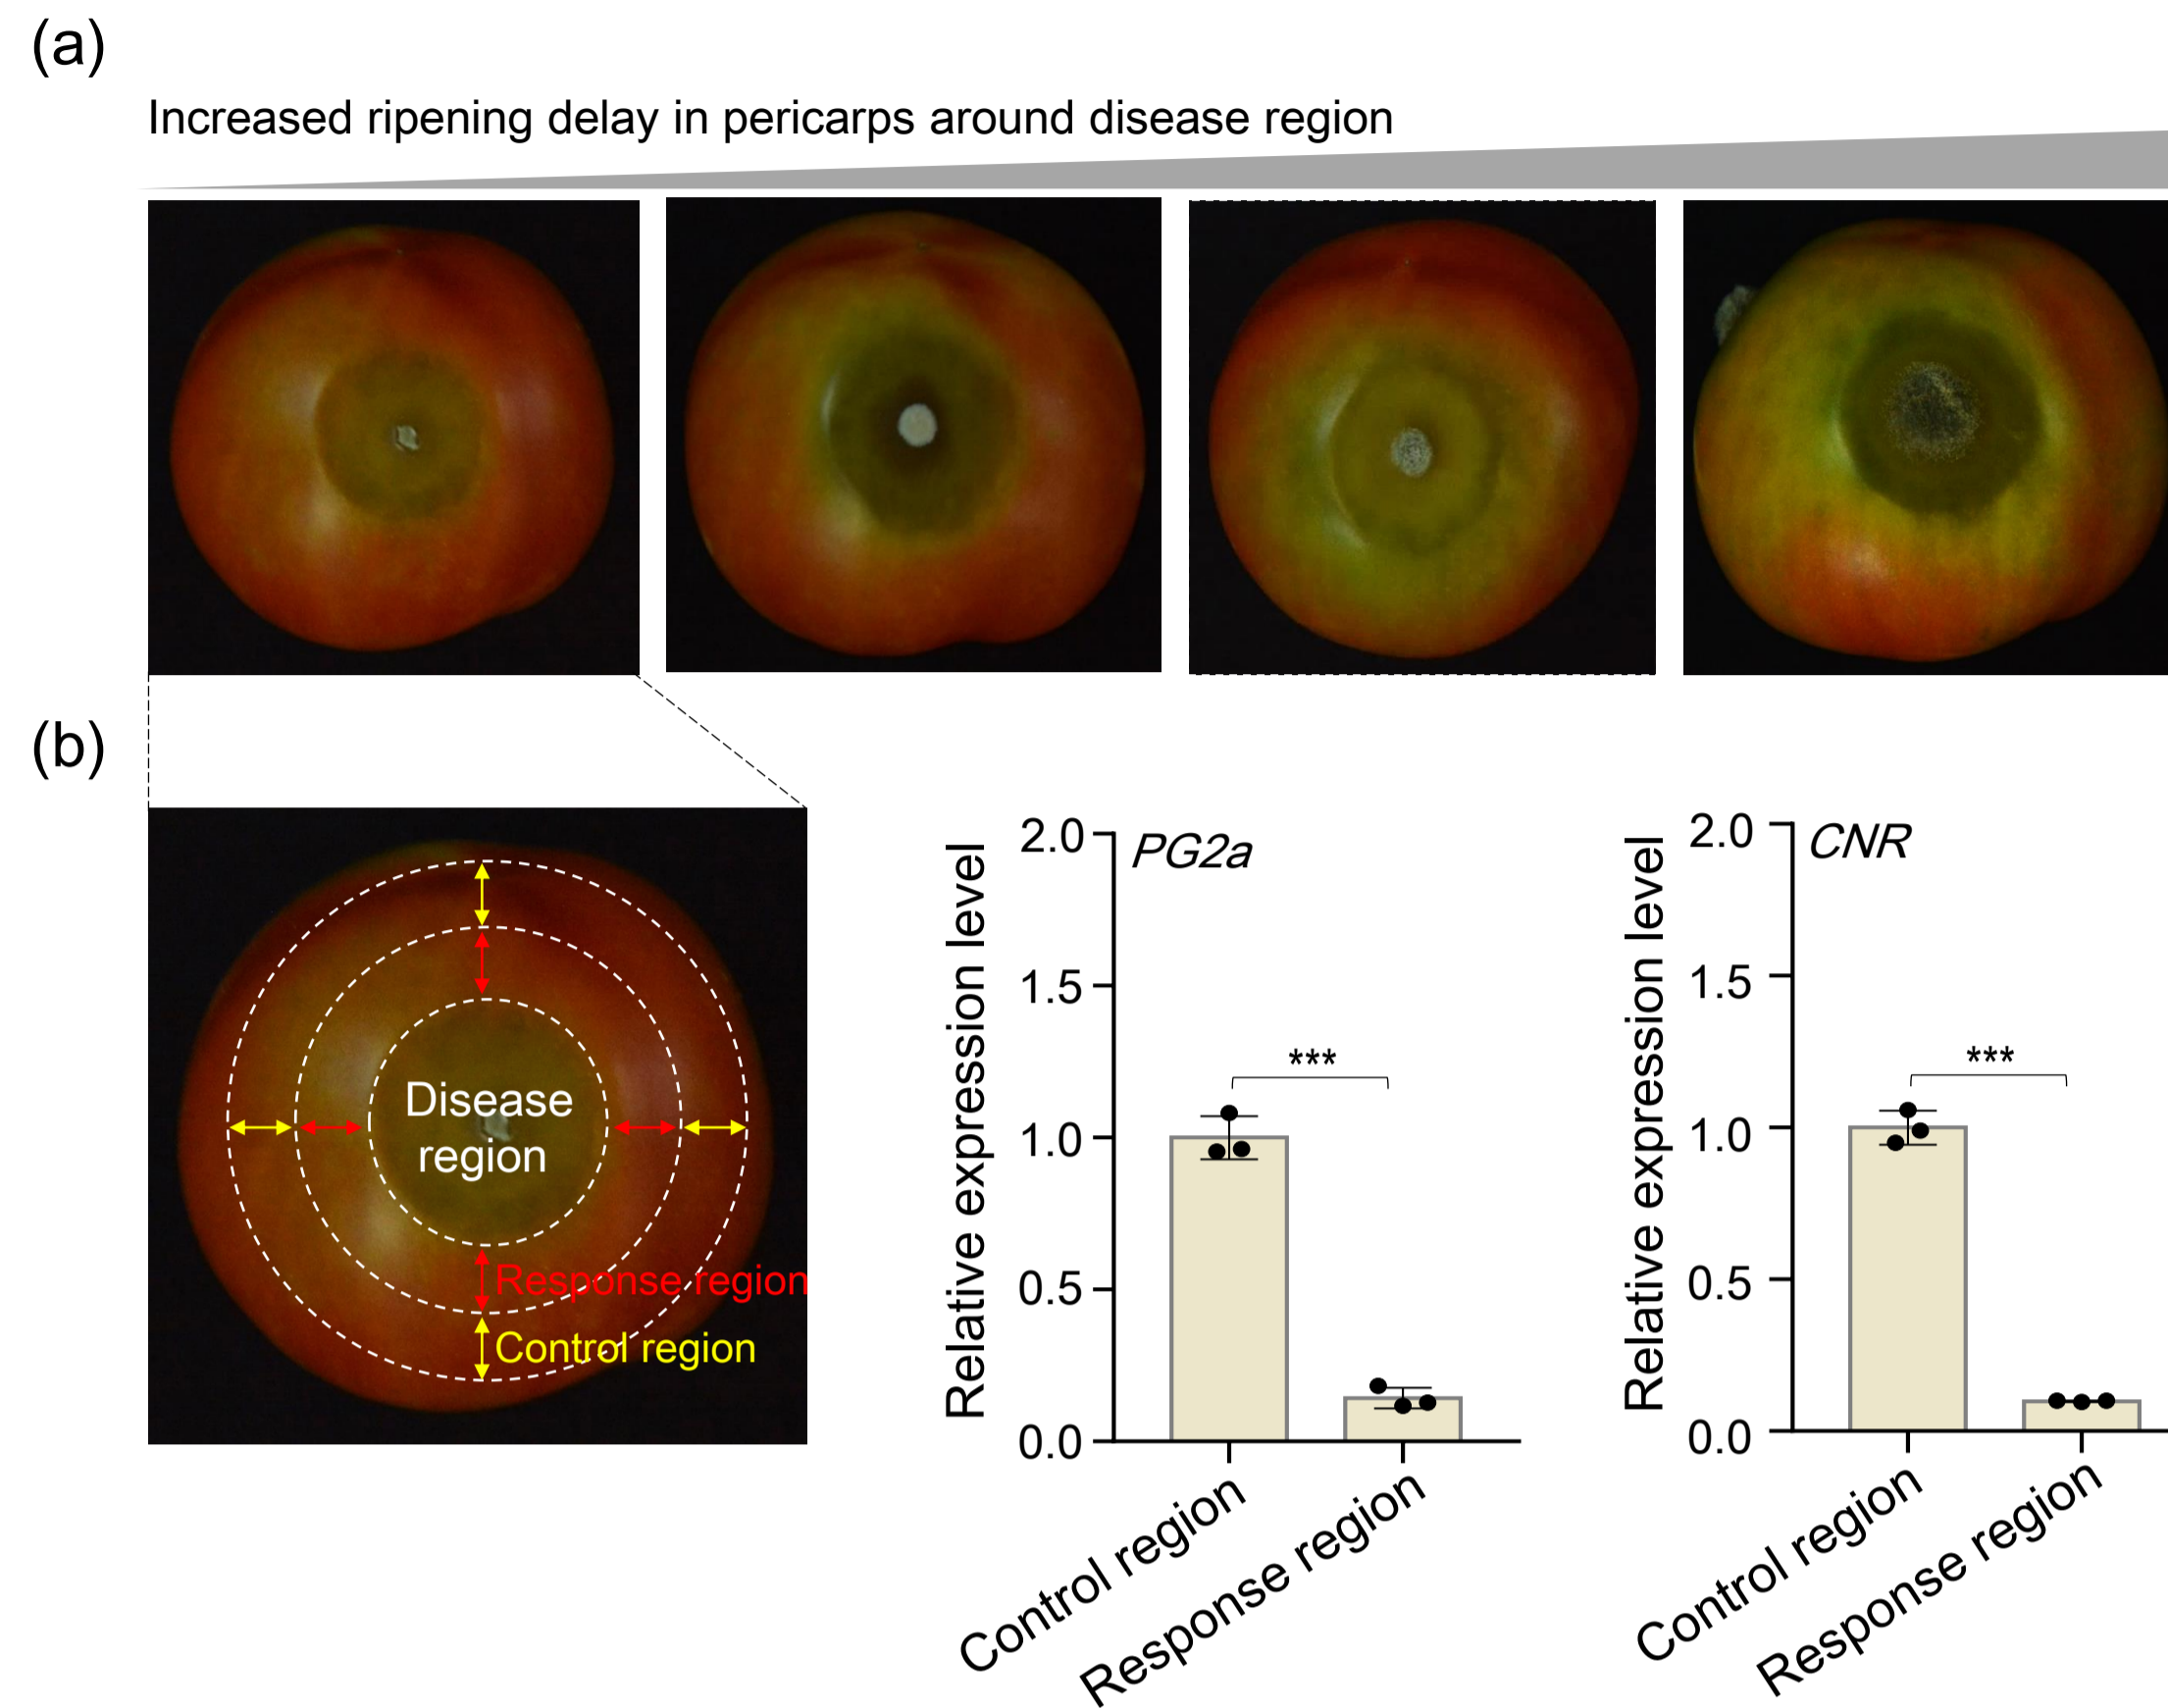

Figure S12 *B. cinerea* invasion causes a delay in ripening of tomato pericarp tissues around the disease region. (a) Photographs of wild-type tomato fruits with distinct ripening delay in pericarps around disease region after *B. cinerea* inoculation for four days. The pericarp tissue with a 5-mm thickness surrounding disease regions was defined as “response region”, and the pericarp tissue with a 5-mm thickness around the response region was defined as “control region”. (b) Transcription levels of ripening-related genes in the response region and control region as determined by quantitative RT-PCR analysis. The tomato *SIUB13* gene was used as an internal control. *PG2a*, *polygalacturonase 2a*; *CNR*, *colorless nonripening*. Asterisks indicate significant differences (** $P < 0.001$; Student’s t test).

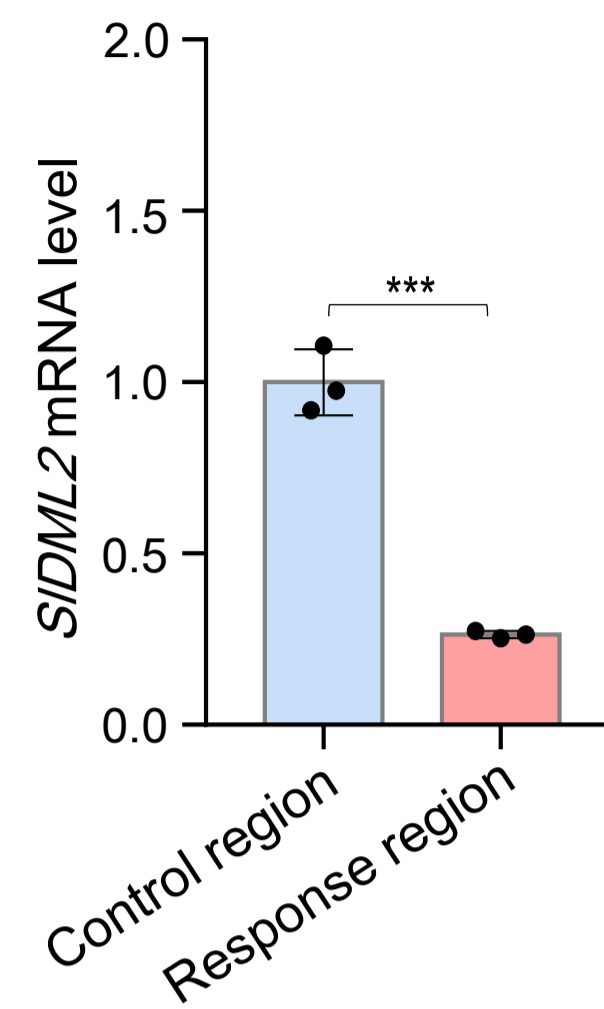

Figure S13 Influence of *B. cinerea* invasion on *SIDML2* gene expression. Transcription levels of *SIDML2* gene in the response region and control region were determined by quantitative RT-PCR analysis after *B. cinerea* inoculation for four days. The tomato *SIUBI3* gene was used as an internal control. Asterisks indicate significant differences (** $P < 0.001$; Student's t test).

How the deposited data were processed for this re-analysis (not part of the article)

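RNA from a 5 mm wide ring of pericarp around the lesions of *B. cinerea*-infected fruits, taken 48 h after inoculation at 39 dpa, was compared between the WT and the *sldml2-3* mutant, with 3 replicates per genotype and 6 libraries in all. The authors trimmed the reads with Cutadapt (version 1.9), aligned them to tomato build SL3.0 with HISAT2 (version 2.2.1) and assembled the uniquely mapped reads with StringTie (version 2.1.6). The count values are whole numbers per gene, used as deposited by the authors; the counting step is not stated, and the totals differ between libraries. Whether they are numbers of reads or a multiple of them is not known, so the depth given here is that of the deposited values. The FPKM values were computed by the authors with StringTie and ballgown, per kilobase of transcript and scaled to the mapped fragments of a library, and are used as deposited. The library kit named in the paper does not mark the strand, so reads of genes that overlap on opposite strands are counted without telling them apart, and reads of close copies of a gene may be divided among them. The deposited tables list 23098 genes, each with a count above 0 in at least 1 library, with GO terms for 19779 of them and with a KEGG pathway and a description for 11272. The library totals were 61051044 to 70357799 counts in the WT (median 66404695) and 63866983 to 68159806 in the mutant (median 65136857), and 3 counts in a library corresponded to 0.0426 to 0.0491 CPM.

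Computed from the counts were TMM factors (0.995 to 1.004), normalized CPM and the difference between the genotypes by edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), with genotype as the single term. The plan named limma on log2 of FPKM plus 0.1 as the test, to be replaced by this test if the files held whole-number counts, which they did. Genes with a mean FPKM of at least 0.5 over the 6 libraries were tested (16951), and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Of the steps, only the fits of each gene and the tests of gene lists were tried on simulated data. This test drew on the means, dispersions and totals of these libraries, and 50 genes per fold were changed. In that test edgeR gave 41 of the 50 genes changed 2-fold an adjusted p under 0.05 and called 25, the fold threshold being the simulated fold itself. It called 45 changed 3-fold, 48 changed 4-fold and 50 changed 8-fold, and DESeq2 called 25, 47, 48 and 50.

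There were 37 gene lists, of which 16 are the GO terms and KEGG pathways of the paper's Figure 3c,d, chosen there from these libraries, and 21 were chosen for the tissue and treatment. The latter are lists of linolenic acid metabolism, jasmonate, salicylic acid, ethylene, ripening, carotenoids, pectin and cell wall modification, chitinase, carbonate dehydratase, DNA demethylation, carbon fixation, starch and sucrose, ribosome, protein processing in the endoplasmic reticulum, seed storage, secondary cell wall, cutin and wax, and leaf senescence. Membership is the annotation deposited with the counts. For each list and direction, called members were compared with the other tested genes annotated in the same system by a two-sided Fisher's exact test, adjusted by Benjamini-Hochberg over 74 tests. As a test of all members, camera of limma 3.58.1 was run with a preset correlation of 0.01 and a prior count of 2, and again with an estimated correlation. Pearson's r between libraries was computed on FPKM over all genes.

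Genes were named by a rule. It takes the 10 largest increases and the 10 largest decreases among called genes with a mean FPKM of at least 10 whose 3 libraries of one genotype all lie above the 3 of the other, the genes that the paper pairs with an identifier, and ripening genes, those of the paper's Figure 8c among them, whose identifiers were taken from general knowledge and which are spoken of as ripening genes only where the description bears this out (9 genes, of which 7 by the words set for the rule and 2, phytoene synthetase and ripening-related ACC synthase 2, by other words for the same enzymes). In each list spoken of, it also takes up to 3 called members per direction with a mean FPKM of at least 5 and the largest change, and the member with the highest mean FPKM. FPKM values of part of the higher genes, in the paper's Table S1, had been seen when the rule was written. Names come from the deposited descriptions, which are partly names of genes of other species, and from the paper; the RefSeq table at hand matched 0 of the identifiers. General knowledge gave an identifier for *SlDML2* too, but no pairing was found in the deposited tables or the parts of the paper used here. Its allele is a small deletion, so its RNA level would not check the genotype labels.

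The alternatives were DESeq2 1.42.0 (which took a local dispersion trend where its parametric one fitted poorly), limma on log2 of FPKM with pseudocounts of 0.1, 1 and 0.01, with and without a trend, quantile normalization, FPKM rescaled to TPM, median-of-ratios scaling, no filter, a minimum mean FPKM of 5, the ratio of mean FPKM as the fold change, no fold criterion, a replicate block, and leaving out each replicate in turn. Tables were handled with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The methylation data, the RT-qPCR values and the overlap of called genes with the paper's lists were not analysed here.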

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

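The 3 tests of the antenna genes, the tally of ripening genes beside them and the comparison of gains and losses among the heat genes were chosen only after the results were seen, and the other tests of the heat genes and those of *SlFAD3* before.

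In the *sldml2-3* mutant 15 of 17 photosynthesis antenna genes were higher, in a tissue in which photosynthesis falls during ripening. Scaling of the libraries is argued against, since the median log2 fold change of the list was at least 2.81 under every scaling tried (TMM, total counts, median of ratios, quantile, TPM), and so are a few genes taking most of the counts, since the 10 top genes took at most 6.57% of a library. A slower course of ripening in the mutant fruit is a candidate explanation: of the called genes of ethylene synthesis and pectin breakdown, 7 were lower and 1 was higher (87.5% lower), among 35 tested, and of 9 ripening genes known by their descriptions 8 were lower and 1 higher at an adjusted p under 0.05 by edgeR; the paper shows delayed ripening of the mutant fruits (Figure 1b). The tallies share the ACC synthase gene Solyc05g050010.3, so they are not fully separate evidence. Genes chosen for roles in ripening whose descriptions do not bear this out are not counted. Slower ripening stays a hypothesis, since other values are mixed: 6 carotenoid synthesis genes were higher and 4 lower, the ethylene synthesis list alone passed under 3 of 22 alternatives only, and at an adjusted p under 0.05 by edgeR and any fold 7 of its genes were higher and 6 lower. None of 3 fruit ripening genes was called by edgeR or DESeq2, with 1 higher and 1 lower at an unadjusted p under 0.05.

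Of 113 genes of the heat response 25 were called lower in the mutant, 5 higher and 83 neither. Scaling of the libraries is argued against, since at least 25 genes of the list were called lower under every scaling tried. Reads moved to other genes of the list are argued against as the whole cause, since all genes of the list that rose gained together 25.9% of what the 25 lost. The summed level of the list was 21521 ± 113 CPM in the WT and 16902 ± 37.4 CPM in the mutant, a log2 ratio of -0.35. This lies between the bounds set for reads moved between copies within the list and for a fall of the list, so that test did not decide. Reads moved to near-identical copies outside the list cannot be told apart from lower expression, as such copies were not identified and the sum of the list does not measure them. No biological explanation was tested, and the samples hold no fruits that were not inoculated.

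*SlFAD3* (Solyc06g007130.4) was nearly without counts in the mutant. Reads moved to another copy of the desaturase are argued against, since the other genes with that annotation gained 0% of what it lost: Solyc06g051400.3 had 87.3 ± 5.85 CPM in the WT and 68.7 ± 1.08 CPM in the mutant. A loss of neighbouring genes cannot be told apart from lower expression, since the adjacent gene Solyc06g007140.3 was at 7.2% of its WT level, while the other 9 of the 10 nearest tested genes were at 75.9% or more, the nearest of them at 90.1% and 92.9%. A loss that covers these 2 genes alone stays open in these values, as does a sequence difference between the lines, and no biological explanation was tested. Against a loss of the gene speak measures of the paper that were not analysed here: its transcript was measured in leaves of *sldml2-3* (Figure 7a) and its promoter by bisulphite sequencing in fruits of *sldml2-3* (Figure 6f), and it was also lower in *sldml2-4* (Figure 6a,b).

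The results below are signals in gene lists that are not among the terms and pathways of the paper's Figure 3c,d, and the paper's full GO table was not used here; each p is adjusted by Benjamini-Hochberg over all lists and comes from Fisher's exact test, and each camera p is adjusted likewise. Of 62 genes of alpha-linolenic acid metabolism 8 were lower and 4 higher (adjusted p = 0.0131 for lower, camera 0.254). In the response to jasmonic acid 6 of 58 were lower and 6 higher (adjusted p = 0.0442 for lower, camera 0.82). The response to salicylic acid had 8 lower and 5 higher of 70 (adjusted p = 0.0135 for lower; camera 0.346). The ethylene-activated signalling list had 16 higher and 4 lower of 114 (adjusted p = 0.0121 for higher; camera 0.339), with 13 higher and the call lost without *sldml2-3* replicate 1. In pectin breakdown 4 of 14 were lower (adjusted p = 0.00681; camera 0.12). Among 24 genes with chitinase activity 5 were higher and 1 lower (adjusted p = 0.0403 for higher; camera 0.00344, and adjusted p = 0.161 with an estimated correlation). Carbon fixation had 14 higher and 2 lower of 93 (adjusted p = 0.0174 for higher; camera 0.143), with 13 higher and the call lost without WT replicate 3. Protein processing in the endoplasmic reticulum had 29 lower and 5 higher of 420 (adjusted p = 0.015 for lower; camera 0.263). Cutin, suberine and wax biosynthesis had 8 higher and 2 lower of 34 (adjusted p = 0.00938 for higher; camera 0.263), with 6 higher and the call lost without WT replicate 2 or 3 or *sldml2-3* replicate 2 or 3. Of 22 alternatives, these calls were lost under 9 (linolenic acid), 8 (jasmonic acid), 2 (salicylic acid), 7 (ethylene), 3 (pectin), 2 (chitinase), 3 (carbon fixation), 1 (protein processing) and 8 (cutin).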

How the results depend on the processing

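The settings with total counts only, with replicates 2 and 3 summed, and with DESeq2 on every gene and the ratio of mean FPKM were chosen after seeing the data, as were the tests of the antenna genes, the comparison of gains and losses among the heat genes, the choice of DNA glycosylase genes and the comparison of replicates with counting. The test of each gene, the lists, the naming rule (with part of the paper's Table S1 seen) and the other settings were chosen before the data were examined. Of 124 called genes named in the text or tables, 113 kept their call under every alternative in which they had a value, 118 without any 1 replicate and 122 with DESeq2, and no named gene reversed. The number of called genes (1727; 1064 higher, 663 lower) was within 1.5 times under all settings but 3: 1071 (656 higher, 415 lower) with a pseudocount of 1, 771 (460, 311) at a mean FPKM of at least 5, where 10486 genes are tested, and 7426 (3839, 3587) with no fold criterion. It was 1696 to 1730 when 1 replicate was left out. Higher genes made up 61.6% of the called genes, 56.8% after quantile normalization and 52.8% on TPM, which moves the median log2 fold change of all genes to -0.12. Higher plant-pathogen genes (62) lost their call with 59 genes (limma with trend), 28 (pseudocount 1), 62 (pseudocount 0.01), 59 (no trend), 56 (quantile), 50 (TPM), 23 (mean FPKM of at least 5), 62 (ratio of mean FPKM), 62 (DESeq2), 203 (no fold criterion), 61 (replicates summed), 63 (total counts) and 58 to 63 without any 1 replicate other than *sldml2-3* replicate 1. Higher cell wall genes (14) lost it with 11 (limma with trend), 7 (pseudocount 1), 13 (pseudocount 0.01), 11 (no trend), 10 (quantile), 9 (TPM), 15 (no filter), 6 (mean FPKM of at least 5), 35 (no fold criterion), 13 (DESeq2), 11 (replicates summed), 16 (DESeq2 on every gene) and 12 to 13 (without WT replicate 2 or 3 or *sldml2-3* replicate 1 or 2). The chitin term lost its higher call with 5, 4 and 26 genes and its lower call with 5 and 3 (pseudocount 1, mean FPKM of at least 5, and, for higher, no fold criterion), and the lower call also with 7 under DESeq2 and 7 without WT replicate 3. With no fold criterion the lower calls of wounding (34), oxidative stress (38) and cell wall (30) were lost, and higher wounding genes were called (45), as they were on TPM (13) and without WT replicate 1 (14). The lower oxidative stress call was lost without WT replicate 3 (10). Lower fungus genes (8) were called with 9 genes (no trend), 10 (quantile), 11 (TPM) and 9 without WT replicate 1 or 2 or *sldml2-3* replicate 1 or 2 (8 to 9 over all replicates left out). The cause was not tested in these cases, except that fewer genes are tested at the higher FPKM minimum. Of the 74 list results, 56 to 74 kept their side of the threshold per setting, and of 37 set tests 35 did with an estimated correlation. On log2 of FPKM the lowest correlation was 0.9269 between genotypes, 0.9745 within the mutant and 0.9769 within the WT, and by Spearman 0.9824 within each. With the replicate block, 1734 genes were called (1064 higher, 670 lower) and the higher plant-pathogen genes (62) and the lower phenylpropanoid genes lost their call; replicates share only a number, as 2 of 6 libraries correlated best with their own number. Splitting the 6 libraries into 3 and 3 in other ways gives 10 splits, the real one included, too few for a share under 0.05; 1 split, the real one, called 1727 genes, and the highest other called 0 by edgeR (52 at an unadjusted p under 0.05 and the fold threshold; DESeq2 was not run on the splits). Lists by words of the description were not run, since the tables hold GO and KEGG annotation, and *SlFAD3* (Solyc06g007130.4) and *OPR1* (Solyc10g086220.2) have no value at a mean FPKM of at least 5. Of 50 simulated 2-fold changes, 41 passed the adjusted p.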

Differences from the paper's values

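The setting with DESeq2 on every gene and the ratio of mean FPKM, and its tests, were chosen only after the result was seen. The paper's Figure 3d shows about 150 differentially expressed genes of the plant-pathogen interaction pathway, read by eye (Fig. 3d), and 93 were called here in both directions together, at the paper's stated thresholds but with genes filtered on FPKM. Of the alternatives set before the data were examined, no filter on low values gave 133, within the range of the paper's value. All other alternatives set before the data were examined remained apart from it: 88 with limma with trend, 47 with a pseudocount of 1, 91 with a pseudocount of 0.01, 87 without trend, 88 after quantile normalization, 87 on TPM, 32 at a mean FPKM of at least 5, 92 with the ratio of mean FPKM, 93 with median-of-ratios scaling, 94 with the replicate block, 353 with no fold criterion, 93 with DESeq2, and 87 to 96 without 1 replicate. DESeq2 on every gene with the ratio of mean FPKM, chosen after seeing the values, gave 151; how many of the genes called in the paper it drops was not counted, because the paper's list was at hand only in part. The same setting called 2319 genes in all (1441 higher, 878 lower), beside the paper's 2310 (1431, 879).

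The paper states that the genes lower in the mutant were enriched in the defence response to fungus, citing Table S3. The title of that table names differentially expressed genes without a direction, and the Methods give a Bonferroni correction. Here the lower genes were tested alone, among genes filtered on FPKM, with adjustment over the gene lists chosen. The value below therefore does not repeat the paper's test, and both directions together were not tested. Of 103 tested genes of the fungus term 8 were lower, with an adjusted p of 0.0746 by Fisher's exact test with Benjamini-Hochberg adjustment. It was called with limma without trend (9 genes), after quantile normalization (10), on TPM (11) and without WT replicate 1 or 2 or *sldml2-3* replicate 1 or 2 (9 each). By the same test the lower genes were in excess, as the paper states of defence terms, in the response to wounding (5.3e-05), cell wall organization (3.7e-04), the response to oxidative stress (0.0135) and the response to chitin (0.015). The study chose these terms on the same libraries, so this is not independent evidence. Higher genes were in excess by the same exact test in the fungus (adjusted p = 0.0131), chitin (0.00681), oxidative stress (0.0175) and cell wall terms (0.0413). Among the 37 lists examined here, the lower genes had their smallest adjusted p in the response to heat (3.6e-12, same exact test).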

Other observations

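Of what follows, the choice of DNA glycosylase genes and the comparison of replicates with counting were made only after the data had been seen, and the tests of gene lists were not. An acid invertase gene (Solyc03g083910.3), of an enzyme class that cleaves sucrose, fell from 5405 ± 59.9 to 1143 ± 5.79 CPM, and an alpha-glucosidase-like gene (Solyc03g094020.3) from 147 ± 0.609 to 33 ± 1.93 CPM. A pectin methylesterase gene (Solyc03g123630.3) rose from 73.6 ± 0.527 to 371 ± 4.44 CPM. Of 394 genes of starch and sucrose metabolism 34 were higher and 24 lower, not in excess (adjusted p = 0.387 and 0.0964, Fisher's exact test with Benjamini-Hochberg adjustment). The lower ones passed with 26 to 30 genes without WT replicate 1, 2 or 3 or *sldml2-3* replicate 2 or 3. In carbon fixation, fructose-bisphosphate aldolase 1 (Solyc02g062340.3) rose from 3.29 ± 0.806 to 29.1 ± 4.55 CPM and glyceraldehyde-3-phosphate dehydrogenase A (Solyc04g009030.3) by 3.08 on the log2 scale, while the cytosolic form (Solyc05g014470.3) had 2128 ± 21.5 CPM in the WT and 1568 ± 23.4 CPM in the mutant. The most abundant gene of cutin and wax synthesis, ECERIFERUM 1-like (Solyc01g088400.3), fell from 2344 ± 34.6 to 749 ± 19.4 CPM.

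A chitinase gene (Solyc10g055810.2) rose from 763 ± 10.4 to 1948 ± 16.2 CPM, and an endochitinase-like gene (Solyc03g116230.3) fell from 18.6 ± 1.1 to 6.35 ± 0.87 CPM. An ethylene-responsive transcription factor 1B gene (Solyc09g066360.1) rose by 1.79 on the log2 scale. In the leaf senescence list (2 higher and 4 lower of 50, adjusted p = 0.999 and 0.205, Fisher's exact test with Benjamini-Hochberg adjustment), glutamine synthetase (Solyc11g011390.2) fell from 3014 ± 54.9 to 1003 ± 12.8 CPM. Of 405 ribosome genes 11 were higher and 5 lower, fewer than among the other annotated genes (adjusted p = 8.7e-04 and 0.00662, same exact test), whereas 230 were higher at an adjusted p under 0.05 by edgeR at any fold change; camera gave 8.1e-08, and adjusted p = 0.106 with an estimated correlation. The seed storage list had 1 lower gene of 10, Solyc12g010320.2, from 636 ± 8.36 to 180 ± 7.15 CPM (adjusted p = 0.478, same exact test), and none higher by edgeR or DESeq2 (3 at an unadjusted p under 0.05). The secondary cell wall list had 2 higher and 2 lower of 16 (adjusted p = 0.442 and 0.21, same exact test). None of 6 DNA demethylation genes was called by edgeR or DESeq2, with 1 higher and 0 lower at an unadjusted p under 0.05. Of the genes annotated both as DNA N-glycosylase and to DNA methylation, 3 were tested, and none of them was under its WT level. Solyc09g009080.3 had a log2 fold change of 0.68, Solyc10g083630.2 of 0.44 and Solyc11g007580.2 of 0.09. The identifiers taken from general knowledge give Solyc10g083630.2 for *SlDML2*, a pairing that could not be checked here. It had 566 ± 21 CPM in the WT and 770 ± 12.6 CPM in the mutant. The deposited tables give that gene no description, and the parts of the paper used here pair none of these genes with *SlDML2*.

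Between replicates of one genotype, the mean squared difference in counts was 10.9 to 13 times what counting alone gives for genes with 1000 to 10000 counts, 9.89 to 10.7 times for genes with 30 to 100 counts, and 20.9 to 175 times for genes with more than 100000 counts. Over all genes it was 10.7 to 12.6 times between replicates and 282 to 312 times between libraries of different genotypes. The factor was nearly the same from 30 to 10000 counts, and it was not determined whether the deposited counts are numbers of reads or a multiple of them. A multiple common to all libraries would leave CPM and fold changes as they are, but not the depth or the counting error taken from the counts. The p-values given here rest on the spread between these replicates, and whether it is that of separate pools of fruits was not tested.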
